# Transcriptomics analysis of hepatotoxicity induced by the pesticides imazalil, thiacloprid and clothianidin alone or in binary mixtures in a 28-day study in female Wistar rats

**DOI:** 10.1007/s00204-020-02969-y

**Published:** 2021-01-11

**Authors:** Jimmy Alarcan, Heike Sprenger, Julia Waizenegger, Dajana Lichtenstein, Claudia Luckert, Philip Marx-Stoelting, Alfonso Lampen, Albert Braeuning

**Keywords:** Pesticides, Mixture effects, Transcriptomics, EuroMix

## Abstract

Co-occurrence of pesticide residues in food commodities raises a potential safety issue as their mixture effects on human health are largely unknown. In a previous study, we reported the toxicological effects (pathology and histopathology) of imazalil (IMZ), thiacloprid (THI), and clothianidin (CTD) alone and in binary mixtures in a 28-day oral gavage study in female Wistar rats. Five dose levels (up to 350 mg/kg body weight/day) ranging from a typical toxicological reference value to a clear effect dose were applied. In the present study, we undertook a transcriptomics analysis of rat livers by means of total RNA sequencing (RNA-Seq). Bioinformatic data analysis involving Ingenuity Pathway Analysis (IPA) was used to gain mechanistic information on hepatotoxicity-related pathways affected after treatment with the pesticides, alone and in mixtures. Our data show that 2986 genes were differentially regulated by CTD while IMZ and THI had effects on 194 and 225 genes, respectively. All three individual compounds shared a common subset of genes whose network is associated with xenobiotic metabolism and nuclear receptor activation. Similar networks were retrieved for the mixtures. Alterations in the expression of individual genes were in line with the assumption of dose addition. Our results bring new insight into the hepatotoxicity mechanisms of IMZ, THI, and CTD and their mixtures.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00204-020-02969-y.

## Introduction

Humans are exposed to multiple pesticide residues through the environment or their daily diet (Cataudella et al. 2012; Cedergreen 2014; Kortenkamp 2014). Facing the need to integrate this stake, strategies have been proposed and implemented to help with the risk assessment of chemical mixtures (EFSA 2013; OECD 2018; Rotter et al. 2018). One critical aspect in the study of chemical mixtures is the identification of modes of action (MoA) underlying the toxicological outcomes. Indeed, such identification not only helps to classify substances into groups [i.e., cumulative assessment groups (CAG)], but is also important when using most mathematical models for modeling of mixture effects (Cedergreen 2014; EFSA 2013; Kortenkamp et al. 2009).

Furthermore, the integration of knowledge about the toxicological MoA in the risk assessment of substances has gained increasing attention as the development of tools such as the concept of adverse outcome pathways (AOP) emerged (EFSA 2014; Martens et al. 2018; Perkins et al. 2019). However, establishing biological pathways linking changes at the molecular level to the observed outcome at the physio-pathological level represents a scientific challenge that single endpoint investigation cannot face efficiently. In the last decade, the rapid development and implementation of omics technologies has enabled the possibility of characterization and quantification of large sets of biomolecules in a single run. Such approaches allow for better understanding and deciphering of the MoA of a given substance and in the context of chemical mixtures could help to identify potential biomarkers of mixture toxicity (Altenburger et al. 2012; Martins et al. 2019; Marx-Stoelting et al. 2015; Seeger et al. 2019).

We have recently published the outcome of a 28-day oral study in female Wistar rats with the three pesticidal active compounds imazalil (IMZ), thiacloprid (THI) and clothianidin (CTD) (Alarcan et al. 2020). Those substances have been assigned to the CAG liver toxicity and recent exposure studies revealed a predominant occurrence in food or even in human urine samples, thus raising a concern about safety (Craddock et al. 2019; Crepet et al. 2019; Nielsen et al. 2012). The pesticides were either being administrated alone or in binary combinations, using an equipotency-based approach. Reported effects included an increase in liver weight, hepatocellular hypertrophy and cytoplasmic changes of the hepatocytes. Additionally, liver and kidney residue analysis showed alterations in pesticide residues when applied in mixtures as compared to the levels of pesticide residues for the single compound treatment (Alarcan et al. 2020).

Even after having documented the toxicological effects at the histopathological level, the mechanisms by which IMZ, THI and CTD induce adverse effects at the molecular level are still to be characterized. Using transfected human HepG2 liver cells, we previously showed the activation of human pregnane X receptor (PXR) and constitutive androstane receptor (CAR) by IMZ in a dual luciferase-based transactivation assay (Lichtenstein et al. 2020). Furthermore, in this study, THI was found to activate PXR and peroxisome proliferator-activated receptor γ (PPARγ) while CTD inhibited PPARα. These findings on PXR and CAR activation were complemented by the observation of up-regulation in the expression of associated target genes (e.g., CYP genes) in human HepaRG hepatocarcinoma cells (Lichtenstein et al. 2020). Of note, an increase in CYP content in rats following 30-day treatment with THI was also reported by others (Hendawi et al. 2016).

The present study constitutes a follow-up to the previous publication of pesticide hepatotoxicity in vivo (Alarcan et al. 2020) and aims to investigate the molecular effects of pesticides in rat liver, both individually and in combination. To this end, we undertook a transcriptomics analysis using total RNA sequencing (RNA-Seq). Furthermore, gene ontology (GO) term enrichment and ingenuity pathway analysis (IPA) were performed to get insight into the molecular MoA of a compound by comparing and retrieving datasets of genes that are associated with a specific biological function or pathway (Krämer et al. 2014). The present study is part of the EuroMix project (European Test and Risk Assessment Strategies for Mixtures—information available on www.euromixproject.eu).

## Materials and methods

### Test substances

Clothianidin (CAS no. 210880-92-5, Batch no. EDFL036131) and thiacloprid (CAS no. 111988-49-9, Batch no. EDTE013890) were supplied by Bayer AG (Leverkusen, Germany). Imazalil (CAS no. 35554-44-0, Batch no. 1-TAH-30-1) was obtained from Sigma-Aldrich (Taufkirchen, Germany).

### Animals and treatment

Detailed description of study design can be found in Alarcan et al. (2020). Briefly, young adult female Wistar rats (Crl:WI) were acclimatized to the laboratory conditions for at least 1 week and were weighed and monitored for their health status. Female rats were chosen considering a previous 28-day study in which only female rats showed increase in liver weight following IMZ administration [study from “Draft Assessment Report on the Active Substance Imazalil” (DAR)]. Rats were allocated in a randomized manner to the different treatment groups (see Table 1) and were maintained under conventional laboratory conditions: constant 12/12-h light/dark cycle with controlled temperature at 22 °C ± 2 °C and humidity at 55% ± 15%. The specified doses of the test compounds were daily administered to the rats by oral gavage for 28 days. Test compounds were suspended in 0.5% aqueous carboxymethyl-cellulose with a dosing volume of 7.5 ml/kg bw. Rats of the control group were treated with the vehicle only (0.5% aqueous carboxymethyl-cellulose in deionized water). Dose selection was based on studies from DARs of the individual compounds. Equipotent mixtures were established following the relative potency factors (RPF) approach. The determined maximal doses of the single compounds were used to calculate provisional RPF: RPF _CTD/THI_ = 2.50, RPF _CTD/IMZ_ = 2.92, and RPF _THI/IMZ_ = 1.17.

**Table 1:** Study design and dosing scheme of the 28-day oral toxicity study in female Wistar rats

Group	Treatment	Dose mg/kg bw/day		Number of rats
1	Control (vehicle)	–	–	8
2	Thiacloprid	Very low	10	4
3	Thiacloprid	Low	43	4
4	Thiacloprid	Mid	75	4
5	Thiacloprid	High	108	4
6	Thiacloprid	Very high	140	3*
7	Imazalil	Very low	10	4
8	Imazalil	Low	38	4
9	Imazalil	Mid	65	4
10	Imazalil	High	93	4
11	Imazalil	Very high	120	3*
12	Clothianidin	Very low	100	4
13	Clothianidin	Low	163	4
14	Clothianidin	Mid	225	4
15	Clothianidin	High	288	3*
16	Clothianidin	Very high	350	2*
17	Thiacloprid + Imazalil	Very low	5/4	4
18	Thiacloprid + Imazalil	Low	21/18	4
19	Thiacloprid + Imazalil	Mid	38/32	4
20	Thiacloprid + Imazalil	High	54/46	4
21	Thiacloprid + Imazalil	Very high	70/60	4
22	Thiacloprid + Clothianidin	Very low	5/13	4
23	Thiacloprid + Clothianidin	Low	21/53	4
24	Thiacloprid + Clothianidin	Mid	38/94	4
25	Thiacloprid + Clothianidin	High	54/134	4
26	Thiacloprid + Clothianidin	Very high	70/175	3*
27	Imazalil + Clothianidin	Very low	5/15	4
28	Imazalil + Clothianidin	Low	19/55	4
29	Imazalil + Clothianidin	Mid	33/95	4
30	Imazalil + Clothianidin	High	46/135	4
31	Imazalil + Clothianidin	Very high	60/175	4

The asterisk indicates that one or more rats were killed in moribund condition (for IMZ, the rat was found dead)

After sacrifice, the liver was isolated and prepared as follows: the liver hilus as well as the adjacent connective tissue were prepared off and discarded, and the liver was trimmed into the individual liver lobes. Lobes were cut into small cubes (approx. 5 × 5 mm), cleansed on filter paper, immediately shock frozen in liquid nitrogen, and stored at − 80 °C until further analysis.

### RNA preparation

Total RNA was isolated from approximately 20–40 mg frozen rat tissue sample using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. The quality and concentration of RNA was determined using NanoQuant plate with Infinite M200 Pro plate reader (Tecan group, Männedorf, Switzerland) following the instruction manual and the integrity of RNA was evaluated using the Agilent RNA 6000 Nano LabChip kit together with the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, USA) according to the manufacturer’s protocol. All RNA samples had RNA integrity numbers (RINs) greater than 9.3. For each sample, one half was used for total RNA sequencing while the other half was used for real-time quantitative PCR analysis. Samples obtained from the animals of each treatment group represented independent biological replicates.

### Total RNA sequencing

RNA-Seq was done only for the rats of the high dose groups. For sequencing analysis, the samples were shipped to CeGaT GmbH (Tübingen, Germany) for library preparation using TruSeq Stranded Total RNA Sample Preparation-Kit (Illumina) from 100 ng RNA per sample. Sequencing was performed using the Illumina NovaSeq6000 platform. Depths of ~ 50–160 million paired-end 100 bp reads were generated for each sample (see Supplementary Table S1 for details). The raw RNA sequencing data are available from GEO under accession number GSE153986. Adapters were trimmed by Skewer version 0.2.2 (Jiang et al. 2014) and data quality was assessed by FastQC version 0.11.5 (Andrews 2010). Reads were mapped to the rat reference genome Rnor_5.0 and counted per gene ID using STAR version 2.5.2b (Dobin et al. 2013).

### Statistical analysis

After removing genes with low expression (sum of reads across all samples below two), retained genes were analyzed by the R-package (R Core Team 2013) DESeq2 version 1.15.1 (Love et al. 2014) using default settings estimation of size factors and dispersion. Negative Binomial GLM fitting and Wald statistics were applied to test for differential gene expression between each treatment and control conditions, respectively. False discovery rate (FDR) was used to control for multiple testing (Benjamini and Hochberg 1995). Only genes with a *q*-value < 0.05 were included in the further analyses. Variance stabilizing transformation was applied prior to probabilistic PCA (ppca) on pareto scaled and centered data by the R-package pcaMethods (Stacklies et al. 2007). K-means clustering of transformed and scaled gene expression data with 12 centers was performed by the R-package stats. Theoretical log_2_-fold change values (LFC) for mixtures were computed as a combination of single compounds adjusting for the dose: $${LFC}_{IMZ+CTD}={0.5\times LFC}_{IMZ}+{0.47\times LFC}_{CTD}$$ (the factor for CTD results from the division of 135 mg/kg bw/day in mixture by 288 mg/kg bw/day in single compound treatment).

### Verification of target genes by real-time quantitative PCR analysis

A quantity of 1000 ng RNA were reverse transcribed into cDNA using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Darmstadt, Germany) and thermal cycling conditions were chosen according to the manufacturer’s protocol. The primers were designed with the free webtool Primer3. All primers (Supplementary Table S2) were purchased from Eurofins (Luxemburg). Real-time quantitative PCR (qRT-PCR) was performed on ABI 7900 HT Fast Real-Time PCR system instrument (Applied Biosystems, Darmstadt, Germany) using Maxima SYBR Green/Rox qPCR Mastermix (Life Technologies, Carlsbad, USA) with 5 μM primers and 1 µl cDNA in a total volume of 10 µl. Thermal cycling conditions were as follows: initial denaturation at 95 °C for 10 min, 40 cycles of denaturation at 95 °C for 15 s and combined annealing and elongation at 60 °C for 1 min, 15 s at 95 °C and final elongation at 60 °C for 15 min. At the end of the run, a dissociation curve analysis was performed. For the relative quantification of mRNA content according to the 2^−∆∆Ct^ method (Livak and Schmittgen 2001), C_t_ values were normalized to *Actb* (encoding β-actin) and referred to vehicle-treated rats. Differences between means were determined by the nonparametric Kruskal–Wallis test followed by Dunn’s test (*p < 0.05; **p < 0.01; ***p < 0.001).

### Mixture analysis

The software PROAST (www.proast.nl) was used to investigate, whether the observed mixture effects comply with the assumption of dose addition. A detailed explanation on this statistical dose–response modeling can be found in previous studies (EPA 2012; Kienhuis et al. 2015). Briefly, the dose response curves obtained from the single compounds and from the compounds applied in mixture were plotted and their curve fit was estimated. In case the mixture deviates from the dose addition assumption, the plot of the mixture will shift to the left (synergism) or to the right (antagonism) in contrast to the plot of the single compounds.

### Ingenuity pathway analysis

Data were analyzed through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity; release 2014-06-24). We performed an upstream regulator analysis to determine transcription regulators potentially activated or inhibited. The right-tailed Fisher’s exact test was used to estimate the probability of association of a set of genes in the dataset with a transcription regulator by random chance alone. A *p* value < 0.05 was chosen as significance level. Results were filtered to include only ligand-dependent nuclear receptors and transcription regulators. The *p* value was used to evaluate the statistical significance of the overlap between the dataset genes and the genes which are regulated by the transcription regulator. The IPA *z*-score algorithm was used to identify transcription regulators that are expected to be activated or inhibited. A *z*-score ≥ 2 or ≤ − 2 predicts a significantly activated or inhibited transcription regulator state, respectively. Heatmap presentations were generated using matrix2png (Pavlidis and Noble 2003).

### GO term enrichment analysis

Gene ontology (GO) Biological Process term enrichment analysis was performed using a hypergeometric test by the R-package clusterProfiler version 3.14.3 (Yu et al. 2012). False discovery rate (FDR) was applied to control for multiple testing (Benjamini and Hochberg 1995) and an adjusted *p* value < 0.05 was considered as significant. Resulting GO terms were clustered by semantic similarity using Wang method and the R-package GOSemSim version 2.14.0 (Yu et al. 2010) and –log_10_(*p* value) were visualized in heatmaps using the R-package pheatmap version 1.0.12. The GO terms shown in heatmaps were filtered by removing redundant entries measured by semantic similarity (the complete results are shown in Supplementary Table S4–S6).

## Results

### Total RNA sequencing

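Livers of 31 female Wistar rats from the high dose groups of the 28-day gavage study were used for RNA-Seq, each rat as an independent biological replicate. The 8 control rats received the vehicle only. The single compounds were given at 108 mg/kg bw/day for THI (4 rats), 93 mg/kg bw/day for IMZ (4 rats) and 288 mg/kg bw/day for CTD (3 rats). The mixtures, with 4 rats each, held 54 mg/kg bw/day of THI and 46 mg/kg bw/day of IMZ, 54 mg/kg bw/day of THI and 134 mg/kg bw/day of CTD, or 46 mg/kg bw/day of IMZ and 135 mg/kg bw/day of CTD. The authors trimmed adapters, mapped the paired-end reads to Rnor_5.0 and counted them per gene with STAR, and they deposited the counts per gene and rat without normalization for 26312 genes listed by Ensembl identifier. A second deposited table gives a normalized signal for 19904 of these genes. Every value above 0 in it equalled the count divided by 1 constant per library, to within a relative deviation of 5.3e-15. Whether this constant is the DESeq2 size factor was not tested. The paper's text names neither the release of the gene annotation nor the strand setting of the counting. Counts per library ran from 32726300 to 101230067 in the controls and from 31.8 M to 54.8 M in the treated rats, with a median of 60.5 M in the controls and 40.2 M in the treated rats. These totals equal the numbers of uniquely mapped reads in the paper's Supplementary Table S1. Neither the paper nor the sample labels name a sequencing batch. Each treatment was compared with the 8 controls by the quasi-likelihood test of edgeR, in 1 model with a mean for each of the 7 groups, on counts normalized by the TMM method. Genes with an adjusted p under 0.05 (Benjamini-Hochberg, over the 19904 genes tested) are given as differentially expressed genes (DEGs). Fold changes are log2 values without shrinkage, each with its standard error (SE), and CPM stands for counts scaled to the library size after TMM normalization. The biological coefficient of variation shared by all genes was 19.4%. The 6 comparisons share their controls, so overlaps and correlations between them are given with the value found for groups simulated without any effect against the same controls. Gene lists written before the data were examined were tested with camera of limma (in both directions, Benjamini-Hochberg over all pairs of list and treatment), with fry and with camera at an estimated correlation beside it. GO terms and IPA networks were not recomputed here.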

To obtain in-depth information on the hepatic molecular MoA of pesticides alone and in mixtures, RNA-Seq was performed on the liver samples from the high dose group treatment. On average, 85% of the reads were mapped to the reference genome Rnor_5.0 (Supplementary Table S1). 

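The counts hold the uniquely mapped part of these reads. The share of uniquely mapped reads in the paper's Supplementary Table S1 differed between the groups. It ran from 66.83% to 73.23% in the 3 CTD libraries and from 72.55% to 76.19% in the 8 control libraries. In the mixtures with CTD it was higher, from 77.2% to 79.74% for THI + CTD and from 76.5% to 79.57% for IMZ + CTD. Among the counted reads, Alb took 13.7% on average over the 31 libraries, Tf 4.63%, C3 2.09%, Apoe 1.79% and the mitochondrial gene COI 1.08%. The 10 most abundant genes of a library together took between 25.04% and 31.6% of its counts.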

After filtering for genes with low expression, 19,904 genes were retained representing 75% of all annotated genes.

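The same filter, a sum of at least 2 counts over the 31 libraries, kept 19904 of the 26312 genes in the count table, or 75.6%. Of the genes kept, 17144 carry a symbol in the table and 2760 an identifier only. Far fewer genes were well covered: the median number of genes with at least 10 counts in a library was 13369 in the 8 controls and between 12732 and 13070 in the treated groups.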

Principal component analysis (PCA) was employed to get an overall picture of the transcriptome profile upon pesticide treatment. 

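Principal components were computed on variance-stabilized counts of the 19904 genes, centered and pareto scaled. In the 31 samples, PC1 carried 12.4% and PC2 9.2% of the variance. Of the spread along PC1, 86.6% lay between the 7 groups and the rest among rats of the same group, whereas only 20.5% of the spread along PC2 lay between groups. The mean PC1 score was -20.6 ± 7.6 (SD, n = 8) in the controls, -5.3 ± 9.3 (n = 4) with THI, -1.8 ± 6.4 (n = 4) with IMZ and 43.9 ± 16.9 (n = 3) with CTD. In the mixtures it was -2.8 ± 6.6 for THI + IMZ, 18.6 ± 6.8 for THI + CTD and -0.4 ± 3.1 for IMZ + CTD (n = 4 each). Restricting the input to the 500 genes with the largest variance moved the share of PC1 most, to 23.7%.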

As shown in Fig. 1a, the treatment effect contributed mainly to the transcriptome variation as PC1 explains 12.4% of the variation. 

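Distance from the controls was tested over all 19904 genes, not only in the plane of PC1 and PC2. The squared distance between group means was divided by the mean squared distance within groups, and all regroupings of the rats were enumerated. It was formed as an F ratio (pseudo-F), so it does not give by how much a distance exceeds the spread among rats. This ratio was 3.32 for CTD (exact permutation test, one-sided, p = 0.0061, the smallest p that 165 regroupings allow, adjusted p = 0.0092). For THI + CTD it was 2.66 and for IMZ + CTD 2.06 (adjusted p = 0.006 for both), where 0.002 is the smallest unadjusted p that 495 regroupings allow. In the plots of the subsets, controls and CTD lay 65.6 units apart in the set with THI and 67.2 units apart in the set with IMZ.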

PCA of subsets indicate a clear separation of control samples from the treated samples, especially for CTD (Fig. 1b–d). However, the effect of single treatment with THI (Fig. 1b) and IMZ (Fig. 1c) appeared to be less pronounced since these samples cluster together with control samples. 

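Both compounds were nevertheless separated from the controls in the same test. The ratio of the distances between and within groups was 1.6 for THI (exact permutation test over 495 regroupings, one-sided, adjusted p = 0.0092) and 1.56 for IMZ (adjusted p = 0.012). Both ratios were smaller than that for CTD. With 1 rat left out at a time, all 6 treatments kept an exact permutation p under 0.05, the largest being 0.048. In the plane of the first components, THI lay 21.6 units and IMZ 22 units from the controls.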

Interestingly, the treatment with THI + CTD resulted in a gene expression pattern between the respective single compounds THI (Fig. 1b), while IMZ + CTD samples resemble rather the samples treated with IMZ alone (Fig. 1c). 

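In the subset of controls, THI, CTD and THI + CTD, PC1 carried 18.7% of the variance. Its mean score was -5.8 ± 8.9 (SD, n = 4) with THI, 17.2 ± 6.9 (n = 4) with THI + CTD and 41.4 ± 16.1 (n = 3) with CTD. THI + CTD lay 23.2 units from THI and 44.9 units from CTD in the plane of PC1 and PC2. In the subset with IMZ, PC1 carried 17.7%, and the mean scores were -1.1 ± 6.1 (n = 4) with IMZ, 2.1 ± 4.2 (n = 4) with IMZ + CTD and 48.2 ± 13.5 (n = 3) with CTD. IMZ + CTD lay 16 units from IMZ, 46.4 from CTD and 20.8 from the controls. Over all genes, however, IMZ + CTD and IMZ were separated, with a ratio of distances of 1.62 (exact permutation test, one-sided, p = 0.029, the smallest p that 35 regroupings allow), as were THI + CTD and CTD at 1.56 and IMZ + CTD and CTD at 1.97.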

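In the subset without CTD, PC1 carried 15% of the variance, of which 19.5% lay between the groups. The groups differed along PC2 instead, with a mean score of 15.5 ± 9.5 (SD, n = 8) in the controls, -12.3 ± 12.1 (n = 4) with THI, -2.2 ± 6.6 (n = 4) with IMZ and -16.4 ± 16.2 (n = 4) with the mixture of both. The mixture lay 7.2 units from THI, 14.8 units from IMZ and 38.6 units from the controls. Over all genes no separation of the mixture from THI was found (ratio 1, exact permutation test, one-sided, p = 0.43), nor from IMZ (ratio 1.21, p = 0.23 in the same exact permutation test). The mixture was separated from the controls, with a ratio of 1.78 (exact permutation test, adjusted p = 0.012).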

The samples of the mixture THI + IMZ clustered together with both single compounds indicating a comparable treatment effect on the transcriptome (Fig. 1d).

**Fig. 1:**
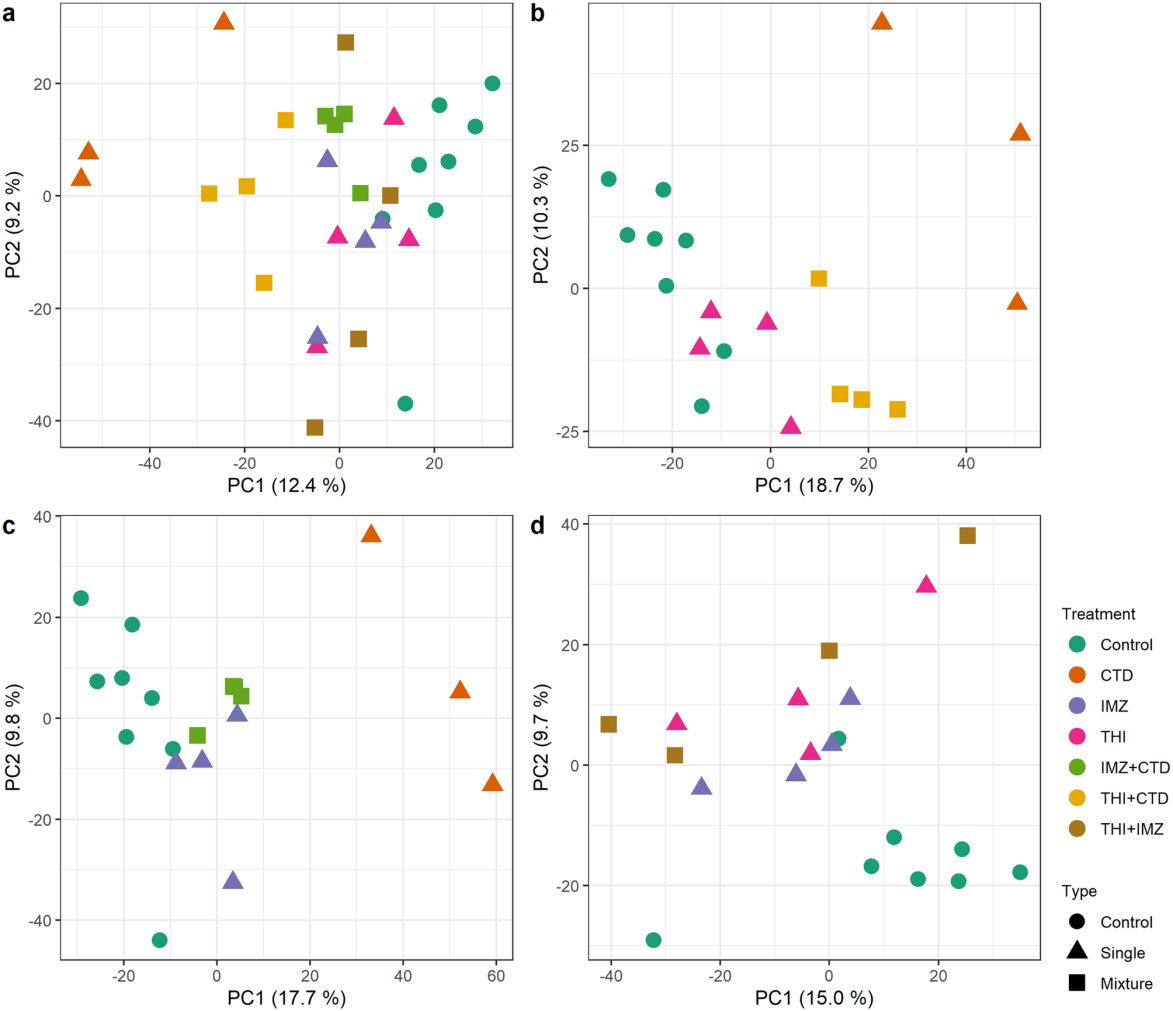
Principal component analysis (PCA) of transcriptome profiles of rat livers treated with different pesticidal active compounds alone or in mixtures was performed on normalized variance stabilized read counts. **a** Scores plot of samples for all conditions. PCA scores plots for data subsets of each mixture and the respective single compound for THI-CTD (**b**), IMZ + CTD (**c**) and THI + IMZ (**d**). Each treatment is indicated by a different color and the type of treatment by symbols

Analysis of differentially expressed genes (DEGs) was performed to assess the treatment effect of single compounds and mixtures in comparison to control conditions. In single treatment, CTD modulated the expression of 2986 genes while IMZ and THI differentially regulated 194 and 225 genes, respectively (Fig. 2). 

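In the comparison with the 8 controls, 2518 genes were DEGs after CTD, 108 after THI and 50 after IMZ. A change of more than 1 on the log2 scale was seen for 584 (23.2%), 48 (44.4%) and 29 (58%) of them, respectively. At an unadjusted p under 0.05 there were 5007 genes for CTD, 1728 for THI and 1608 for IMZ. Of the alternatives to this processing, the Wald test of DESeq2 gave more genes, 199 for THI and 150 for IMZ, and 227 and 193 with the shrinkage of fold changes, while CTD gave 3007 and 2992. These sets held 107 of the 108 THI genes and all 50 IMZ genes. A block for the replicate number gave fewer, 45 for THI and 23 for IMZ. Only controls have the higher replicate numbers, so this block in effect takes those controls out of the comparison. A single rat decided part of each count. Without CTD replicate 1 there were 1470 DEGs for CTD, without THI replicate 1 there were 67 for THI, and without IMZ replicate 3 there were 28 for IMZ.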

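Among the DEGs of CTD, 1318 were up-regulated and 1200 down-regulated, so 52.3% were up-regulated. The direction was less even for the other compounds, with 75 up-regulated and 33 down-regulated genes for THI (69.4% up) and 38 and 12 for IMZ (76% up). With DESeq2 the Wald test lowered these shares to 54.8% for THI and 55.3% for IMZ. Exchanging TMM for the size factors of DESeq2 did not move them.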

For all three compounds, repartition between up-regulated and down-regulated genes was well balanced. 

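The mixtures gave 873 DEGs for THI + CTD, with 532 up-regulated and 341 down-regulated, 290 for IMZ + CTD, with 200 and 90, and 235 for THI + IMZ, with 169 and 66. A log2 change above 1 was reached by 34.8%, 57.9% and 46% of them. At an unadjusted p under 0.05 there were 3502, 2557 and 2202 genes. These counts rested on few rats. Without IMZ + CTD replicate 3 there were 98 DEGs for that mixture, without THI + CTD replicate 3 there were 450, and without THI + IMZ replicate 4 there were 143. For THI + CTD, IMZ + CTD and THI + IMZ, the Wald test of DESeq2 gave 1386, 567 and 435, and a block for the replicate number 348, 80 and 53. The block in effect leaves out the controls whose number no treated rat has. The share of uniquely mapped reads as a covariate gave 137, 8 and 120. This covariate was chosen after the data had been seen and is confounded with the groups.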

In mixture, THI + CTD modulated 1421 genes while IMZ + CTD and THI + IMZ modified the expression of 641 and 476 genes, respectively. Overall, the DEG numbers reflected the clustering of samples in the PCA plots (Fig. 1) where CTD treatment caused the strongest separation from control conditions.

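In edgeR with all rats, the number of DEGs and the ratio of the distances between and within groups fell in the same order. This order ran from CTD through THI + CTD, IMZ + CTD and THI + IMZ to THI and IMZ. It did not hold in all fits. Without IMZ + CTD replicate 3 that mixture gave 98 DEGs, while THI + IMZ gave at least 143 with any 1 rat left out. With the share of uniquely mapped reads as a covariate, which is confounded with the groups, IMZ + CTD gave 8, THI + IMZ 120, THI 94 and IMZ 51. THI + CTD gave fewer DEGs than CTD although the CTD group was the smaller of the 2, with 3 rats against 4. The paper reads the strongest separation by CTD from the PCA plots and describes the DEG numbers as reflecting it.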

**Fig. 2:**
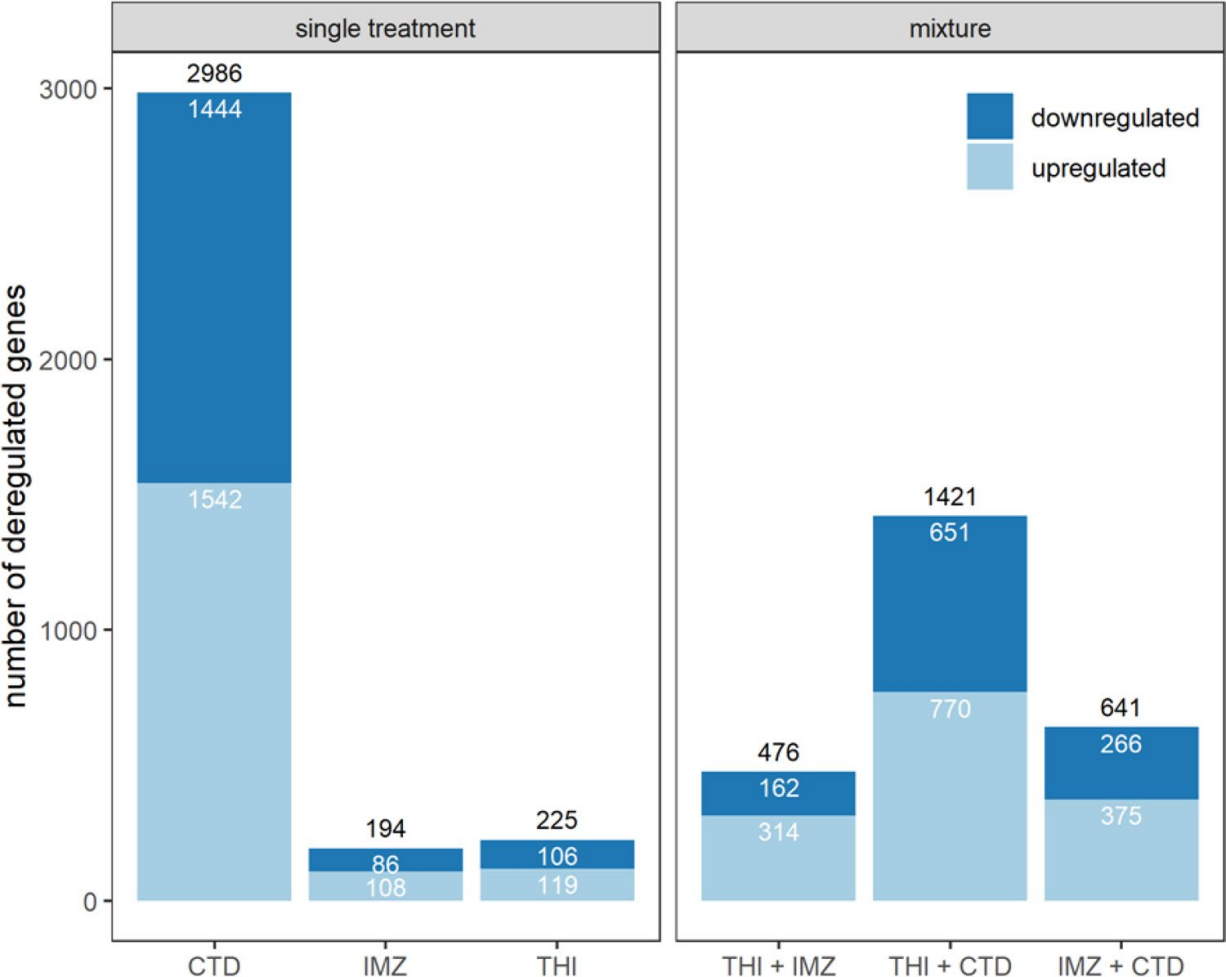
Bar plot of the number of DEG per single compound and mixture treatment in comparison to control conditions. Genes were filtered based on a *q*-value < 0.05

In a next step, we analyzed the overlaps between sets of DEGs and visualized them in Venn diagrams. In single treatment condition, a total of 64 common genes were differentially regulated by IMZ, THI and CTD (Fig. 3a). 

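27 genes were DEGs of all 3 single compounds, and all 27 changed in the same direction. Among the 200 genes with the smallest p of each compound, 15 were common to all 3, against a median of 2 (0 to 6) in 20 simulations of groups without effect against the same 8 controls. The Wald test of DESeq2 moved this overlap to 46 and, with shrinkage, to 64, and without Control replicate 3 it was 19.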

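A list of 20 target genes of CAR and PXR, written before the data were examined, was used for the xenobiotic metabolism genes, and 17 of the 20 were among the genes tested. Their median log2 fold change was 1.09 with THI, 0.84 with IMZ and 0.89 with CTD. As a set they were higher in each of them (camera, adjusted p = 6.79e-30, 2.44e-23 and 2.64e-08), and these results held under fry and under an estimated correlation. Of the 17 genes, 11 were DEGs of THI, 7 of IMZ and 8 of CTD over all genes, and adjusted over the list alone the numbers were 13, 11 and 8. The mean log2 CPM of the list was above all 8 controls in every treated rat, and its difference from control was 1.86 for THI, 1.51 for IMZ and 1.39 for CTD (exact permutation test of each compound, in both directions, adjusted p = 0.011, 0.011 and 0.02).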

GO term analysis revealed an enrichment of *xenobiotic metabolic process* (GO:0006805) and similar ones for common DEGs (Supplementary Figure S1). 156 (92 + 64) genes were commonly affected by CTD and THI, while 150 (86 + 64) genes were commonly affected by CTD and IMZ. IMZ and THI shared 78 (64 + 14) differentially regulated genes. Among these shared DEG sets, we identified GO terms related to *response to glucocorticoid* and *DNA packaging* (GO:00513844, GO:0006323) as well as *steroid and fatty acid metabolic process* (GO:0008202, GO:0006631) (Supplementary Table S4). 

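73 genes were DEGs of both THI and CTD, 72 of them in the same direction, 35 were DEGs of both IMZ and CTD and 34 of both THI and IMZ, all in the same direction. Over the 11297 genes compared, the log2 fold changes of THI and IMZ had a correlation of 0.591, against a median of 0.348 for simulated groups that share only the controls. For IMZ and CTD it was 0.614 against 0.309, and for THI and CTD 0.409 against 0.306. These correlations run across genes, which are not independent replicates.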

92% of the genes regulated by CTD were exclusively regulated by this compound and not affected by any of the other compounds. This figure was 15% and 24% for IMZ and THI, respectively. 

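Of the 2518 DEGs of CTD, 2437 or 96.8% were not DEGs of THI or IMZ. The shrunken fold changes of DESeq2 gave the lowest shares, 91.9% with the default filtering target and 91.3% with one of 0.05. A gene past the threshold for CTD and not for the other compounds was not tested for a difference between the compounds.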

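Here 8 of the 50 DEGs of IMZ (16%) and 28 of the 108 DEGs of THI (25.9%) were DEGs of no other single compound.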

For the genes exclusively regulated by CTD, we observed strong enrichment of GO terms related to *cell division* and *DNA replication* (GO:0051301, GO:0006260).

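Lists of 30 cell division genes and 26 DNA replication genes, written before the data were examined, were used in place of the GO terms. All 30 cell division genes were DEGs of CTD, also adjusted over the list alone, with a median log2 fold change of 2.86 (camera, adjusted p = 5.29e-30; fry, adjusted p = 5.78e-05; estimated correlation, adjusted p = 0.0458). The mean log2 CPM of the list was 2.42 above that of the controls and between 1.79 and 3.47 in the 3 rats, all beyond every control (exact permutation test, p = 0.0061, the smallest p that 165 regroupings allow, adjusted p = 0.02). For DNA replication, 18 of 26 genes were DEGs (23 adjusted over the list alone), with a median of 0.94 (0.59 without CTD replicate 1), past camera (adjusted p = 1.03e-15) but not past camera with an estimated correlation (adjusted p = 0.0814). A list of red blood cell markers was higher with CTD as well, by a difference of 1.45 (exact permutation test, adjusted p = 0.02). Dividing precursors of red blood cells therefore cannot be told apart from dividing liver cells with CTD. None of the cell division genes was a DEG of THI or IMZ over all genes. In THI 2 had an unadjusted p under 0.05 and the median was -0.01. In IMZ 26 had an unadjusted p under 0.05, 25 were past the threshold adjusted over the list alone, and the median was 1.25.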

**Fig. 3:**
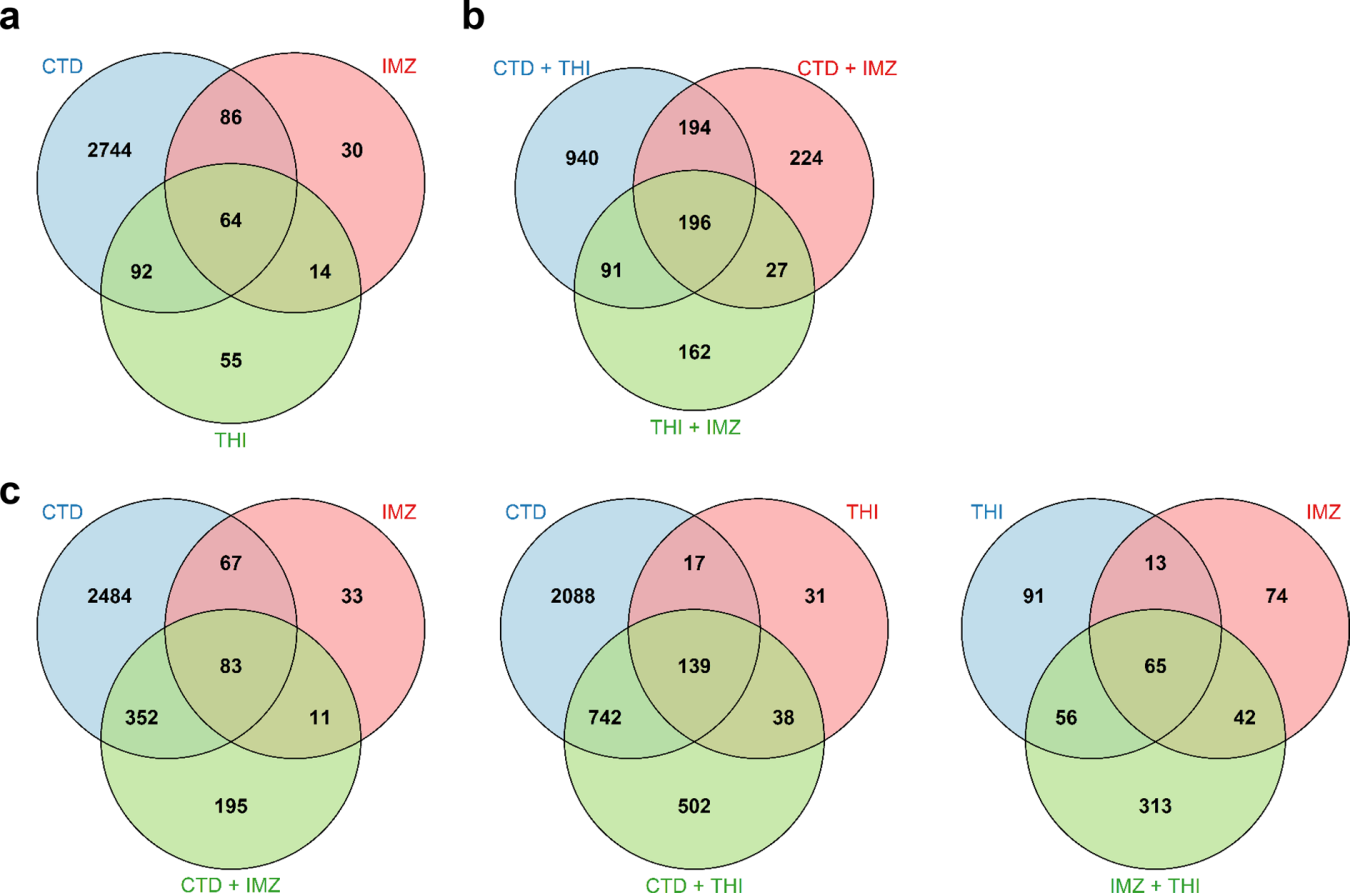
Venn diagrams showing the overlaps and differences in the number of genes regulated by single compounds (**a**), mixtures (**b**) and single compounds and their corresponding mixtures (**c**) in rat liver. Only genes with a *q*-value < 0.05 were included

In mixture treatment condition, a total of 196 common genes were differentially regulated by the 3 different combinations (Fig. 3b). 

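84 genes were DEGs of all 3 mixtures, each with the same direction in all of them. Among the 200 genes with the smallest p of each mixture, 42 were common to all 3, against a median of 2 (0 to 5) in simulated groups without effect. Without THI + IMZ replicate 4 the overlap was 34 genes, and with the Wald test of DESeq2 it was 150.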

390 (196 + 194) genes were commonly affected by CTD + THI and CTD + IMZ while 287 (196 + 91) genes were commonly affected by CTD + THI and THI + IMZ. CTD + IMZ and THI + IMZ shared 223 (196 + 27) differentially regulated genes.

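THI + CTD and IMZ + CTD shared 196 DEGs, THI + CTD and THI + IMZ 139, and IMZ + CTD and THI + IMZ 89, and in each pair all shared genes had the same direction. The DEGs of 1 mixture alone numbered 622 for THI + CTD (71.2%), 91 for THI + IMZ (38.7%) and 89 for IMZ + CTD (30.7%).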

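For IMZ + CTD, 67 of the 290 DEGs (23.1%) were DEGs of neither IMZ nor CTD, 19 of them up-regulated and 48 down-regulated. A gene can enter this set because a change in the single compound stayed under the threshold. Of the 67 genes, 50.7% had an unadjusted p under 0.05 in IMZ or CTD, a share that the shared controls raise. When such genes were chosen against 4 of the controls and measured against the other 4, a test added after the data had been seen, the median share with such a p was 34.7% (15% to 60% over all 70 choices of 4 controls, with a median of 21.5 genes), where at most 10% are expected without effect. The mixture itself was compared with the dose-weighted sum of its compounds (0.5 of the IMZ and 0.47 of the CTD log2 fold change) by a contrast in the same edgeR model. By this contrast 15 of the 67 genes (22.4%) were off the sum. The size of the set depended on single rats, with 22 genes without IMZ + CTD replicate 3 and 140 without CTD replicate 1, and on the test, with 198 genes in the Wald test of DESeq2.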

Comparison between CTD, IMZ and their mixture showed that the number of new genes found solely in mixture treatment condition (i.e., that were not regulated in single condition by either CTD or IMZ) is 195, representing 30% (195/641) of total regulated genes (Fig. 3c). 

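A further 203 of the 290 DEGs of IMZ + CTD (70%) were DEGs of CTD and not of IMZ, 2 (0.7%) were DEGs of IMZ and not of CTD, and 18 were DEGs of both. Over the genes compared, the log2 fold changes of the mixture had a correlation of 0.624 with those of CTD, against 0.315 for simulated groups that share only the controls, and of 0.566 with those of IMZ, against 0.34. The share of genes with the same sign was not raised for IMZ, at 60.1% against 61% in the simulated groups, and was 62.4% against 60% for CTD.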

352 genes in the mixture treatment condition were regulated solely by CTD (~ 55%). A similar trend is observed for mixture THI + CTD with 52% of genes being regulated solely by CTD (742 out of 1421) while around 35% of new genes were regulated (502 out of 1421). 

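For THI + CTD, 493 of the 873 DEGs (56.5%) were DEGs of CTD and not of THI, 24 (2.7%) of THI and not of CTD, and 68 of both, while 288 (33%) were DEGs of neither, 140 up-regulated and 148 down-regulated. Of these 288 genes, 64.9% had an unadjusted p under 0.05 in THI or CTD. With genes chosen and measured against different controls in the same way, the median share with such a p was 51% (32.7% to 71.8%). Only 7 of them (2.4%) were off the dose-weighted sum. Without THI + CTD replicate 3 the set held 115 genes, without CTD replicate 2 it held 495, and the Wald test of DESeq2 gave 540.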

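THI + IMZ had 164 DEGs, or 69.8% of its 235, that were DEGs of neither THI nor IMZ, 112 of them up-regulated and 52 down-regulated. In THI or IMZ, 68.3% of the 164 had an unadjusted p under 0.05. With different controls for choice and measurement the median share with such a p was 55% (30.2% to 81.8%). The contrast with the dose-weighted sum, with a weight of 0.5 for each compound, found 3 genes (1.8%) off the sum. At an unadjusted p under 0.05 this contrast found 1286 genes among all 19904. Without THI + IMZ replicate 4 the set held 80 genes, and the Wald test of DESeq2 gave 311.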

On the contrary, for THI + IMZ the proportion of new genes regulated solely in mixture is considerably higher, reaching 66% (313/476). 

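Of the remaining DEGs of THI + IMZ, 35 (14.9%) were DEGs of THI and not of IMZ, 3 (1.3%) of IMZ and not of THI, and 33 of both.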

56 genes in mixture treatment condition are genes that were regulated solely by THI (~ 12%) while 42 genes were solely regulated by IMZ (~ 9%).

To confirm the data acquired by RNA-Seq, the expression of selected genes was verified using qRT-PCR. In addition, RNA samples from the remaining dose levels of treatment with individual compounds or mixtures were used to quantify the full dose–response curve of the selected transcripts. We decided to choose genes that were among the most differentially regulated (both up and down) and which feature a biological interest (Table 2). 

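For these 10 genes and the 6 treatments, 49 of the 60 comparisons with control passed the threshold, and 58 did with the shrunken fold changes of DESeq2. Since the genes were chosen on these samples, their calls are not independent evidence. The choice of genes named here besides those of the paper followed a rule on the change in each treatment. By that rule the largest increase was found for Cyp2b1 (ENSRNOG00000033680) in all 6 treatments, followed by Cyp2b2. Cyp2b1 is a paralog of Cyp2b2, and its counts were 8.5% ± 3.7 (SD, n = 8) of those of Cyp2b2 in the controls and 79% ± 21.3 (n = 4) with THI. Its mean was 0.504 ± 0.325 CPM (SD, n = 8) in the controls and 264 ± 75.9 CPM (n = 4) with THI, a log2 fold change of 9.02 (SE 0.88, adjusted p = 9.5e-08). It was 8.28 for IMZ, 7.13 for CTD, 8.41 for THI + IMZ, 8.78 for THI + CTD and 5.20 for IMZ + CTD. Among the decreases, Nov (ENSRNOG00000008697) fell by 3.82 with CTD (SE 1.18, adjusted p = 0.028) and by 4.12 with THI + CTD (SE 1.05, adjusted p = 0.018), Scube1 (ENSRNOG00000010617) by 4.43 with THI + CTD (SE 1.23, adjusted p = 0.032) and Glb1l2 (ENSRNOG00000007561) by 1.32 with IMZ (SE 0.28, adjusted p = 0.032) on the log2 scale. Nov had 10.4 ± 10.1 CPM and Scube1 12.6 ± 9.18 CPM (SD, n = 8) in the controls, so their control values varied nearly as much as their mean.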

Supplementary Figure S3 presents volcano plots for the different treatment conditions, highlighting the top ten differentially regulated genes. 

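Cyp2b2 (ENSRNOG00000020775) had 6.09 ± 4.13 CPM (SD, n = 8) in the controls. With THI it had 339 ± 88 CPM (n = 4), with IMZ 234 ± 176 CPM (n = 4) and with CTD 250 ± 155 CPM (n = 3), log2 fold changes of 5.80, 5.26 and 5.36 (SE 0.45, 0.44 and 0.46). In the mixtures the log2 fold change was 5.61 for THI + IMZ, 5.96 for THI + CTD and 3.65 for IMZ + CTD, where its adjusted p was largest, at 7.6e-06. Aldh1a1 (ENSRNOG00000017619) rose from 89.3 ± 39.1 CPM to between 250 ± 74.6 CPM with IMZ + CTD and 496 ± 77.2 CPM with THI + CTD, with log2 fold changes from 1.49 to 2.47. Cyp3a23/3a1 (ENSRNOG00000032560) was read at a low level, from 1 to 13 counts per control library, or 0.0953 ± 0.0534 CPM. Its log2 fold change was 2.96 with THI (SE 0.38), 3.18 with IMZ, 2.74 with THI + IMZ, 2.82 with THI + CTD and 1.68 with IMZ + CTD (adjusted p = 0.035). With CTD alone it was 0.89 (SE 0.5, adjusted p = 0.28), and only the shrunken fold changes of DESeq2 put it past the threshold there, at 0.67. The count table holds the same symbol under a second identifier, ENSRNOG00000047745, with a log2 fold change of 2.30 (SE 0.40, adjusted p = 0.000141) for CTD. It was looked at after the values had been seen. The authors' counting split few reads between both identifiers, 659 and 1252 in all 31 libraries, so these values are uncertain.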

Xenobiotic-metabolizing enzyme (XME)-coding genes (i.e*., Aldh1a1*, *Cyp2b2*, and *Cyp3a23/3a1*) represent almost one-third of the selected ten genes. 

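Abcc3 (ENSRNOG00000002948) had 11.1 ± 5.82 CPM (SD, n = 8) in the controls and was a DEG of all 6 treatments, with log2 fold changes of 2.66 for THI, 2.41 for IMZ, 2.17 for CTD, 2.78 for THI + IMZ, 2.82 for THI + CTD and 1.65 for IMZ + CTD. Cyp7a1 (ENSRNOG00000009488) had 235 ± 107 CPM in the controls, 43 ± 19.3 CPM (n = 4) with THI, where its log2 fold change was -2.45 (adjusted p = 0.027), and 31.5 ± 9.4 CPM (n = 4) with THI + IMZ, where it was -2.90 (adjusted p = 0.0055). In the other treatments it was not past the threshold, with values from -0.17 for IMZ to -1.43 for IMZ + CTD. The value for IMZ rested on single rats and was -0.95 without IMZ replicate 2 and 0.15 without IMZ replicate 1.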

Genes involved in bile acid synthesis (*Cyp7a1*) and uptake/disposition (*Slc6a1* and *Abcc3*) were also among the top differentially regulated genes. 

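Mme (ENSRNOG00000009514) had 0.545 ± 0.184 CPM (SD, n = 8) in the controls and was a DEG of all 6 treatments, with log2 fold changes of 3.74 for THI, 3.26 for IMZ, 4.32 for CTD, 3.07 for THI + IMZ, 4.85 for THI + CTD and 3.42 for IMZ + CTD. Ky (ENSRNOG00000008210) had 16.7 ± 7.13 CPM in the controls, 1.73 ± 0.407 CPM (n = 3) with CTD and 3 ± 1.08 CPM (n = 4) with THI + CTD, log2 fold changes of -3.26 and -2.47. It was also lower with THI (-1.89) and THI + IMZ (-1.78), and not past the threshold with IMZ (-0.87) and IMZ + CTD (-0.86). Eln (ENSRNOG00000001469) was a DEG of all 6 treatments, with values between -1.1 for IMZ + CTD and -1.48 for IMZ, and so was Megf11 (ENSRNOG00000010634), between -1.24 for IMZ and -2.08 for CTD.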

Surprisingly, the other genes among the most regulated ones imply neuronal functions and neurotransmitter/hormone pathway genes (*Ky* and *Mme*).

**Table 2:** Top ten differentially regulated genes (fold change; *q* < 0.05) after treatment with compounds alone and in mixtures

	Gene	Function	THI	IMZ	CTD	THI + IMZ	THI + CTD	IMZ + CTD
Up-regulation	*Abcc3*	Transporter	3.67	3.28	2.94	3.88	3.95	2.37
	*Aldh1a1*	Enzyme	2.77	2.31	2.55	2.75	3.14	2.09
	*Cyp2b2*	Enzyme	3.29	2.82	2.82	3.11	3.45	2.01
	*Cyp3a23/3a1*	Enzyme	2.60	2.82	1.59	2.41	2.47	1.78
	*Mme*	Enzyme	2.97	2.59	3.43	2.46	4.35	2.70
Down-regulation	*Cyp7a1*	Enzyme	− 1.80	− 1.18*	− 1.51	− 1.89	− 1.50	− 1.55
	*Eln*	Other	− 1.97	− 2.08	− 1.80	− 2.04	− 1.91	− 1.79
	*Ky*	Enzyme	− 2.41	− 1.65	− 3.21	− 2.32	− 2.89	− 1.65
	*Megf11*	Other	− 2.37	− 2.14	− 3.18	− 2.26	− 2.87	− 2.87
	*Slc6a1*	Transporter	− 1.77	− 1.37*	− 1.96	− 1.80	− 1.93	− 1.63

The asterisk indicates non-significant fold change

Direction of gene regulation correlated well for all genes (except *Ky*) between RNA-Seq and qRT-PCR analyses (Supplementary Figure S4). 

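The paper's qRT-PCR values in Supplementary Table S7 at the doses sequenced were set against the fold changes from the counts, for Abcc3, Aldh1a1, Cyp3a23/3a1 and Mme in the 6 treatments, or 24 pairs. For THI, the qRT-PCR means of all these genes are identical to those at the next lower dose, with other SDs. The pairs of THI are therefore uncertain. The median ratio of the log2 fold changes, RNA-Seq over qRT-PCR, was 0.86, and 19 of the 24 pairs were lower in RNA-Seq. With the shrunken fold changes of DESeq2 the median ratio was 0.46 and all 24 pairs were lower. Without Cyp3a23/3a1 the median ratio was 0.92 in 18 pairs. Cyp3a23/3a1, read under ENSRNOG00000032560, was lower in RNA-Seq in all 6 treatments. Under its second identifier the log2 fold change was 3.48 with THI, above the 3.28 of qRT-PCR. In the other treatments this identifier was also below qRT-PCR, with 2.3 against 2.76 for CTD. Mme was higher in RNA-Seq than in qRT-PCR with CTD (log2 fold change 4.32 against 2.69) and THI + IMZ (3.07 against 3.03). It was lower with THI (3.74 against 4.01), IMZ (3.26 against 3.38), THI + CTD (4.85 against 5.06) and IMZ + CTD (3.42 against 4.36).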

Quantitatively, *Cyp3a23/3a1* and Mme up-regulations were underestimated by RNA-Seq. *Abcc3* and *Cyp3a23/3a1* showed a dose-dependent up-regulation for all treatment groups. For the genes that were positively regulated, the magnitude of up-regulation increased with rising doses.

### Ingenuity pathway analysis

#### Upstream effectors

We performed an upstream analysis to predict the possible activation/inhibition of transcription regulators involved in the toxicological response to the pesticides. As shown in Fig. 4, many transcription regulators were predicted to be affected in either activation or inhibition direction. Using the single compound treatment datasets, the highest number of predicted regulations was observed for CTD, while THI and IMZ modulated comparatively few transcription regulators. This is in line with the differences in the overall numbers of regulated genes.

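The numbers of genes behind these predictions differed as given for the DEGs. Of 28 gene lists tested in each treatment, 8 passed camera for CTD, 11 for THI and 9 for IMZ. Of these, 4 were also past camera with an estimated correlation in each compound. Fits of only the groups compared were repeated for 100 groupings of the rats, the real one among them. In these fits the real grouping gave 8 lists for CTD, 8 for THI and 9 for IMZ. At least as many lists passed in 14 of the 100 groupings for CTD, 14 for THI and 8 for IMZ. These counts of lists therefore do not rank the compounds.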

**Fig. 4:**
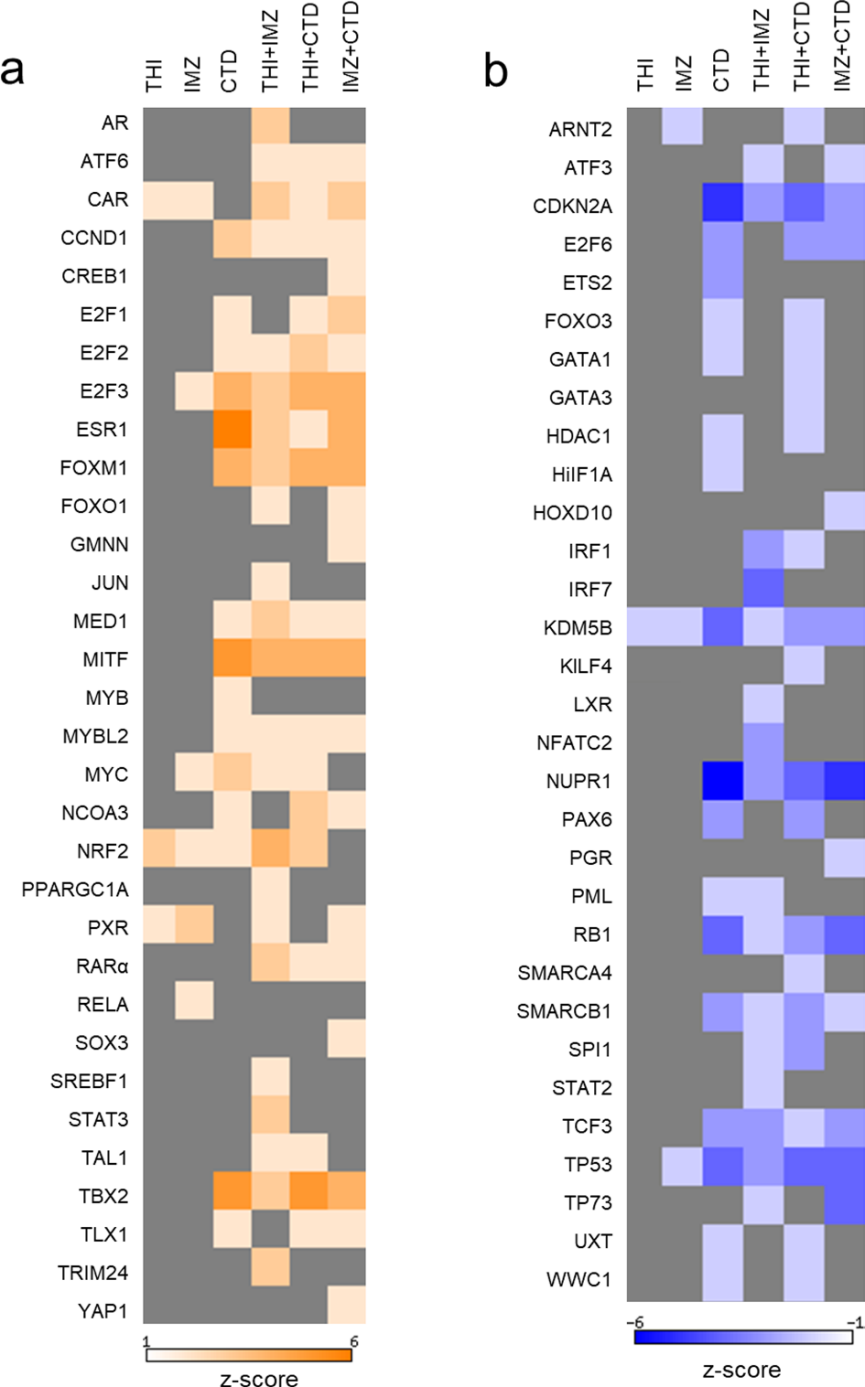
Transcription regulators predicted to be affected by THI, IMZ, CTD and their mixtures in rat livers. The list of genes significantly regulated by pesticides in rat hepatocytes as revealed by RNA-Seq (*q* < 0.05) was comparatively analyzed using Ingenuity Pathway Analysis. Upstream regulator analysis was performed and the *p* value (calculated by Fisher’s exact test right-tailed) was used to identify transcription regulators significantly associated with genes regulated by pesticides. The *p* value indicates the probability of association of a set of genes in the dataset with a transcription regulator by random chance alone. A *p* value < 0.05 was considered significant. The IPA activation *z*-score was used to predict transcription regulators that are increased or decreased by pesticides. Only transcription regulators with a *z*-score ≥ 2, predicting a significant increase (**a**), or a z-score ≤ − 2, predicting a significant decrease (**b**), were considered. Missing values (i.e., − 2 < *z*-score < 2) are depicted in gray

THI and IMZ showed a similar profile in the activation of transcription regulators with increase of CAR, PXR and NRF2 (Fig. 4a). 

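Targets of NRF2 were tested as a list of 16 genes written before the data were examined. Their median log2 fold change was 0.56 with THI and 0.45 with IMZ (camera, adjusted p = 7.4e-13 and 1.96e-11, both also past fry and past camera with an estimated correlation). Over all genes 3 of the 16 were DEGs of THI and 2 of IMZ, and adjusted over the list alone the numbers were 11 and 9. The mean log2 CPM of the list was 0.48 above control with THI and 0.45 with IMZ (exact permutation test, adjusted p = 0.011 for both). The changes in the targets of CAR and PXR in both treatments were of the size given for the genes shared by all compounds. Nr1i3, which encodes CAR itself, had a log2 fold change of 0.93 with THI and 0.21 with IMZ, neither past the threshold. From such changes in target genes, the paper's upstream regulator analysis predicts an activation of CAR, PXR and NRF2 by THI and IMZ.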

CAR and PXR are nuclear receptors involved in xenobiotic/endobiotic metabolism, while NFR2 is a transcription factor involved in response to oxidative stress. 

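With CTD, the median log2 fold change of the 16 NRF2 targets was 0.65 (camera, adjusted p = 8.62e-08), with 9 DEGs over all genes and 10 adjusted over the list alone, and the mean of the list was 0.74 above control. Targets of p53, tested as a further list, had a median of -0.13. Targets of AHR had a median of 0.39 and those of PPARA of 0.04.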

CTD was also predicted to activate NFR2 along with ESR1 (estrogen receptor) and many regulators involved in cell cycle and cell proliferation (E2F1-3, FOXM1, MYB, MYBL2 and MYC). In mixture (i.e., with THI or IMZ), a similar pattern of activation was observed. 

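Of the 28 gene lists, 11 passed camera with THI + IMZ, as many as with THI, against 14 with THI + CTD and 13 with IMZ + CTD. In fits of only the groups compared, the real grouping gave 11 lists for THI + IMZ, 13 for THI + CTD and 14 for IMZ + CTD. At least as many were found in 7 of 100 groupings of the rats for THI + CTD and 7 for IMZ + CTD. For THI + IMZ only the real grouping gave as many. The list of cell division genes, which had not changed with THI, had a median log2 fold change of 1.77 with THI + IMZ (camera, adjusted p = 8.56e-24; fry, adjusted p = 0.013; not past the threshold with an estimated correlation, adjusted p = 0.0814), with 15 of 30 genes as DEGs and 28 adjusted over the list alone. The mean of the list was above all controls in 3 of the 4 rats, with differences from control between 0.17 and 2.63 (exact permutation test, p = 0.0081, adjusted p = 0.024). Without THI + IMZ replicate 4 the median was 0.89. For THI + CTD the median was 1.95 and for IMZ + CTD 2.10. The list of NRF2 targets had a median of 0.41 with THI + IMZ, 0.76 with THI + CTD and 0.29 with IMZ + CTD, where it did not pass camera with an estimated correlation.

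**Figure D1:**
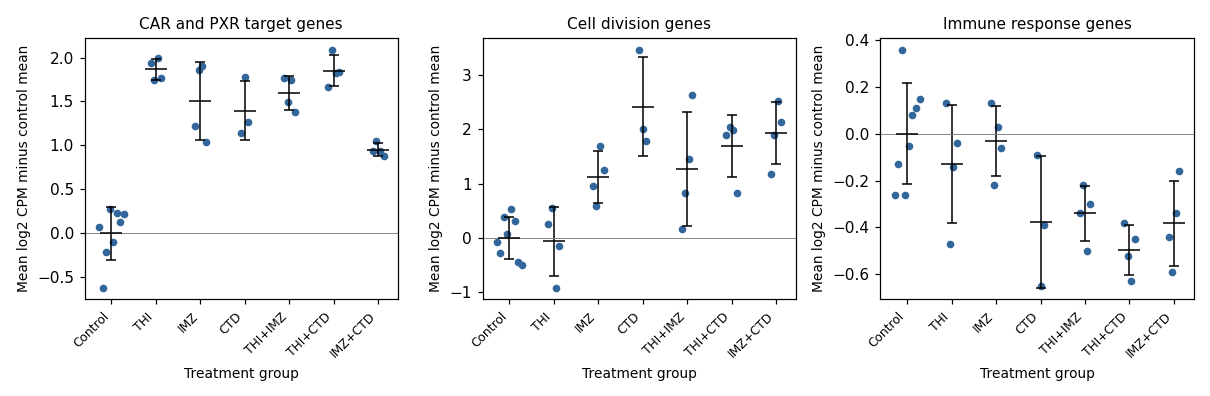
Mean log2 CPM of 3 gene lists (targets of CAR and PXR, cell division, immune response) in each rat minus the mean of the controls, on the vertical axis, by treatment group. Points are rats and bars the group mean ± SD. The 4 IMZ rats lie between 0.58 and 1.7 for cell division, above all controls.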

Interestingly, the mixture of THI and IMZ appeared to activate much more transcription regulators than single treatment, and featured a pattern of activation similar to those of THI + CTD and IMZ + CTD.

The only transcription regulator predicted to be inhibited after THI treatment was KDM5B (Fig. 4b), while IMZ also inhibited ARNT2 and TP53. CTD inhibited the highest number of regulators with strongest decreases in the tumor suppression-related proteins CDKN2A, KDM5B, RB1 and in multi-functional protein TP53. THI + CTD and IMZ + CTD featured a similar pattern of inhibition as observed for CTD alone. The mixture of THI and IMZ inhibited much more transcription regulators than single treatment, and features a pattern of inhibition similar to IMZ + CTD.

### Pathways

Networks consist in functionally related transcripts and proteins involved in a biological response connected with predictions of adverse outcomes at the tissue and organ level, as well as with predictions of potential regulators involved in the changes seen at the mRNA and protein levels. Considering the similar spectrum of reported effects by all three pesticides, we hypothesized that a common network should exist between the three pesticides, aside from possible other compound-specific networks. Therefore, we used the subgroup of 64 genes that were regulated by all 3 pesticides (see corresponding Venn diagram in Fig. 3a). Figure 5 depicts the network of NR1I3 (i.e., CAR) and PXR. The transcription regulators NR1I3 and MED-1 are interconnected and regulate different enzymes such as ALDH1A1, CYP3A5, CYP2B6, EPHX1, GSTA5 and GSTM5, which in turn activate the functions *metabolism of xenobiotic*, *metabolism of terpenoid*, *conversion and oxidation of lipid*.

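For the human symbols CYP2B6, CYP3A5, GSTA5 and GSTM5 of the network, the rat genes that the caption of Fig. 5 gives were used, and the gene it gives for CYP2C19 was not used here. Of 11 genes named in Fig. 5, 7 were DEGs of THI, 6 of IMZ and 8 of CTD over all genes, and 9, 8 and 8 adjusted over the list alone, which is not independent evidence as the network was built from these samples. Their median log2 fold change was 1.03 with THI, 0.98 with IMZ and 1.03 with CTD. Ephx1 rose by 1.27 with THI and 1.31 with CTD on the log2 scale, and by 0.98 with IMZ, where it was not past the threshold (adjusted p = 0.076). Gstm1 rose in all 3, by 1.03, 1.15 and 1.03. Gsta2 rose by 0.95 with THI and was not past the threshold with IMZ (0.84, adjusted p = 0.059) and CTD (0.45). Nr1i3 itself was a DEG of CTD only, with a log2 fold change of 1.10 (adjusted p = 0.0099), and whether this differs from the other compounds was not tested.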

**Fig. 5:**
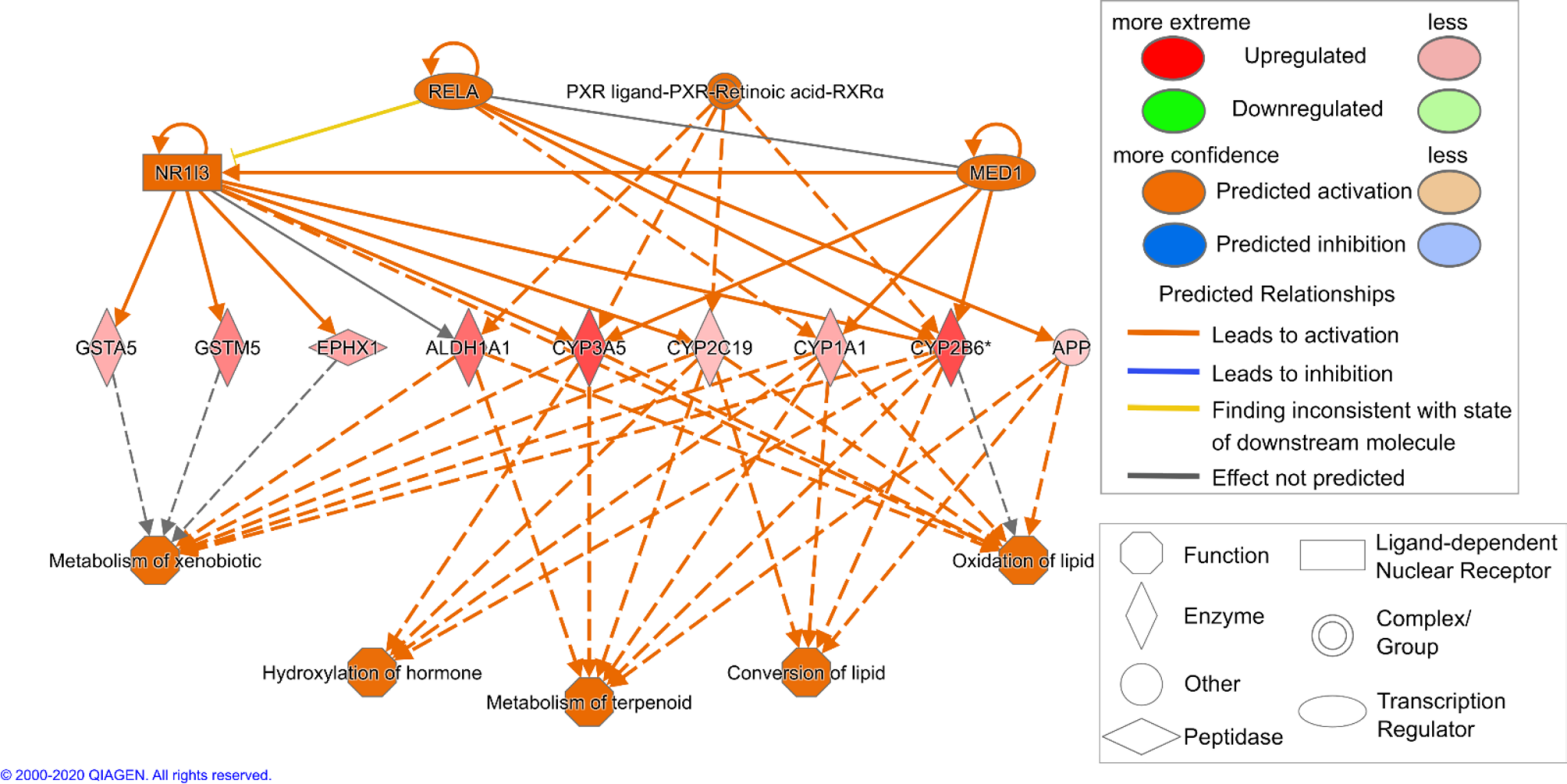
Network of transcriptional NR1I3-mediated response elicited by pesticides (here shown: IMZ) in rat liver, as computed with Ingenuity Pathway Analysis software. Continuous lines indicate direct functional relationships, dashed lines indicate indirect relationships (i.e., do not require physical contact between the two molecules, as defined by IPA). Network nodes are labeled with the gene name and the functional classification of genes is denoted by their different shapes. The human genes *CYP2B6, CYP2C19, CYP3A5, GSTA5 and GSTM5* correspond to the rat genes *Cyp2b2, Cyp2b6, Cyp3a23/3a1, Gsta2*, and *Gstm1*, respectively

In a second step, we investigated whether the specific subgroups of each pesticide would retrieve any networks. No networks were predicted for IMZ and THI. This is in line with only very few enriched GO terms (Supplementary Figure S1) for both pesticides. 

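A list of 30 genes drawn in the DNA repair network of Supplementary Figure S5 was tested with CTD. Its median log2 fold change was 0.65, and 21 of the 30 genes were DEGs, 19 of them up-regulated and 2 down-regulated, against 23 adjusted over the list alone. The set passed camera (adjusted p = 1.36e-09) and fry (adjusted p = 0.000803) but not camera with an estimated correlation (adjusted p = 0.083). The network was built from these samples, so this is not independent evidence. Without CTD replicate 1 the median fell to 0.39. The mean of the list was 0.80 above control and beyond all 8 controls in the 3 rats (exact permutation test, p = 0.0061, the smallest p the design allows). As for cell division, dividing precursors of red blood cells cannot be told apart from liver cells here.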

For CTD, a network leading to the function *DNA repair* is depicted (Supplementary Figure S5). In this network, BRCA1 plays a key role by regulating downstream targets involved in gene expression (IFNG), checkpoint regulation (CHK1, PLK1) or by being part of complexes A, B, and C which are involved in homologous recombination. 

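Brca1 (ENSRNOG00000020701) had 5.62 ± 3.36 CPM (SD, n = 3) with CTD and 2.92 ± 0.737 CPM (n = 8) in the controls, a log2 fold change of 0.94 (SE 0.27, adjusted p = 0.019). Plk1 (ENSRNOG00000018815) had 1.45 ± 1.12 CPM against 0.351 ± 0.156 CPM, a log2 fold change of 2.03 (SE 0.46, adjusted p = 0.0026). Both calls rested on CTD replicate 1, without which the values were 0.33 (adjusted p = 0.57) and 1.21 (adjusted p = 0.17). Chek1, which encodes CHK1, rose by 0.37 (SE 0.21, adjusted p = 0.27) and was not past the threshold.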

Important actors in the response to DNA double-strand breaks (i.e., ATR, MDC1, MCPH1 and H2AX) are also clearly up-regulated by CTD treatment.

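The log2 fold change with CTD was 0.66 for Atr (SE 0.11, adjusted p = 6.1e-05), 0.91 for Mdc1 (SE 0.17, adjusted p = 0.00029), 0.68 for Mcph1 (SE 0.22, adjusted p = 0.038) and 1.16 for H2afx (SE 0.24, adjusted p = 0.00099). Without CTD replicate 1, Mcph1 (0.39) and H2afx (0.54) were no longer past the threshold.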

### Evaluation of mixture effects

Characterization of mixture effects relies on the use of mathematical models, each model having different features (Foucquier and Guedj 2015; Lasch et al. 2020). In the context of this study, proper characterization of mixture effects towards gene regulation will be described in Sect. 3.3.1. Additionally, we considered it worth to describe relevant observations that may indicate mixture effects.

### Top ten differentially regulated genes

To assess mixture effects, the dose–response data obtained by qRT-PCR was analyzed via PROAST. Genes showing no regulation or dissimilar gene regulation direction between single treatment and mixture were not suitable for this analysis. Therefore only *Abcc3*, *Aldh1a1*, *Cyp3a23/3a1* and *Mme* were analyzed. The data points for all three mixtures fit the curve derived from the respective single compounds (one representative modeling is shown for *Cyp3a23/3a1* in Fig. 6, modeling for other genes can be found in Supplementary Figure S6). According to Kienhuis et al. (2015), this indicates dose addition for the combination of the two respective substances.

**Fig. 6:**
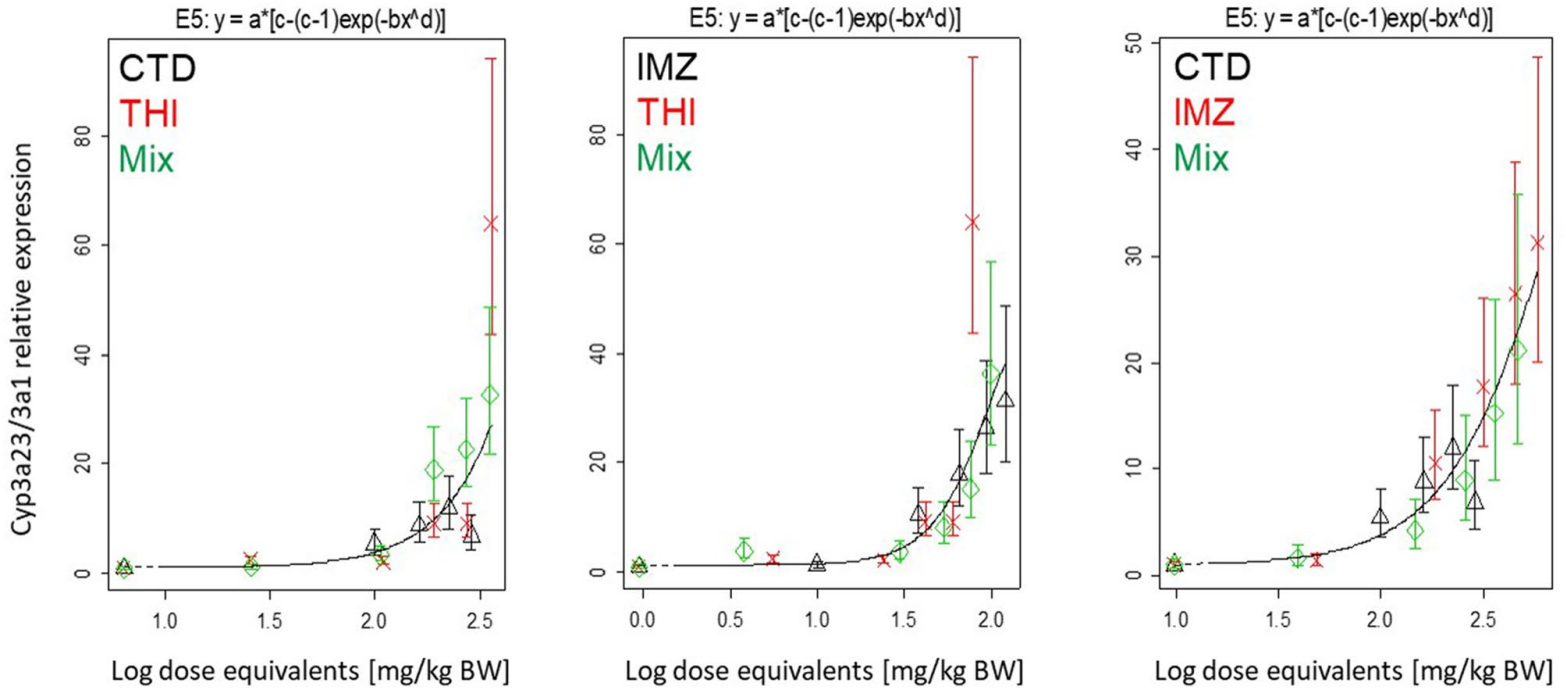
Representative dose–response modeling of gene expression *Cyp3a23/3a1*. The curves represent the four-parameter exponential model. For testing of mixture effects, the dose–response data for the single compounds and mixtures were compared using the benchmark (BMD) dose modeling software PROAST. Data are shown as means and SD. The concentration–response of the mixture (green diamonds) shows no derivation from the overall concentration–response fit, indicating that dose addition can be assumed. Data for gene regulation can be found in Supplementary Table S7

### Cluster analysis

To gain insight into regulated pathways and associated biological pathways among all DEGs (*n* = 3837), we performed kmeans clustering to group co-regulated genes into 12 different clusters (Supplementary Figure S7). 

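2964 genes were DEGs of at least 1 of the 6 treatments. Their variance-stabilized values, scaled per gene, were grouped by k-means with 12 centers and 50 starts. Each of clusters 1 to 5 and 12 of the paper was matched to the cluster whose group means had the highest correlation with the medians read from Supplementary Figure S7. This correlation was 0.97 or more for clusters 1 to 5 and 0.69 for cluster 12. The matched clusters held 230, 228, 210, 316, 208 and 164 genes. Another seed gave 314 genes for cluster 4, all of them shared, but shared only 104 genes of cluster 12, and with 10 centers 111 genes of cluster 12 were shared.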

Cluster 2 and 3 reflect down- or up-regulation compared to control across all treatments, respectively (Fig. 7). 

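In the cluster matched to cluster 2, the median log2 fold change was -0.25 with THI, -0.19 with IMZ, -0.44 with CTD, -0.26 with THI + IMZ, -0.58 with THI + CTD and -0.26 with IMZ + CTD, and between 86.4% and 100% of its genes were lower than control in each treatment. In the cluster matched to cluster 3 the medians were 0.43, 0.29, 0.34, 0.45, 0.58 and 0.29 in the same order, and between 0.5% and 11% of the genes were lower. The genes were chosen and measured on the same samples.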

We tested for GO term enrichment using hypergeometric test per cluster and summarized the results in a heatmap (Supplementary Figure S8, Supplementary Table S6). Cluster 2 contains mainly down-regulated genes (e.g., *Tlr7*, *Sema4a*) enriched for *adaptive immune response, response to virus* and *T cell activation*. 

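Sema4a (ENSRNOG00000019737) had 29.5 ± 5.14 CPM (SD, n = 8) in the controls, 13 ± 1.57 CPM (n = 3) with CTD and 14.6 ± 1.21 CPM (n = 4) with THI + CTD, log2 fold changes of -1.18 (adjusted p = 2.8e-05) and -1.02 (adjusted p = 2e-04). Tlr7 (ENSRNOG00000004249) had 1.13 ± 0.425 CPM in the controls and was lower with CTD (-0.91, adjusted p = 0.082) and THI + CTD (-0.81, adjusted p = 0.13), neither past the threshold. In the Wald test of DESeq2 Tlr7 was past it for CTD (adjusted p = 0.044). A list of 20 immune response genes, written before the data were examined, had a median of -0.37 with CTD, -0.32 with THI + IMZ, -0.52 with THI + CTD and -0.33 with IMZ + CTD, and of -0.09 with THI and 0.01 with IMZ. It passed camera in the first 4 (adjusted p = 0.000295, 2.88e-08, 5.58e-12 and 8.85e-09) and fry, but not camera with an estimated correlation in any of them. Of its genes 8, 1, 9 and 2 were DEGs over all genes and 11, 6, 14 and 9 adjusted over the list alone. For the mean of the list the difference was largest with THI + CTD, at -0.49 (exact permutation test, adjusted p = 0.018), and with CTD it was -0.38 (exact permutation test, adjusted p = 0.097). Of 10 genes of this list in the union of DEGs, 8 fell into the matched cluster.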

The up-regulated genes of cluster 3 are related to enriched GO terms, like *xenobiotic metabolic process* and *lipid modification* that are reflected by the network shown in Fig. 5. 

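Of 12 CAR and PXR targets among the DEGs, 11 fell into the cluster matched to cluster 3.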

Cluster 4 illustrates a gene expression pattern where mostly CTD and its mixtures induce up-regulation of genes related to *DNA replication, cell division* and *cell cycle*. 

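In the matched cluster of 316 genes, the median log2 fold change was 1.82 with CTD, 1.23 with THI + CTD, 1.20 with IMZ + CTD, 0.83 with THI + IMZ, 0.63 with IMZ and -0.01 with THI. It held 29 of the 30 cell division genes, 18 of the 19 DNA replication genes and 16 of the 21 genes of the DNA repair network that were DEGs of any treatment.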

The genes of cluster 12 are mainly down-regulated by IMZ + CTD treatment and enriched for GO terms, such as *rhythmic process* and *response to virus.* Most of the remaining clusters (6–11) are dominated by CTD-induced gene regulation (Figure S6).

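In the cluster matched to cluster 12, the median log2 fold change was -0.33 with IMZ + CTD, -0.50 with CTD, -0.46 with THI + IMZ, -0.31 with THI + CTD, -0.24 with THI and -0.16 with IMZ, but this cluster matches the paper's only with a correlation of 0.69 over the group means. With another seed the correlation was 0.9 and the median for IMZ + CTD -0.47, and with the DEGs of the shrunken DESeq2 analysis, an alternative chosen after the data had been seen, 0.98 and -0.45. The cluster held 3 of the 5 DEGs among 7 clock output genes, 7 of the 17 DEGs among the 34 genes labeled in Fig. 8a and 5 of the 13 among the 24 circadian genes of Fig. 8c.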

**Fig. 7:**
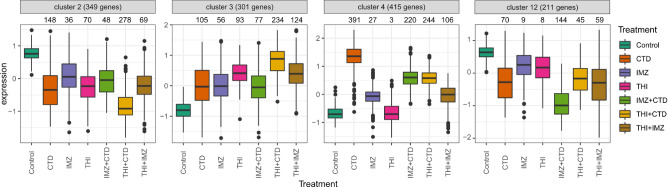
Boxplot of scaled gene expression per treatment per cluster. All 3837 DGEs were grouped by kmeans clustering into 12 clusters among which 4 clusters are presented here exemplarily. The numbers above each boxplot indicate the number of significant DGEs per treatment and cluster

In the following subsections, observations in regards to hypothetical mixture effects are described.

### THI + IMZ

For the mixture THI + IMZ, Venn diagram analysis revealed 313 genes differentially regulated solely in the mixture condition (ca. 66% of total differentially regulated genes, see Fig. 3c). 185 of those genes are retrieved in the clusters 3, 4 and 12 (53, 81, and 51, respectively). 

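Of the 164 genes found here only in THI + IMZ and not in its compounds, 31 were in the cluster matched to cluster 3, 57 in cluster 4 and 40 in cluster 12. With another seed these numbers were 30, 57 and 32, and with 10 centers 28, 56 and 43, though clusters 3 and 12 were then matched by clusters that also matched clusters 1 and 2. In cluster 4 the median log2 fold change of all its genes with THI + IMZ was 0.83 against a dose-weighted sum of 0.28, and 88.3% of the genes lay beyond the sum, though none was past the threshold of the contrast.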

Among the 313 specifically differentially regulated genes, we found GO terms enriched such as *negative regulation of innate immune response* (GO:0045824, mainly cluster 2) and *cell division* (GO:0051301, mainly cluster 4) (Supplementary Figure S2).

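Among the genes found only in the mixture, 5 were in the cluster matched to cluster 2. The immune response list did not pass the threshold over single genes but for 1 gene in THI + IMZ, and its mean was 0.34 below that of the controls, written as a difference of -0.34 (exact permutation test, p = 0.02, adjusted p = 0.048).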

### IMZ + CTD

For the mixture IMZ + CTD, Venn diagram analysis revealed 195 genes differentially regulated solely in the mixture condition (ca. 30% of total differentially regulated genes, see Fig. 3c). 124 of those genes are retrieved in the clusters 3 and 12 (29 and 95, respectively). It is noteworthy that the genes of cluster 12 show the most pronounced down-regulation by IMZ + CTD treatment compared to treatment by IMZ or CTD. 

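Here 13 of the 67 genes found only in IMZ + CTD were in the cluster matched to cluster 3 and 16 in that matched to cluster 12. With another seed the latter number was 38. When the DEGs of the shrunken DESeq2 analysis (3843 genes) were clustered instead, an alternative chosen after the data had been seen, they were 34 and 98.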

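Measured against the dose-weighted sum of IMZ and CTD, the 164 genes of the matched cluster had a median log2 fold change of -0.33 and a median sum of -0.32. 43.3% of the genes lay below the sum and 4 were off it by the contrast. Over the 4 rats the median ran from -0.37 to -0.22 (SD 0.062). The outcome depended on the clustering. With another seed the medians were -0.47 and -0.29 with 72.8% of genes below the sum, and with the DEGs of the shrunken DESeq2 analysis they were -0.45 and -0.16 with 91.8% below.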

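The 34 genes labeled in Fig. 8a had a median log2 fold change of -0.70 with IMZ + CTD against a dose-weighted sum of -0.07. All 34 lay below the sum, and 9 were off it by the contrast. Over all genes 16 were DEGs of IMZ + CTD, and all 34 passed the threshold adjusted over the list alone, which is not independent evidence, since the labels were chosen on these samples. With the shrunken fold changes of DESeq2 the medians were -0.53 and -0.06. The matched cluster 4 had a median of 1.20 against a sum of 1.24, with 48.4% of genes below the sum and none off it. To separate the choice of genes from their measurement, genes down-regulated in IMZ + CTD were chosen on a part of the rats and measured on the rest, in 100 random splits. A median of 157.5 genes was chosen, with a median of -0.48 against a sum of 0.10 in the rats they were chosen on. In the other rats the values were -0.14 and 0.01, and the genes were below the sum in all 100 splits, by a difference of -0.16 (-0.30 to -0.05). Over all 19904 genes, 230 were off the sum in IMZ + CTD, 138 above and 92 below it, and 73% of these were DEGs of CTD. From the actual changes exceeding the theoretical ones, the paper proposes synergistic interactions for this set of genes.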

Figure 8a shows that the actual log_2_-fold change is stronger than the theoretical one for numerous genes suggesting synergistic interactions for this gene set (in contrast to cluster 4, Fig. 8b). GO enrichment analysis for the set of 195 specifically differentially regulated genes revealed *regulation of circadian rhythm* (GO:0042752) including many key regulators like, Cry1, Cry2, Dbp, Nr1d2 and Per1 (Fig. 8c).

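Dbp (ENSRNOG00000021027) had 2.59 ± 0.266 CPM (SD, n = 4) with IMZ + CTD and 5.54 ± 1.17 CPM (n = 8) in the controls, a log2 fold change of -1.09 (SE 0.18, adjusted p = 0.00097), and was off the dose-weighted sum by -0.97 (adjusted p = 0.0057). Per1 (ENSRNOG00000007387) had 6.97 ± 2.37 CPM against 18 ± 5.7 CPM, a log2 fold change of -1.38 (SE 0.27, adjusted p = 0.0049). Per1 was also a DEG of THI (-1.45), CTD (-0.96) and THI + IMZ (-1.12) and was not off the sum (-0.87, adjusted p = 0.1). Nr1d2 (ENSRNOG00000046912) was higher, at 7.29 ± 1.71 CPM against 4.26 ± 0.833 CPM, a log2 fold change of 0.77 (SE 0.17, adjusted p = 0.013), and higher with CTD as well (0.56, adjusted p = 0.046). Cry1 (-0.59) and Cry2 (-0.44) were not past the threshold (adjusted p = 0.098 for both), whereas the Wald test of DESeq2 put both past it (adjusted p = 0.033 and 0.04). Of these genes only Dbp was thus a DEG of IMZ + CTD and of neither compound, with log2 fold changes of -0.14 for IMZ and -0.11 for CTD. Usp2 (ENSRNOG00000006663) was lower as well, at -1.62 (SE 0.36, adjusted p = 0.015). The 24 circadian genes of Fig. 8c had a median of -0.43, with 12 DEGs over all genes and 24 adjusted over the list alone, again not independent evidence. Their mean was lower by a difference of -0.32 with IMZ + CTD (exact permutation test, adjusted p = 0.011) and of -0.14 with THI (exact permutation test, adjusted p = 0.02). A list of 11 clock genes that peak with Dbp, drawn up before the data were examined, includes Dbp, Tef, Hlf, Per1 and Nr1d2, which the paper names from these samples, so it is only partly independent. It had a median of -1.0 (camera, adjusted p = 3.47e-06; estimated correlation, adjusted p = 0.0103), with 6 DEGs and 10 adjusted over the list alone. The mean log2 CPM differed from control by -0.70 and lay below all 8 controls in the 4 rats (exact permutation test, p = 0.002, the smallest p that 495 regroupings allow, adjusted p = 0.011). The time of day at which the livers were taken is not named in the paper's text.

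**Figure D2:**
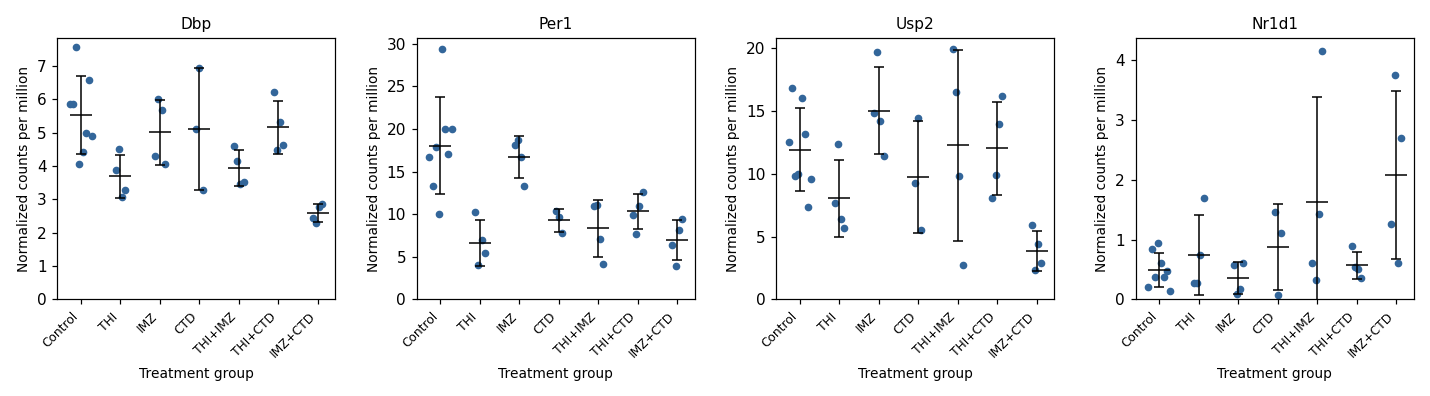
Normalized CPM of Dbp, Per1, Usp2 and Nr1d1 in each rat, on the vertical axis, by treatment group, with the group mean ± SD. The 4 IMZ + CTD rats have a mean of 2.59 CPM for Dbp against 5.54 CPM in the controls.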

**Fig. 8:**
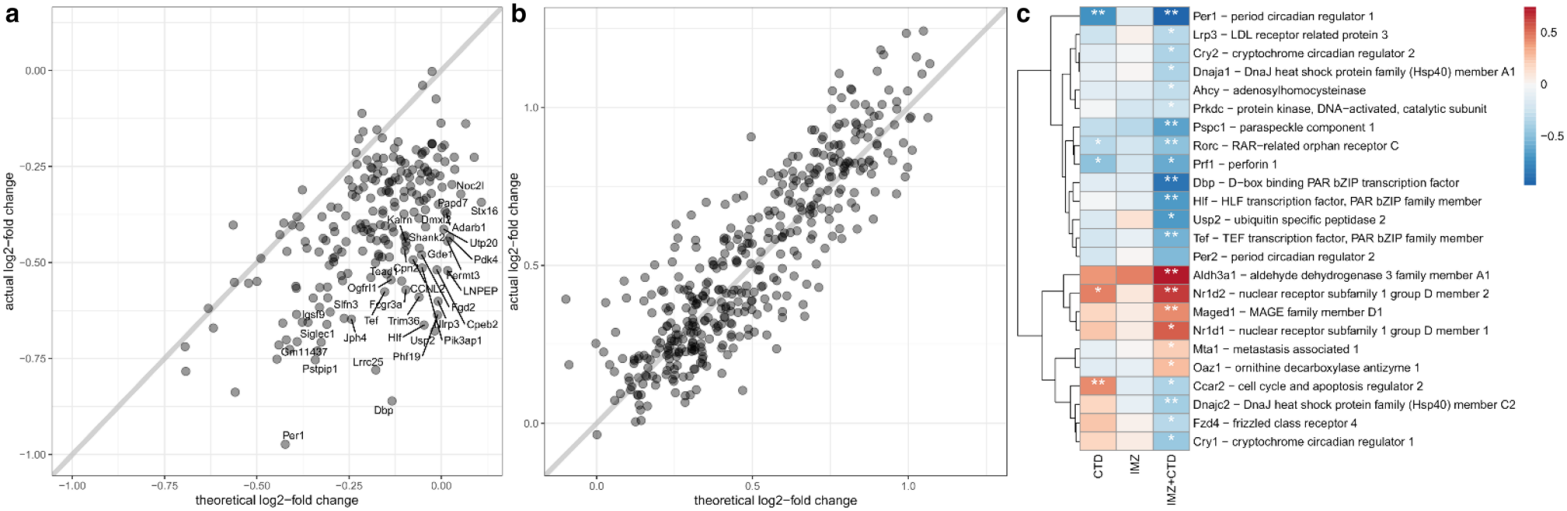
Gene expression changes specific for IMZ + CTD. Scatterplot of actual versus theoretical log_2_-fold change for genes from cluster 12 (**a**) and cluster 4 (**b**). Grey line indicates the theoretical additive response of IMZ + CTD. Data for all clusters can be found in Supplementary Figures S9 to S11. Heatmap of log_2_-fold change for genes related to circadian rhythm differentially regulated by IMZ + CTD mixture (**c**)

### THI + CTD

For the mixture THI + CTD, Venn diagram analysis revealed 502 genes differentially regulated solely in the mixture condition (ca. 35% of total differentially regulated genes, see Fig. 3c). However, GO enrichment analysis for these genes reveals only slight hints for genes related to *lipid homeostasis* (Supplementary Figure S2). 462 of those genes are retrieved in the clusters 1, 2, 3 and 5 (100, 151, 125, and 86, respectively). 

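Of the 288 genes found here only in THI + CTD, 52 were in the cluster matched to cluster 1, 114 in cluster 2, 76 in cluster 3 and 23 in cluster 5. With another seed the numbers were 40, 99, 87 and 40.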

In cluster 1–5, we observed a strong mixture effect, for cluster 2 and 3 even more pronounced than for the single treatments with CTD or THI (Supplementary Figures S7 and S8). This might point to a synergistic effect for some genes of these clusters.

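In THI + CTD the median log2 fold change was 0.36 against a dose-weighted sum of 0.29 in the cluster matched to cluster 1, and 1.23 against 0.83 in cluster 4. In cluster 5 the values were -0.34 and -0.30. In clusters 2 and 3 the actual medians were -0.58 and 0.58, against sums of -0.34 and 0.37, and 92.5% and 85.2% of the genes lay beyond the sum. These clusters were formed on the same samples. By the contrast, 3 genes of cluster 2 and 1 gene of cluster 3 were off the sum, and over all genes 57 were, 42 above and 15 below it. Of the 57 genes, 42 had changed against the sign of the sum and 4 went beyond it in the same direction.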

## Discussion

In a previous paper, we published the results of a 28-day repeated-dose oral exposure study with the three pesticides IMZ, THI and CTD in rats: the outcomes included liver weight increase, hepatocellular hypertrophy, cytoplasmic degeneration and toxicokinetic alterations (Alarcan et al. 2020). In the present study, the goal was to investigate the associated hepatic molecular MoA of the pesticides IMZ, THI and CTD, alone or in mixtures.

RNA-Seq analysis revealed a high number of differentially regulated genes by CTD, while THI and IMZ modified the gene expression more moderately. 

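From the edgeR counts, the number of DEGs of CTD was 23.3 times that of THI and 50.4 times that of IMZ. They depended on the test, since the smaller counts moved most between edgeR and DESeq2.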

In detail, CTD differentially regulated 13 and 15 times more genes than THI and IMZ, respectively. This much stronger impact on gene expression could either reflect a higher potency of CTD or a different and/or additional MoA which does not necessarily become apparent at the histopathological level due to the short treatment period. Despite the relatively small subset of commonly DEG (i.e., 64 genes), we were able to describe a consistent network depicting the transcriptional CAR and PXR-mediated response leading to the activation of metabolism-associated functions (metabolism of xenobiotic, metabolism of terpenoid, conversion and oxidation of lipid). Since all three pesticides induced comparable effects on the liver (increase in organ weight, hepatocellular hypertrophy, decrease in triglyceride content) and with a similar magnitude, it is coherent to find a common molecular MoA between the three substances. The common network includes ALDH1A1, CYP2B6 and CYP3A5 (the orthologs of rat Cyp2b2 and rat Cyp3a23/3a1, respectively), whose gene expressions were among the top up-regulated ones detected by RNA-Seq and confirmed by qRT-PCR. These three XME are respectively located in the mitochondria and in the endoplasmic reticulum of the cells. This is in line with the observation of liver hypertrophy following exposure to IMZ, THI and CTD, as the nuclear receptor-mediated induction of metabolic enzymes causes an increase in endoplasmic reticulum, peroxisomes and/or mitochondria. Previous studies showed that IMZ activates both human and mouse PXR and also human CAR (Lichtenstein et al. 2020; Yoshimaru et al. 2018). Besides, THI activated human PXR and PPARγ while CTD showed no effect on human PXR or CAR (Lichtenstein et al. 2020). Predictions by IPA on transcription regulators further support this idea, as CAR and PXR, two master regulators of XME, were activated by THI and IMZ. However, in the case of CTD, none of those nuclear receptors was predicted for activation. Instead, the strongest activation was predicted for the estrogen receptor (ER). Nonetheless, since CTD is not considered an agonist of ER (according to the ToxCast database), this hypothesis might not be valid in the present case. Besides, particular caution needs to be taken when considering ligand properties towards xenobiotic metabolism-associated nuclear receptors as multiple inter-species differences are documented (Omiecinski et al. 2011; Timsit and Negishi 2007; Wang et al. 2012).

In a second step, we aimed at identifying specific networks associated with the unique gene expression changes for each pesticide. A DNA repair network was predicted for CTD, possibly indicating a genotoxic potential. Our present data do not allow concluding on such toxicological property, but it is noteworthy that JMPR Meeting reported three in vitro studies where CTD was found positive in gene mutation and chromosomal aberration assays (JMPR 2010). Those three studies indicated a clastogenic potential, which is in line with the different regulators included in the network predicted by IPA, such as BRCA1, ATR, MDC1, MCPH1 and H2AX (Bonner et al. 2008; Hustedt and Durocher 2016). Interestingly, a study on pyrrolizidine alkaloids reported the induction of a DNA damage response involving the up-regulation of *Rad51* and *Ddias* that were also induced our study (Ebmeyer et al. 2020). 

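With CTD, Ddias (ENSRNOG00000022521) had 1.03 ± 0.893 CPM (SD, n = 3) against 0.18 ± 0.097 CPM (n = 8) in the controls, a log2 fold change of 2.48 (SE 0.51, adjusted p = 0.001). Without CTD replicate 1 the log2 fold change was 1.50 and not past the threshold (adjusted p = 0.12).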

For THI or IMZ, no specific networks or evident GO enrichment patterns were observed.

When doing mixture toxicity experiments, it is necessary to evaluate the data by means of one or several mathematical models to come to conclusions on the behavior of compounds in mixture (Foucquier and Guedj 2015; Lasch et al. 2020; Zhao et al. 2010). A prerequisite in mixture analysis involves the determination of the similarity or dissimilarity in the mode of action of the compounds of study. This determines the choice of mathematical model to use (Cedergreen et al. 2008; EFSA 2013). Furthermore, it is necessary to have quantitative data from multiple concentration/dose levels for a proper use of the mathematical models. In the case of transcriptomics analysis, each investigated gene should be technically considered as a single endpoint, so that two compounds in combination are unlikely to show the exact same type of mixture effect for every gene. As a result, the strict denomination for a mixture appears elusive. Besides, evaluation of mixture effects with recommended mathematical models is not feasible if based on solely one dose level. However, PCA could be seen as a multivariate technique for MoA evaluation. PCA is a statistical method permitting the visualization of high-dimensional data by new sets of variables called principal components, thereby enabling the identification of sample clusters (Ringner 2008; Todorov et al. 2018). In our study, single reference compounds and their mixtures (especially THI + IMZ) showed relative overlaps of their clusters, meaning that they overall show similar gene expression signature profiles according to PC1 and PC2. Dose addition would be then legitimately considered. 

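Over all genes, THI + CTD and THI were separated by a ratio of the distances between and within groups of 1.39 (exact permutation test, one-sided, p = 0.029, the smallest p that 35 regroupings allow). The log2 fold changes of both groups against the shared controls had a correlation of 0.581 across genes, against 0.34 for simulated groups without effect. For THI + CTD and CTD it was 0.748 against 0.3.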

In case of THI + CTD, the samples were not overlapping with THI or CTD indicating potential independent modes of action. Similarly, PCA revealed hidden structures in gene expression data of metal mixtures reflecting unique transcriptional signatures and suggesting interaction among the single compounds (Tilton et al. 2011; Vandenbrouck et al. 2009). Moreover, PC1 and PC2 account together only for up to 30% of the transcriptomics variation so that the remaining variance might reveal further separation of mixtures and the single compound defined as reference hinting towards non-additive effects.

Besides this multivariate approach to determine quantitative mixture effects for gene clusters, we also applied a qualitative assessment using Venn diagrams followed by GO term enrichment analysis of specific gene sets. Our results showed that for each mixture a significant proportion of new genes (i.e., not regulated by treatment with single compounds) was regulated (from 30 up to 66%). For some combinations, gene enrichment analysis revealed enrichment of GO terms for those specific subsets of genes, such as circadian rhythm. It has been shown that ~ 10% of the rat liver transcriptome are rhythmically expressed (Storch et al. 2002) including genes related to xenobiotic detoxification (Tahara and Shibata 2016). 

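Besides Dbp, Tef (ENSRNOG00000019383) had 18.1 ± 2.78 CPM (SD, n = 4) with IMZ + CTD against 30 ± 4.64 CPM (n = 8) in the controls, a log2 fold change of -0.73 (SE 0.18, adjusted p = 0.033), and Hlf (ENSRNOG00000002456) had 3.26 ± 0.302 CPM against 6.53 ± 1.26 CPM, a log2 fold change of -1.0 (SE 0.24, adjusted p = 0.021). The 7 clock output genes the paper names had a median of -0.73 with IMZ + CTD and 5 of them were DEGs, while all 7 passed the threshold adjusted over the list alone, which is not independent evidence for genes chosen on these samples. The mean of these genes was also lower with THI, by a difference of -0.36 and below all controls in the 4 rats (exact permutation test, adjusted p = 0.011), and with THI + IMZ, by -0.27 (exact permutation test, adjusted p = 0.037), against -0.63 with IMZ + CTD (exact permutation test, adjusted p = 0.011). With the share of uniquely mapped reads as a covariate, an alternative chosen after the data had been seen, 8 genes in all remained DEGs of IMZ + CTD. This share is confounded with the groups, so the fall in the count does not decide between library quality and treatment. The changes kept their direction, at a median of 0.79 times their size and with an SE of 1.21 times.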

The treatment with IMZ + CTD resulted in pronounced inhibition of clock-controlled genes *Dbp*, *Tef*, and *Hlf* which regulate expression of genes encoding detoxification enzymes. Possibly this mixture disrupted the circadian rhythm of expression of certain genes, as indicated by altered gene expression levels, and resembling the effects of 4-OH-CB107 on the rat liver transcriptome (Ochiai et al. 2018).

Therefore, although being unable to characterize it with a mathematical model, it seems that mixture effects take place. Thus, a transcriptomics approach (or any other omics technology) may bring substantial benefit in the framework of chemical mixtures as they permit to uncover the whole spectrum of biological effects of substances and could reveal as shown here for IMZ + CTD some particular effects that would be laborious to reveal using traditional single target apical endpoints. A two-step investigation (untargeted transcriptomics approach followed by endpoint confirmation using a targeted technique) could be an efficient strategy to be applied in the context of chemical mixtures.

The quantitative and qualitative approaches we applied to assess mixture effects on transcript responses resulted in common and specific gene expression patterns. While for specific gene expression patterns different MoA and thus independent action may be assumed, common patterns point at a common MoA and at dose addition. For a limited set of commonly affected genes that were studied by qRT-PCR, we indeed observed additive effects: irrespective of the combination, dose addition was described for *Aldh1a1* or *Cyp3a23/3a1*. As discussed previously, those genes are suspected to reflect the main biological effect of hypertrophy. Thus, it is of note that the same concordance in the type of mixture effect was described in vivo over three different layers of biological organization, i.e., molecular (genes), cellular (hepatocellular hypertrophy), and tissue (increase in liver weight).

## Conclusions

In the present study, we comparatively analyzed transcriptome expression in rat hepatocytes after 28-day exposure to IMZ, THI and CTD alone or in mixtures. RNA-Seq revealed drastic regulation of gene expression by CTD, while IMZ and THI moderately affected gene expression. Furthermore, we suggest that pesticide-induced hepatotoxicity is associated with nuclear receptor activation as the most differentially regulated genes involve some key phase I XME and transport proteins. The data presented in the current study provide new insights into the molecular mechanism of hepatotoxicity of IMZ, THI and CTD. While bioinformatics analysis revealed some evidence for possible non-additive regulation of certain groups of transcripts by the mixtures, results from the evaluation of individual top-regulated genes followed the additivity concept.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The raw RNA sequencing data are available from GEO under accession number GSE153986.

## Abbreviations

AOP: Adverse outcome pathway
BMD: Benchmark dose
CTD: Clothianidin
CAG: Cumulative assessment group
CAR: Constitutive androstane receptor
CYP: Cytochrome P450
DAR: Draft assessment report
EFSA: European Food Safety Authority
IMZ: Imazalil
IPA: Ingenuity pathway analysis
MoA: Mode of action
NOAEL: No-Observed-Adverse-Effect-Level
OECD: Organization for Economic Co-operation and Development
PPARα/γ: Peroxisome proliferator-activated receptor α/γ
PXR: Pregnane X receptor
RNA-Seq: Total RNA sequencing
RPF: Relative potency factor
THI: Thiacloprid
XME: Xenobiotic-metabolizing enzyme

# Supplementary material for: Transcriptomics analysis of hepatotoxicity induced by the pesticides imazalil, thiacloprid and clothianidin alone or in binary mixtures in a 28-day study in female Wistar rats
**Source:** Arch Toxicol. 2021 Jan 11;95(3):1039–53. doi: 10.1007/s00204-020-02969-y
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary results section**

**Transcriptomic analysis of hepatotoxicity induced by pesticides imazalil, thiacloprid and clothianidin alone or in binary mixtures in a 28-day study in female Wistar rats**

Jimmy Alarcan^a#^, Heike Sprenger^a#^, Julia Waizenegger^a#^, Dajana Lichtenstein^a^, Claudia Luckert^a^, Philip Marx-Stoelting^b^, Alfonso Lampen^a^, Albert Braeuning^a*^

^#^ Equally contributed to the publication

**Table S1** Summary of the RNA-Sequencing read data and 31 rat liver samples treated by pesticides. Raw reads were mapped to the reference genome Rnor_5.0 and uniquely mapped reads were used for further analyses

| Sample ID | Treatment | Dose | Number of raw reads (million) | Number of mapped reads (million) | Percentage of mapped reads | Number of uniquely mapped reads (million) | Percentage of uniquely mapped reads |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | control | - | 159.706 | 138.859 | 86.95 | 101.23 | 72.90 |
| 2 | control | - | 50.549 | 43.491 | 86.04 | 32.726 | 75.25 |
| 3 | control | - | 69.434 | 57.921 | 83.42 | 42.804 | 73.90 |
| 4 | control | - | 100.756 | 86.347 | 85.70 | 65.71 | 76.10 |
| 5 | control | - | 140.004 | 119.418 | 85.30 | 88.212 | 73.87 |
| 6 | control | - | 101.619 | 87.82 | 86.42 | 66.91 | 76.19 |
| 7 | control | - | 88.824 | 76.144 | 85.72 | 55.241 | 72.55 |
| 8 | control | - | 57.984 | 51.262 | 88.41 | 38.51 | 75.12 |
| 9 | Thiacloprid | high | 54.303 | 47.093 | 86.72 | 35.335 | 75.03 |
| 10 | Thiacloprid | high | 83.849 | 72.797 | 86.82 | 54.792 | 75.27 |
| 11 | Thiacloprid | high | 63.369 | 53.319 | 84.14 | 39.059 | 73.26 |
| 12 | Thiacloprid | high | 67.777 | 56.051 | 82.70 | 42.278 | 75.43 |
| 13 | Imazalil | high | 72.857 | 63.135 | 86.66 | 46.327 | 73.38 |
| 14 | Imazalil | high | 66.116 | 55.094 | 83.33 | 40.217 | 73.00 |
| 15 | Imazalil | high | 61.593 | 53.419 | 86.73 | 40.989 | 76.73 |
| 16 | Imazalil | high | 70.718 | 60.156 | 85.06 | 44.064 | 73.25 |
| 17 | Clothianidin | high | 56.079 | 48.362 | 86.24 | 35.414 | 73.23 |
| 18 | Clothianidin | high | 68.624 | 57.514 | 83.81 | 38.436 | 66.83 |
| 19 | Clothianidin | high | 52.161 | 45.881 | 87.96 | 31.82 | 69.35 |
| 20 | Thiacloprid+Imazalil | high | 64.498 | 56.355 | 87.37 | 42.283 | 75.03 |
| 21 | Thiacloprid+Imazalil | high | 60.017 | 51.076 | 85.10 | 40.044 | 78.40 |
| 22 | Thiacloprid+Imazalil | high | 62.138 | 54.344 | 87.46 | 40.823 | 75.12 |
| 23 | Thiacloprid+Imazalil | high | 69.97 | 60.195 | 86.03 | 45.706 | 75.93 |
| 24 | Thiacloprid+Clothianidin | high | 60.824 | 52.641 | 86.55 | 41.016 | 77.92 |
| 25 | Thiacloprid+Clothianidin | high | 69.258 | 57.453 | 82.96 | 44.545 | 77.53 |
| 26 | Thiacloprid+Clothianidin | high | 68.497 | 59.063 | 86.23 | 47.096 | 79.74 |
| 27 | Thiacloprid+Clothianidin | high | 54.595 | 46.353 | 84.90 | 35.783 | 77.20 |
| 28 | Imazalil+Clothianidin | high | 50.684 | 41.723 | 82.32 | 31.92 | 76.50 |
| 29 | Imazalil+Clothianidin | high | 53.764 | 46.029 | 85.61 | 36.627 | 79.57 |
| 30 | Imazalil+Clothianidin | high | 53.595 | 45.72 | 85.31 | 35.998 | 78.74 |
| 31 | Imazalil+Clothianidin | high | 51.951 | 42.774 | 82.34 | 32.94 | 77.01 |

**Table S2** Summary of primers used for q-PCR analysis

| Gene | Sequence (5' to 3') | |
| --- | --- | --- |
| Abcc3 | F: | AGATCGCAGAGACAGGCAAT |
|  | R: | CCAGCATACAGGAGGCAGAT |
| Aldh1a1 | F: | AAGAAGGGGACAAGGCAGAT |
|  | R: | GCGTCCTCTCTCTGAAGCAT |
| β-actin | F: | CGTCCACCGCAAATGCTT |
|  | R: | GTTTTCTGCGCAAGTTAGGTTTTGT |
| Cyp3a23/3a1 | F: | CTGACAGACAAGCAGGGATG |
|  | R: | TGGGTTCCAAGTCGGTAGAG |
| Cyp7a1 | F: | CTCGCTATTCTCTGGGCATC |
|  | R: | GAGGCTGCTTTCATTGCTTC |
| Eln | F: | TGCTACTGCTTGGTGGAGAA |
|  | R: | TCCTTGTCCTGTGGGTTTTC |
| Ky | F: | CCTGGTCTCCCTCCACTACA |
|  | R: | TCAGCAGTTGCCAGTTTTTG |
| Mme | F: | AGCCTCAGCCGAAACTACAA |
|  | R: | GCATTCTCCATGTTCCCATT |
| Slc6a1 | F: | TCGTCATCTTCTCCATCGTG |
|  | R: | GGTATGCCAAGAATGCCAGT |

For Tables S3 to S6, please refer to the Excel file for visualization of the data.

**Table S3** Results of differential gene expression analysis for all treatments versus control conditions. Significant results (q-value < 0.05) are highlighted in green and log_2_-fold changes are color coded (red for positive and blue for negative values)

**Tables S4** Comparison of GO enrichment of DEG sets for single compound treatments. Table shows all GO terms with significant enrichment (adjusted p-value < 0.05) across specific or non-specific DEG sets. Color indicates –log_10_(p-value)

**Table S5** Comparison of GO enrichment of DEG sets for mixture treatments. Table shows all GO terms with significant enrichment (adjusted p-value < 0.05) across specific or non-specific DEG sets. Color indicates –log_10_(p-value)

**Table S6** Comparison of GO enrichment within kmeans clusters. Table shows all GO terms with significant enrichment (adjusted p-value < 0.05) across clusters. Color indicates –log_10_(p-value)

**Table S7** Results of differential gene expression for *Abbc3*, *Aldh1a1*, *Cyp3a23/3a1*, and *Mme* measured by q-PCR analysis

| Treatment | Dose | *Abcc3* | | *Aldh1a1* | | *Cyp3a23/3a1* | | *Mme* | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Mean | SD | Mean | SD | Mean | SD | Mean | SD |
| Control | - | 1.04 | 0.32 | 1.05 | 0.35 | 1.03 | 0.26 | 1.03 | 0.25 |
| Thiacloprid [mg/kg BW/day] | 10 | 2.60 | 0.23 | 1.43 | 0.29 | 2.45 | 0.60 | 2.48 | 0.69 |
|  | 43 | 3.21 | 1.51 | 1.54 | 0.86 | 2.49 | 1.09 | 4.46 | 2.08 |
|  | 75 | 7.95 | 1.40 | 3.16 | 0.77 | 10.03 | 4.13 | 16.58 | 9.63 |
|  | 108 | 7.95 | 1.67 | 3.16 | 1.16 | 10.03 | 4.14 | 16.58 | 7.86 |
|  | 140 | 25.52 | 7.12 | 8.47 | 1.80 | 65.40 | 13.68 | 50.30 | 14.11 |
| Imazalil [mg/kg BW/day] | 10 | 1.63 | 0.24 | 0.74 | 0.44 | 1.47 | 0.34 | 1.37 | 0.15 |
|  | 38 | 6.40 | 2.83 | 3.23 | 2.62 | 13.01 | 9.30 | 4.97 | 4.88 |
|  | 65 | 7.71 | 1.74 | 3.50 | 1.92 | 20.22 | 10.94 | 11.63 | 5.36 |
|  | 93 | 11.63 | 4.95 | 2.80 | 0.13 | 27.27 | 7.08 | 10.72 | 6.13 |
|  | 120 | 10.54 | 2.15 | 4.21 | 0.78 | 31.85 | 6.43 | 20.52 | 7.64 |
| Clothianidin [mg/kg BW/day] | 100 | 4.57 | 2.09 | 4.60 | 2.34 | 5.91 | 2.48 | 2.92 | 0.88 |
|  | 163 | 5.82 | 2.50 | 9.83 | 7.67 | 10.21 | 5.93 | 11.17 | 4.71 |
|  | 225 | 6.67 | 4.71 | 16.51 | 10.80 | 13.50 | 7.02 | 14.32 | 8.06 |
|  | 288 | 8.16 | 5.66 | 11.42 | 11.68 | 7.00 | 1.28 | 6.64 | 1.92 |
|  | 350 | 11.51 | 10.24 | 11.95 | 14.09 | outlier | - | 6.65 | 1.61 |
| Thiacloprid + Imazalil [mg/kg BW/day] | 5 + 4 | 2.44 | 1.27 | 5.26 | 3.23 | 4.44 | 2.43 | 2.24 | 0.63 |
|  | 21 + 18 | 2.47 | 1.92 | 4.47 | 3.12 | 4.02 | 1.85 | 0.59 | 0.60 |
|  | 38 + 32 | 3.80 | 1.16 | 2.20 | 0.26 | 8.67 | 2.78 | 6.28 | 3.23 |
|  | 54 + 46 | 6.80 | 4.26 | 6.26 | 2.49 | 18.22 | 11.89 | 8.41 | 5.08 |
|  | 70 + 60 | 8.34 | 1.05 | 9.55 | 4.49 | 42.18 | 24.72 | 13.85 | 5.83 |
| Thiacloprid + Clothianidin [mg/kg BW/day] | 5 + 13 | 0.81 | 0.07 | 0.65 | 0.01 | 1.35 | 0.32 | 0.83 | 0.12 |
|  | 21 + 53 | 2.73 | 1.56 | 2.55 | 1.47 | 3.68 | 1.39 | 29.86 | 31.11 |
|  | 38 + 94 | 8.99 | 0.64 | 11.88 | 6.93 | 19.88 | 5.77 | 17.22 | 4.33 |
|  | 54 + 134 | 8.01 | 6.72 | 10.93 | 6.94 | 26.87 | 16.92 | 34.45 | 22.55 |
|  | 70 + 175 | 8.48 | 2.52 | 8.30 | 2.23 | 33.37 | 6.63 | 20.86 | 9.67 |
| Imazalil + Clothianidin [mg/kg BW/day] | 5 + 15 | 1.12 | 0.52 | 1.43 | 1.23 | 2.06 | 1.51 | 0.85 | 0.56 |
|  | 19 + 55 | 3.41 | 3.59 | 1.04 | 0.71 | 4.71 | 2.19 | 1.56 | 1.36 |
|  | 33 + 95 | 4.61 | 3.06 | 4.88 | 4.12 | 11.23 | 8.45 | 5.75 | 4.01 |
|  | 46 + 135 | 5.06 | 2.09 | 3.38 | 1.89 | 17.93 | 10.91 | 21.18 | 21.43 |
|  | 60 + 175 | 6.63 | 1.84 | 4.68 | 1.51 | 25.29 | 16.48 | 14.39 | 8.08 |

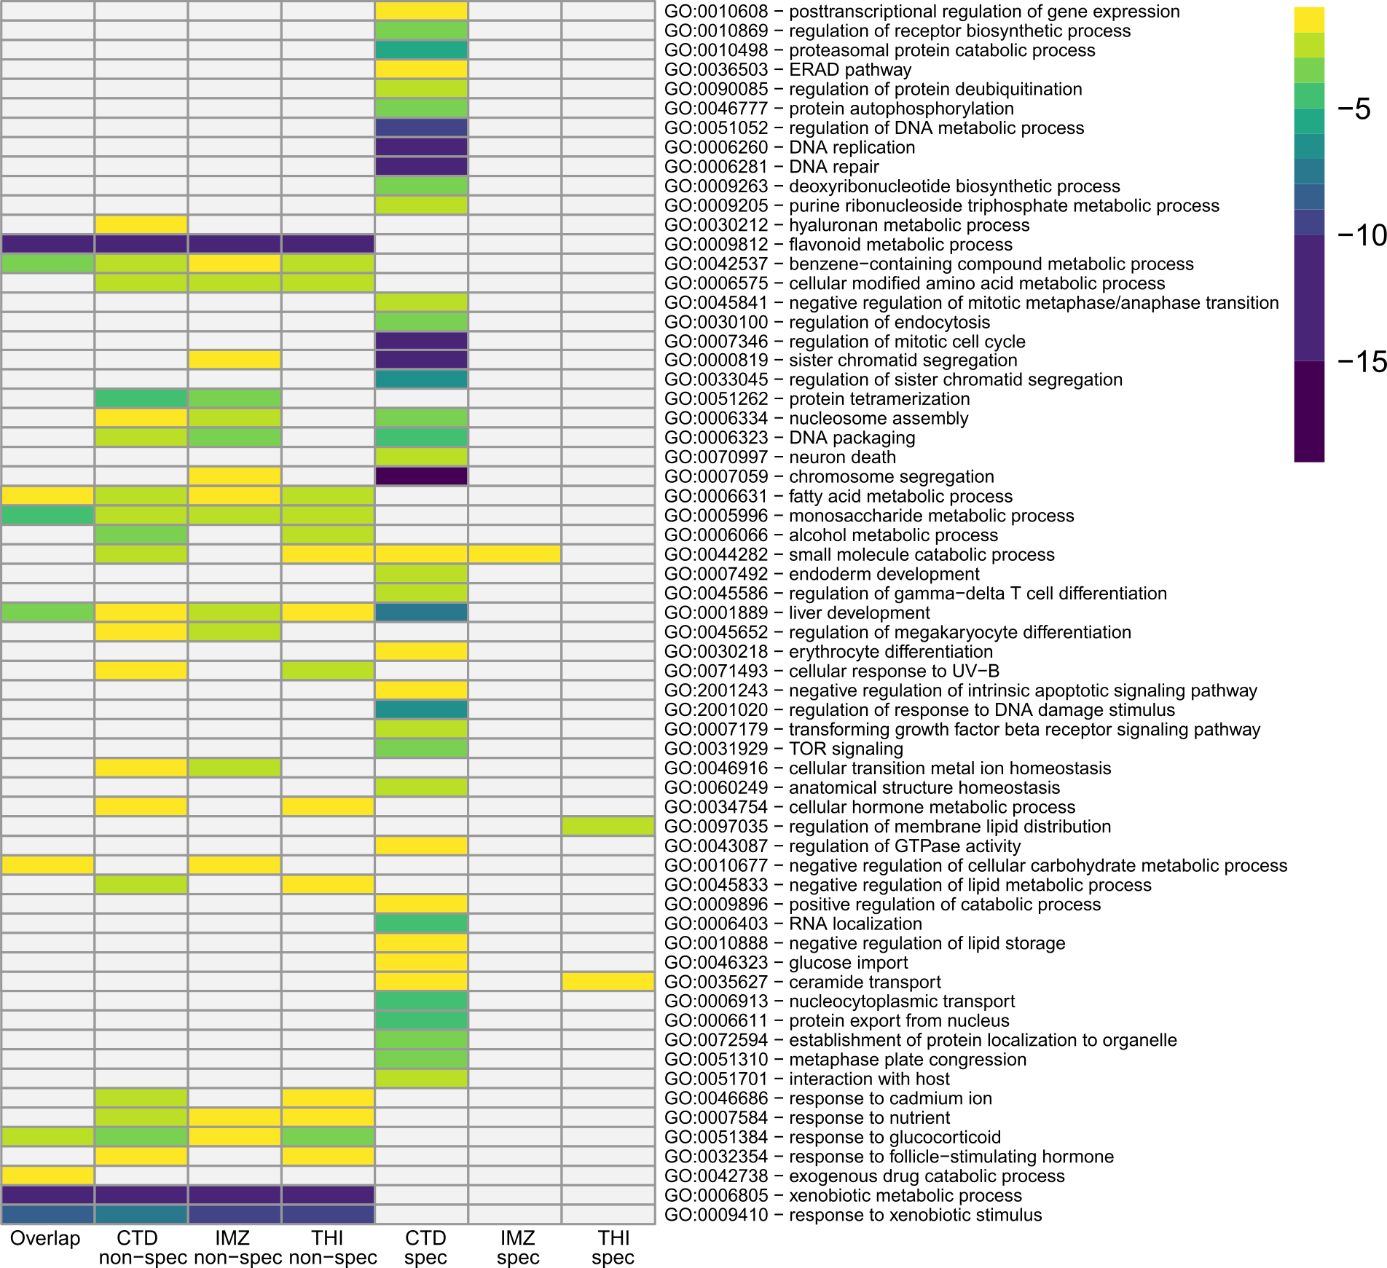

**Fig. S1** Comparison of GO enrichment of DEG sets for single compound treatments. Heatmap shows selected GO terms with significant enrichment (adjusted p-value < 0.05) across specific or non-specific DEG sets. Color indicates –log_10_(p-value)

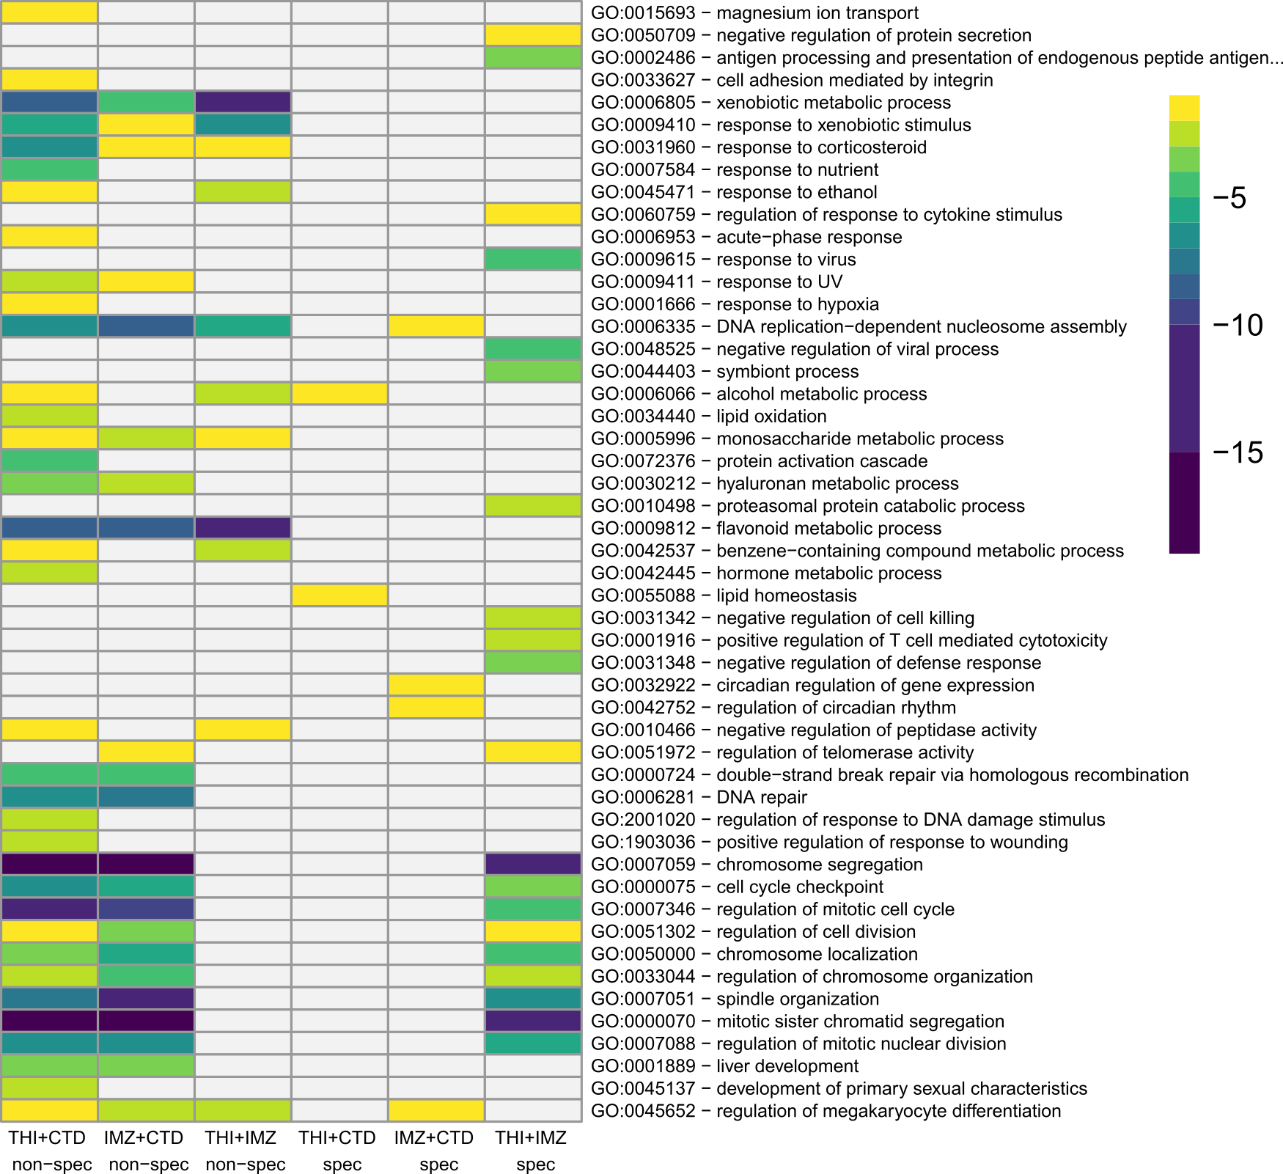

**Fig. S2** Comparison of GO enrichment of DEG sets for mixture treatments. Heatmap shows selected GO terms with significant enrichment (adjusted p-value < 0.05) across specific or non-specific DEG sets. Color indicates –log_10_(p-value)

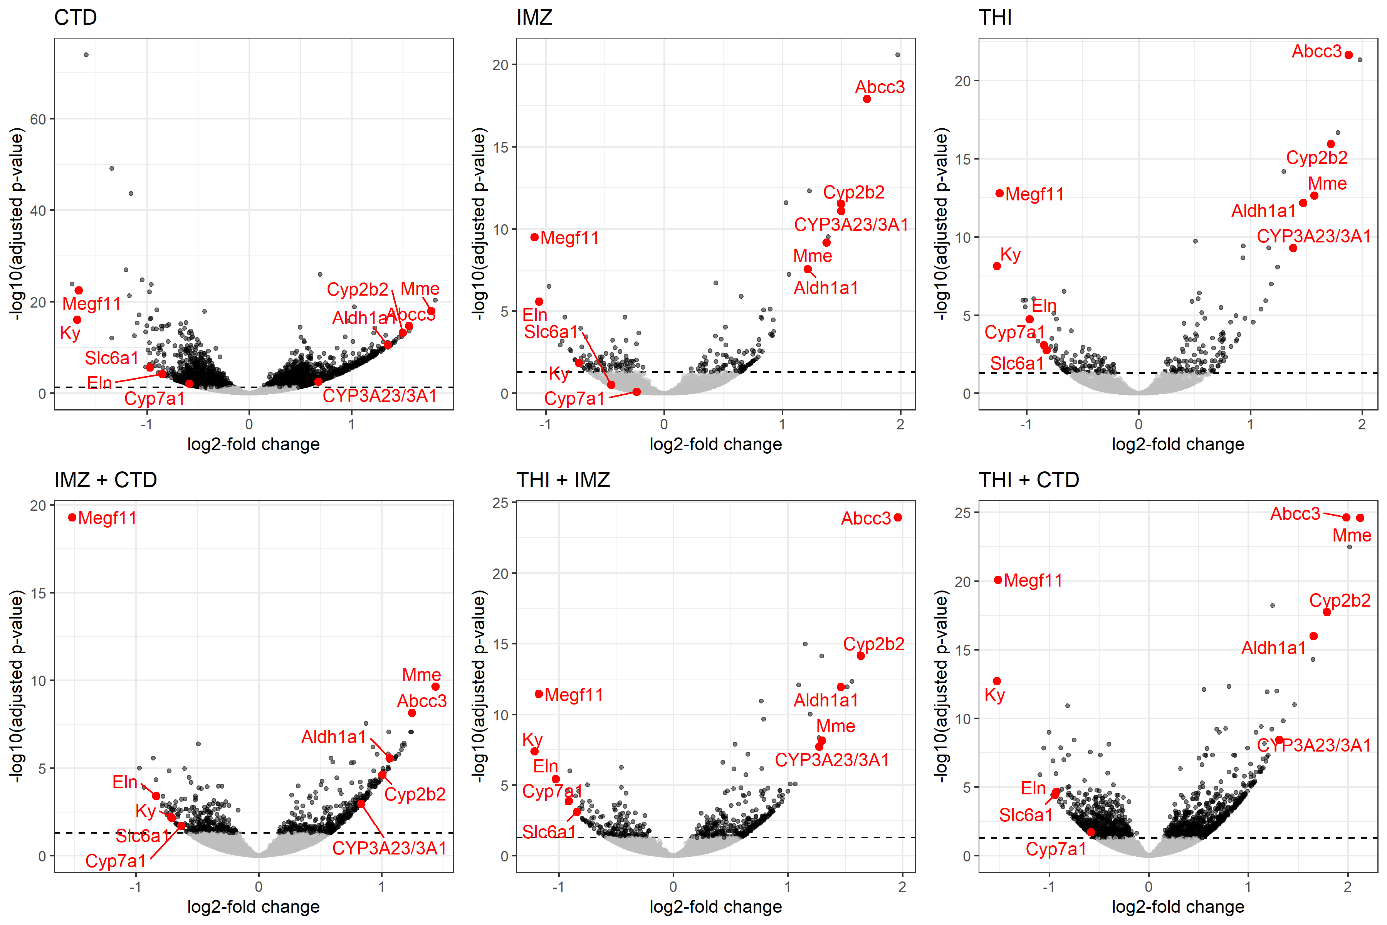

**Fig. S3** Volcano plots of transcriptional changes for each comparison. Black circles indicate significantly changed genes (adjusted p-value < 0.05, dashed line) and grey circles show non significantly changed genes. Red circles and text highlight the selected top ten DGE

**Fig. S4** Validation of top most regulated genes in rat hepatocytes by qRT-PCR. mRNA was transcribed into cDNA and qRT-PCR was performed. Data are presented as means of rat biological samples. Fold change value >1 represents an upregulation while fold change value <0 represents a downregulation. Fold change value >40 is indicated by “a” while fold change value < -15 is indicated by “b”. Differences between means were determined by the nonparametric Kruskal-Wallis test followed by Dunn's test (*p < 0.05; **p < 0.01; ***p < 0.001). When Dunn's test was not applicable, Dunnett's test was run instead

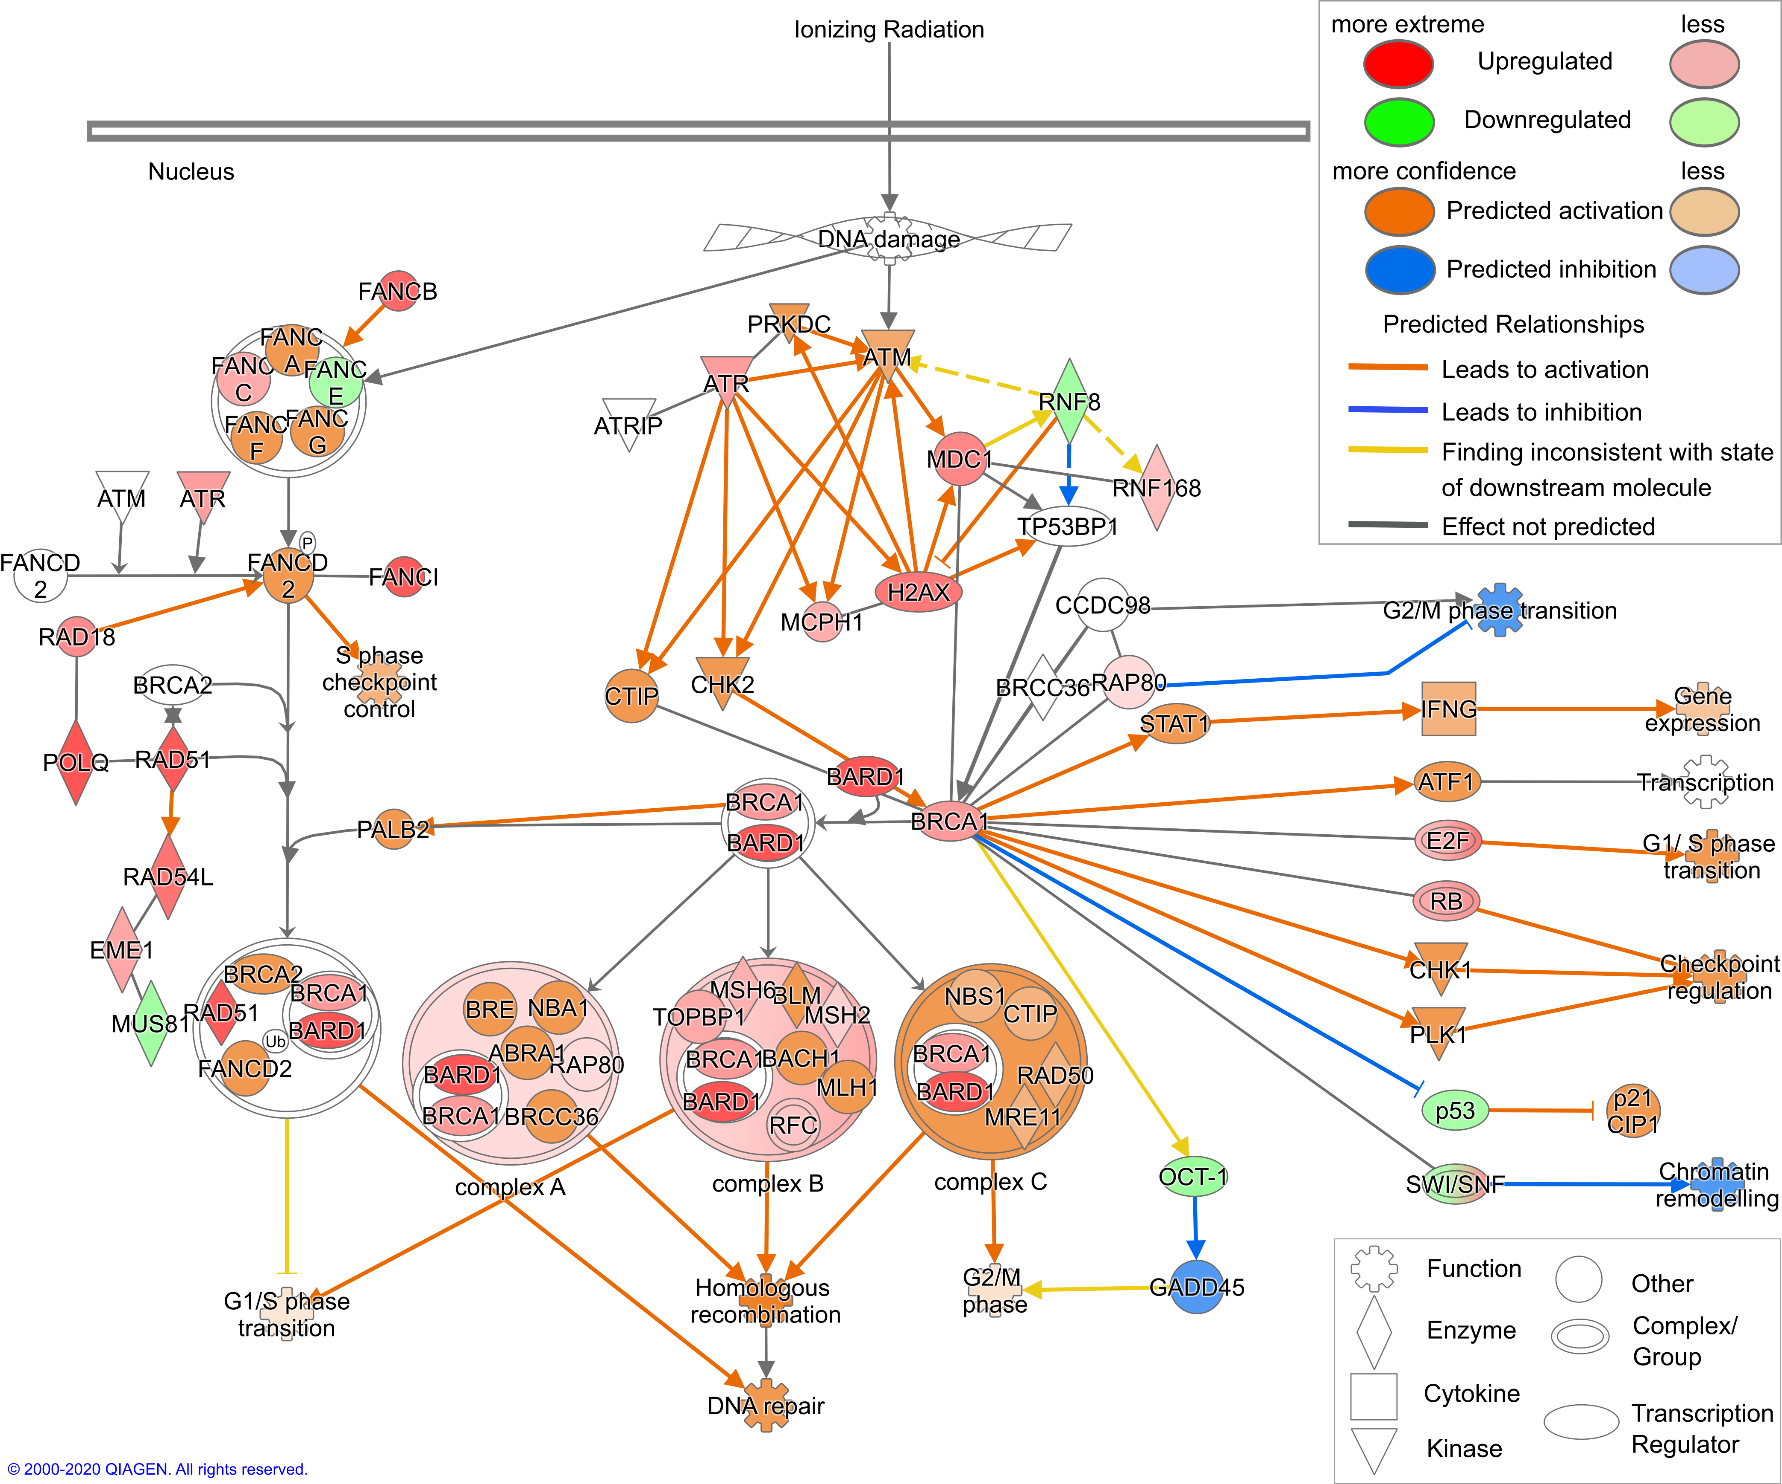

**Fig. S5** Network of DNA repair response elicited specifically by CTD in rat liver, as computed with Ingenuity Pathway Analysis software. Continuous lines indicate direct functional relationships, dashed lines indicate indirect connections. Network nodes are labeled with the gene name and the functional classification of genes is denoted by their different shapes. Additional nodes were added to the network manually based on literature research (Bonner et al. 2008; Hustedt and Durocher 2016)

**Fig. S6** Representative dose-response modeling of gene expression. The curves represent the four-parameter exponential model. For testing of mixture effects, the dose-response data for the single compounds and mixtures were compared using the benchmark dose modeling software PROAST. Data are shown as means and SD. The concentration-response of the mixture (green diamonds) shows no derivation from the overall concentration-response fit, indicating that dose addition can be assumed

*****

******

*******

******

******

*******

******

******

*******

*****

******

******

*****

******

*****

*****

*****

*****

******

*****

a

a

*****

******

*******

*****

******

******

******

******

******

*****

******

*****

******

******

******

*****

*****

a

*****

******

******

*****

*****

*****

*******

*******

*****

*****

******

*******

*****

******

******

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

*****

******

*****

******

*****

******

*****

*****

*****

*****

*****

b

*****

******

*****

******

*******

*****

*****

******

*****

*****

******

******

*****

*****

******

*****

*****

*****

******

*******

*****

*****

*****

*****

*****

*****

******

*****

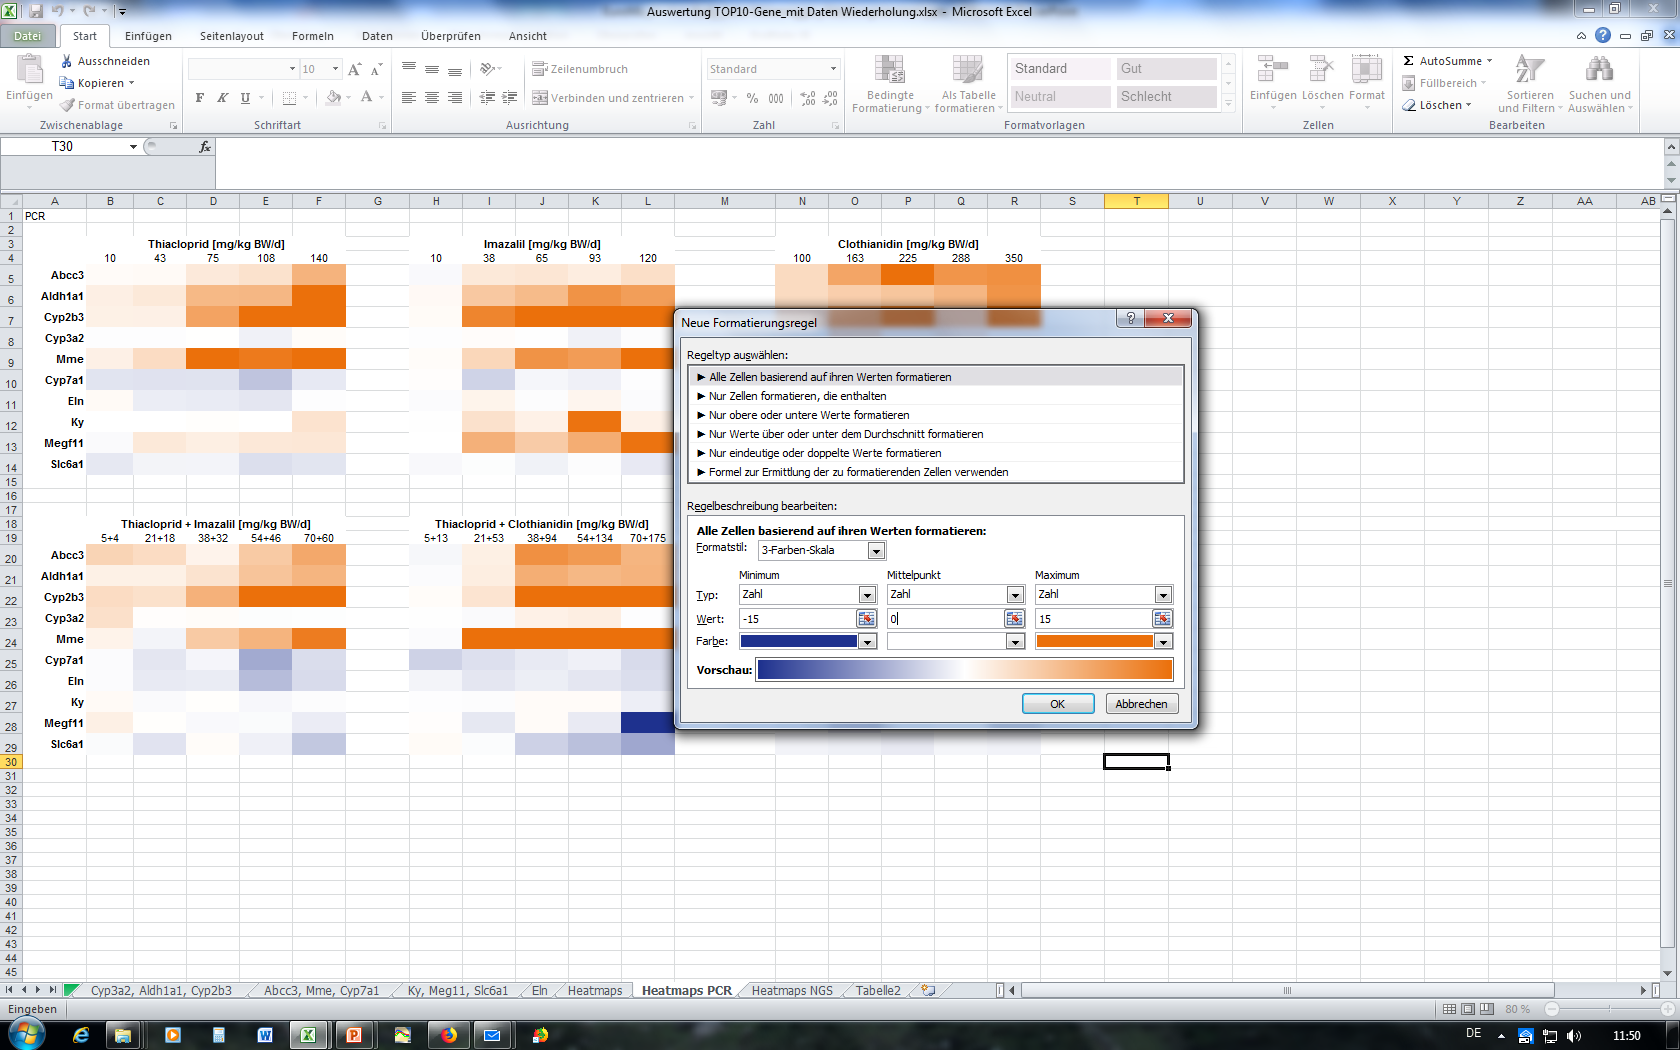

**-15**

**40**

**Fold change**

IMZ

THI

Mix

Log dose equivalents [mg/kg BW]

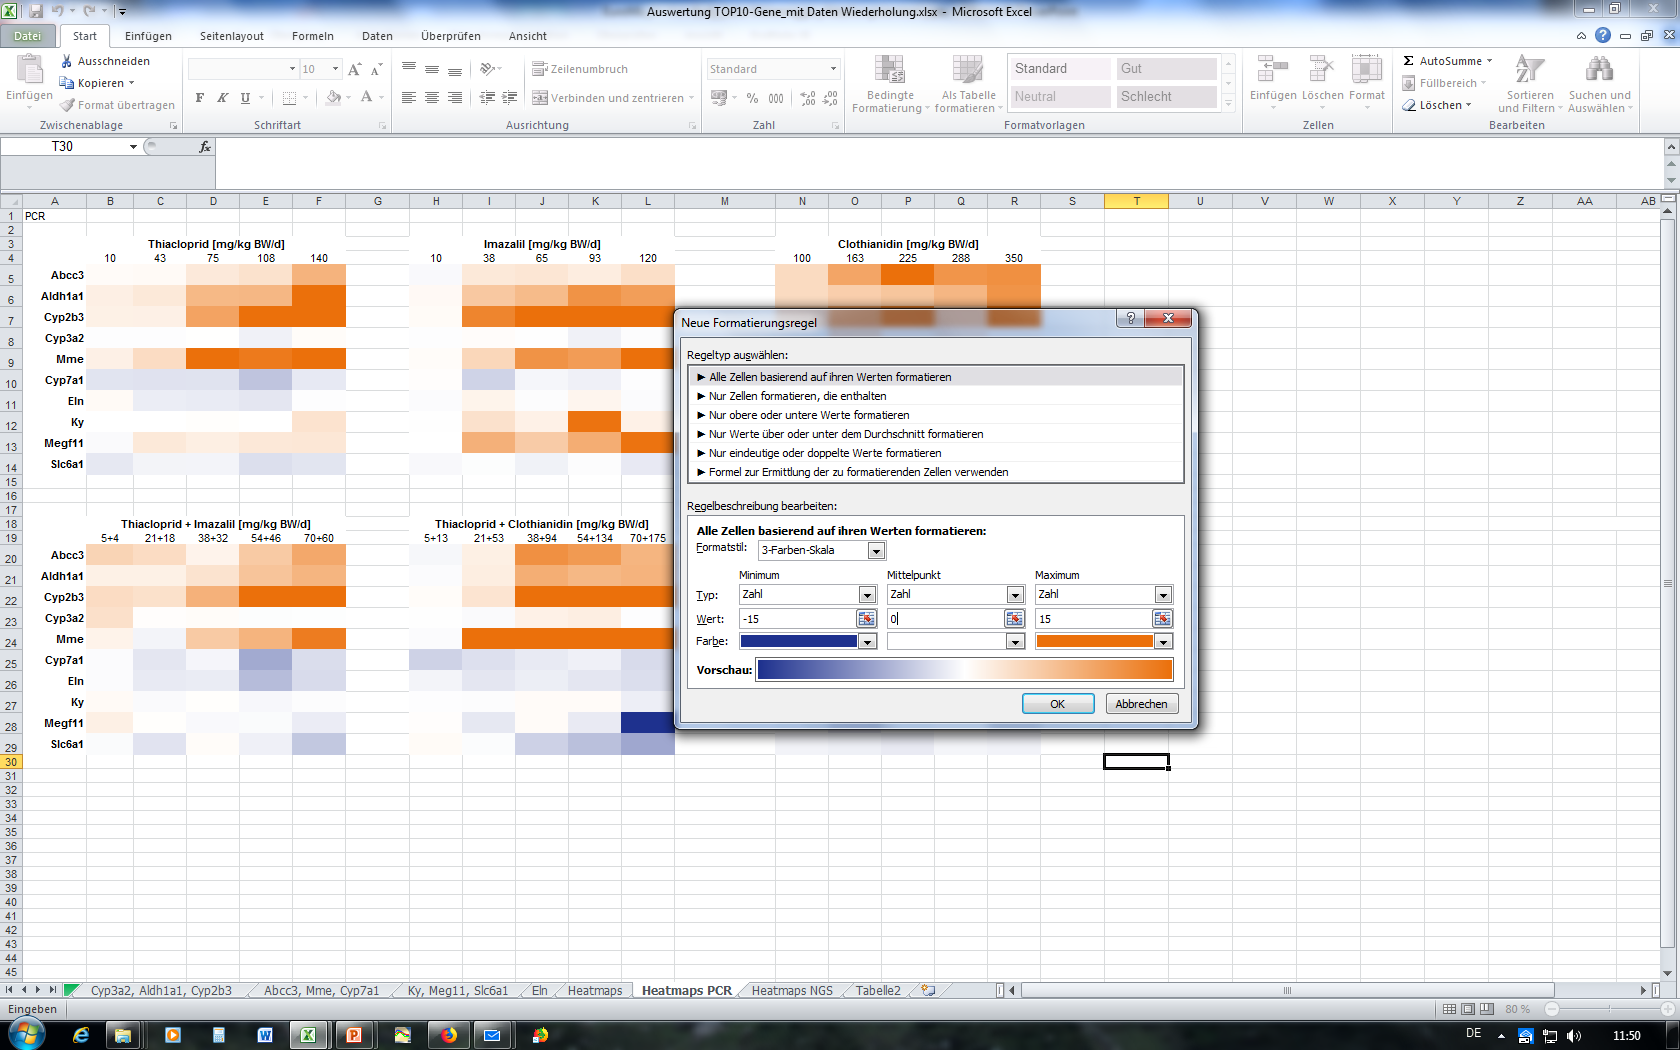

CTD

IMZ

Mix

Log dose equivalents [mg/kg BW]

CTD

THI

Mix

Log dose equivalents [mg/kg BW]

Abcc3 relative expression

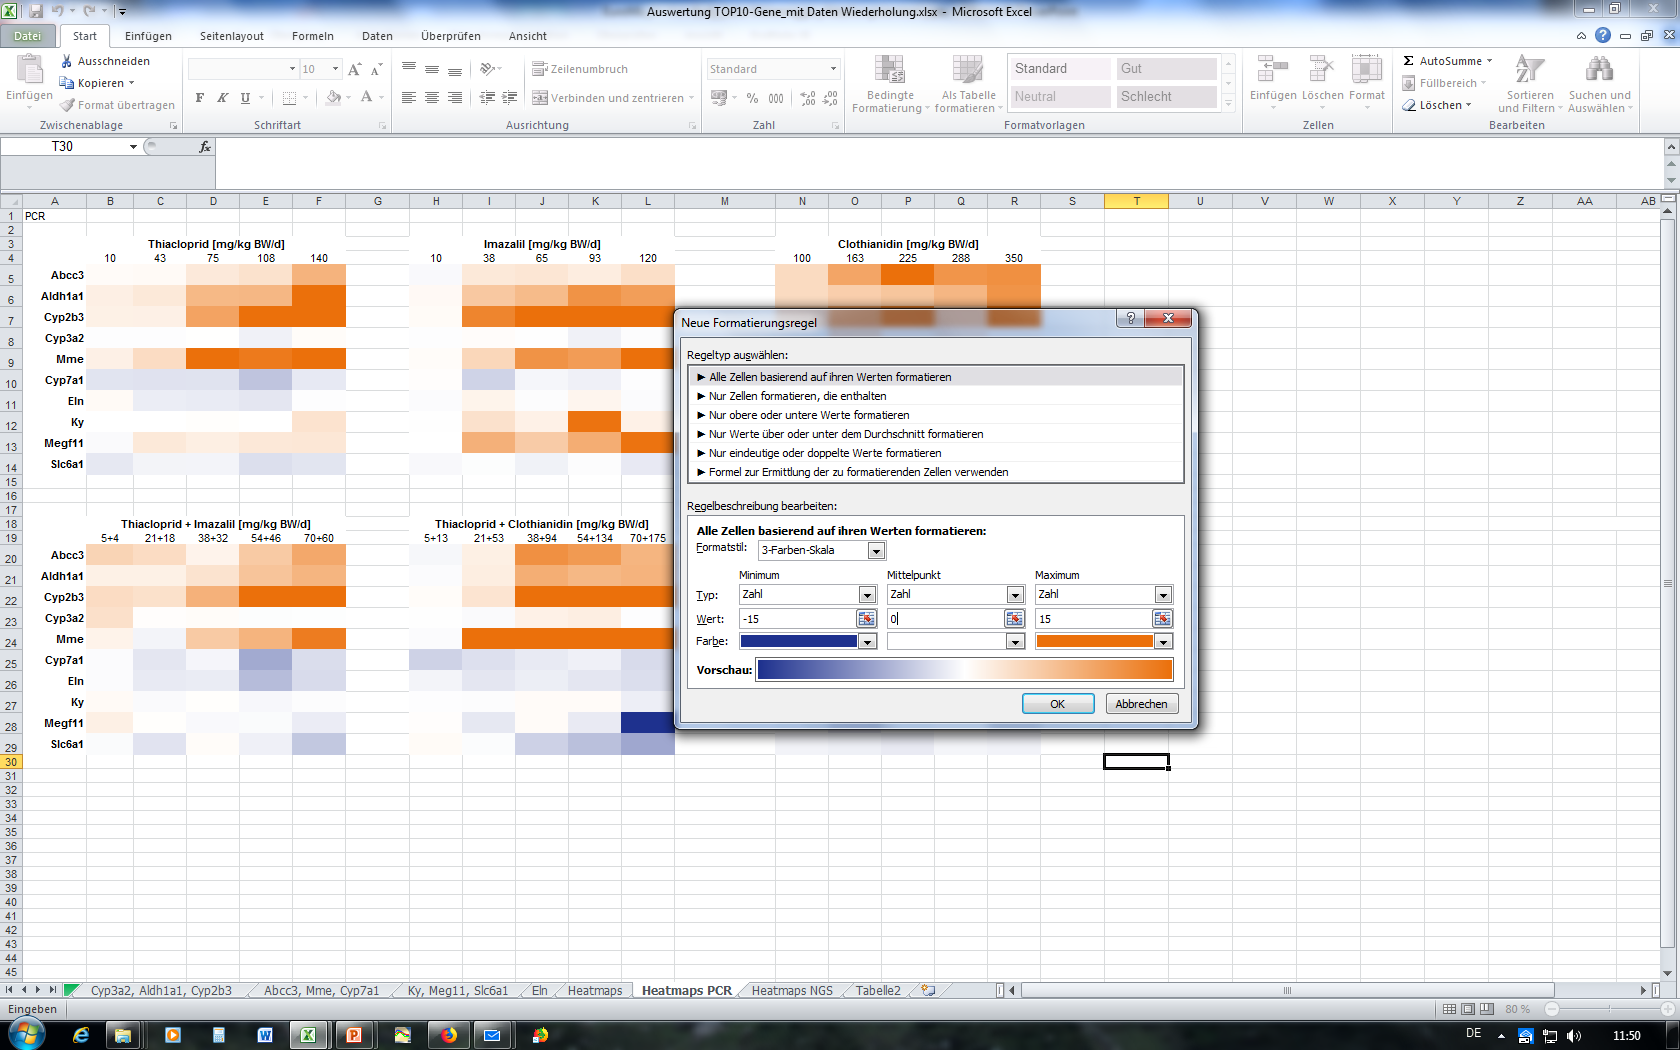

IMZ

THI

Mix

Log dose equivalents [mg/kg BW]

CTD

IMZ

Mix

Log dose equivalents [mg/kg BW]

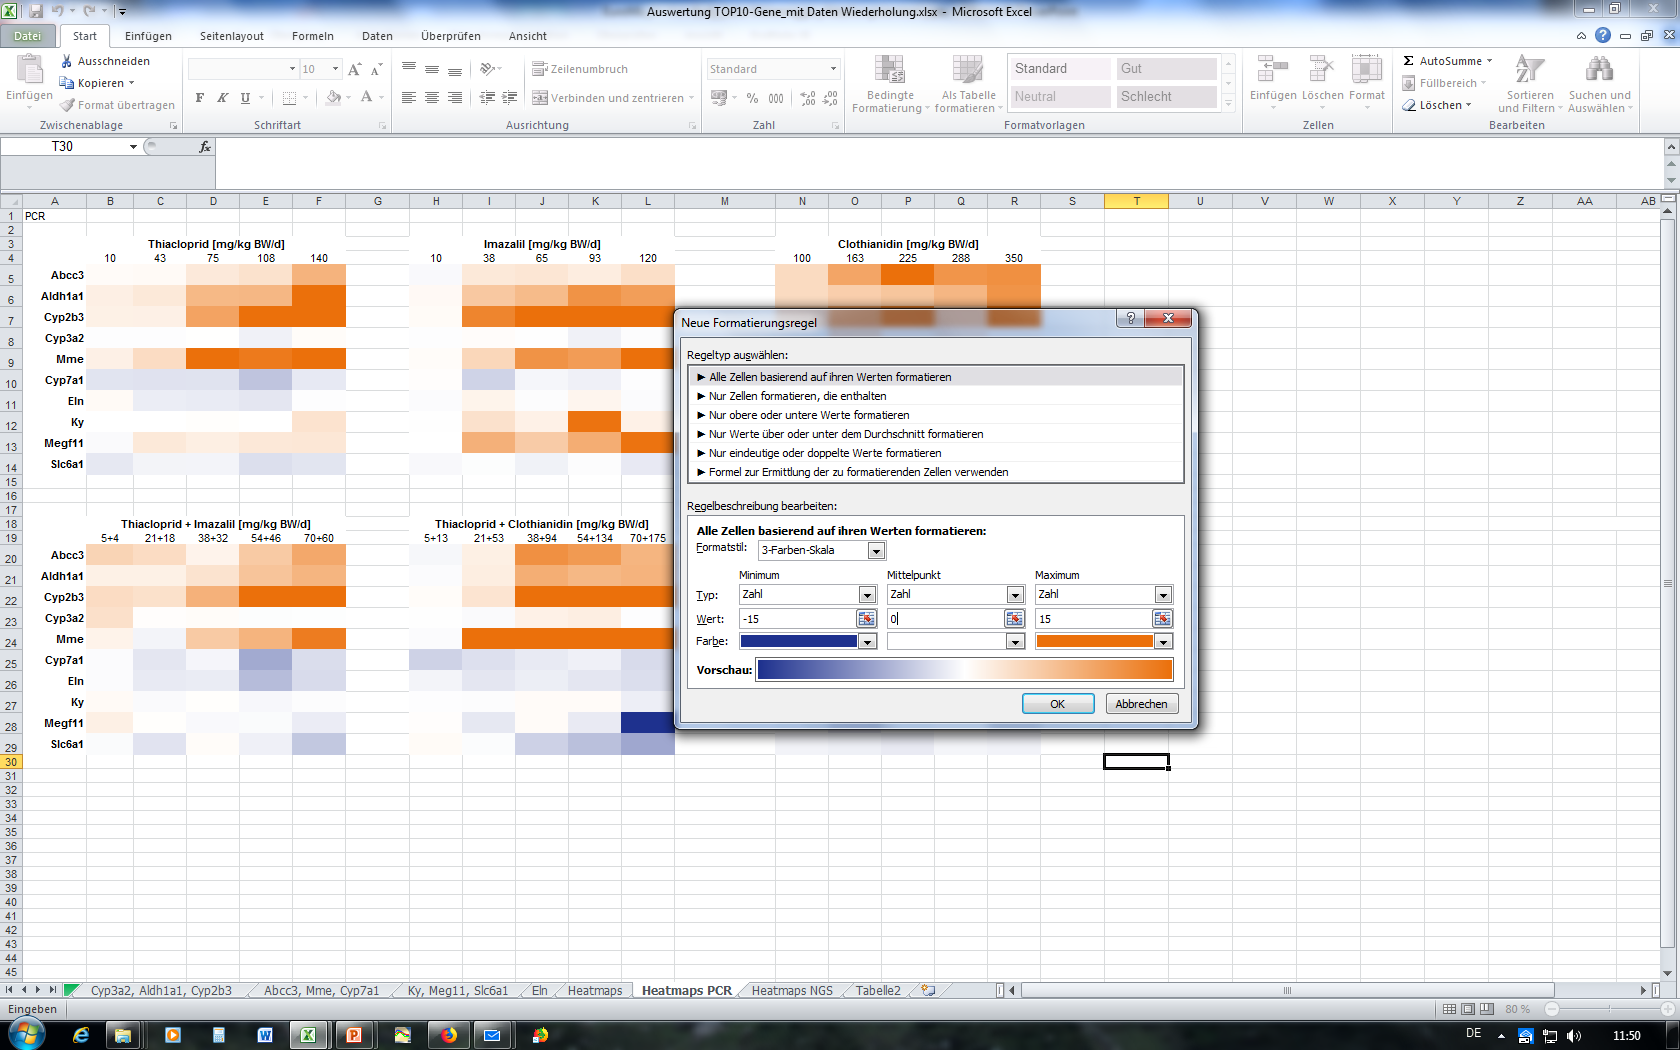

CTD

THI

Mix

Log dose equivalents [mg/kg BW]

Aldh1a1 relative expression

CTD

THI

Mix

Log dose equivalents [mg/kg BW]

Abcc3 relative expression

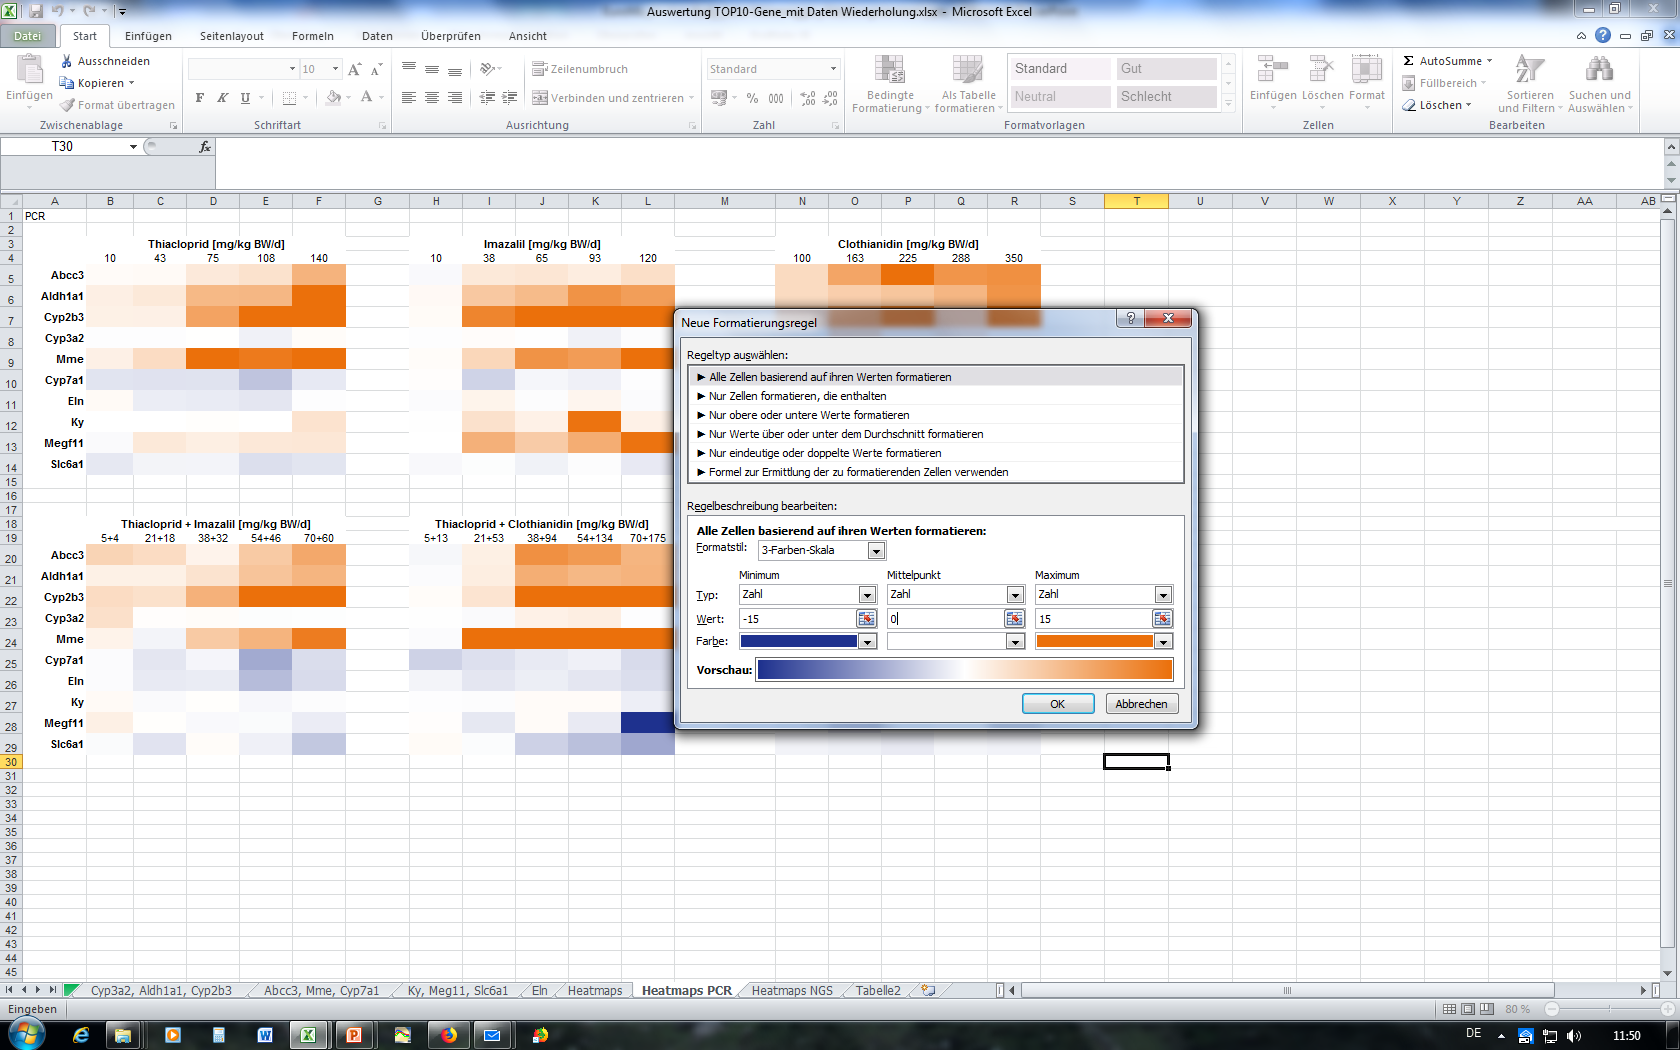

CTD

IMZ

Mix

Log dose equivalents [mg/kg BW]

IMZ

THI

Mix

Log dose equivalents [mg/kg BW]

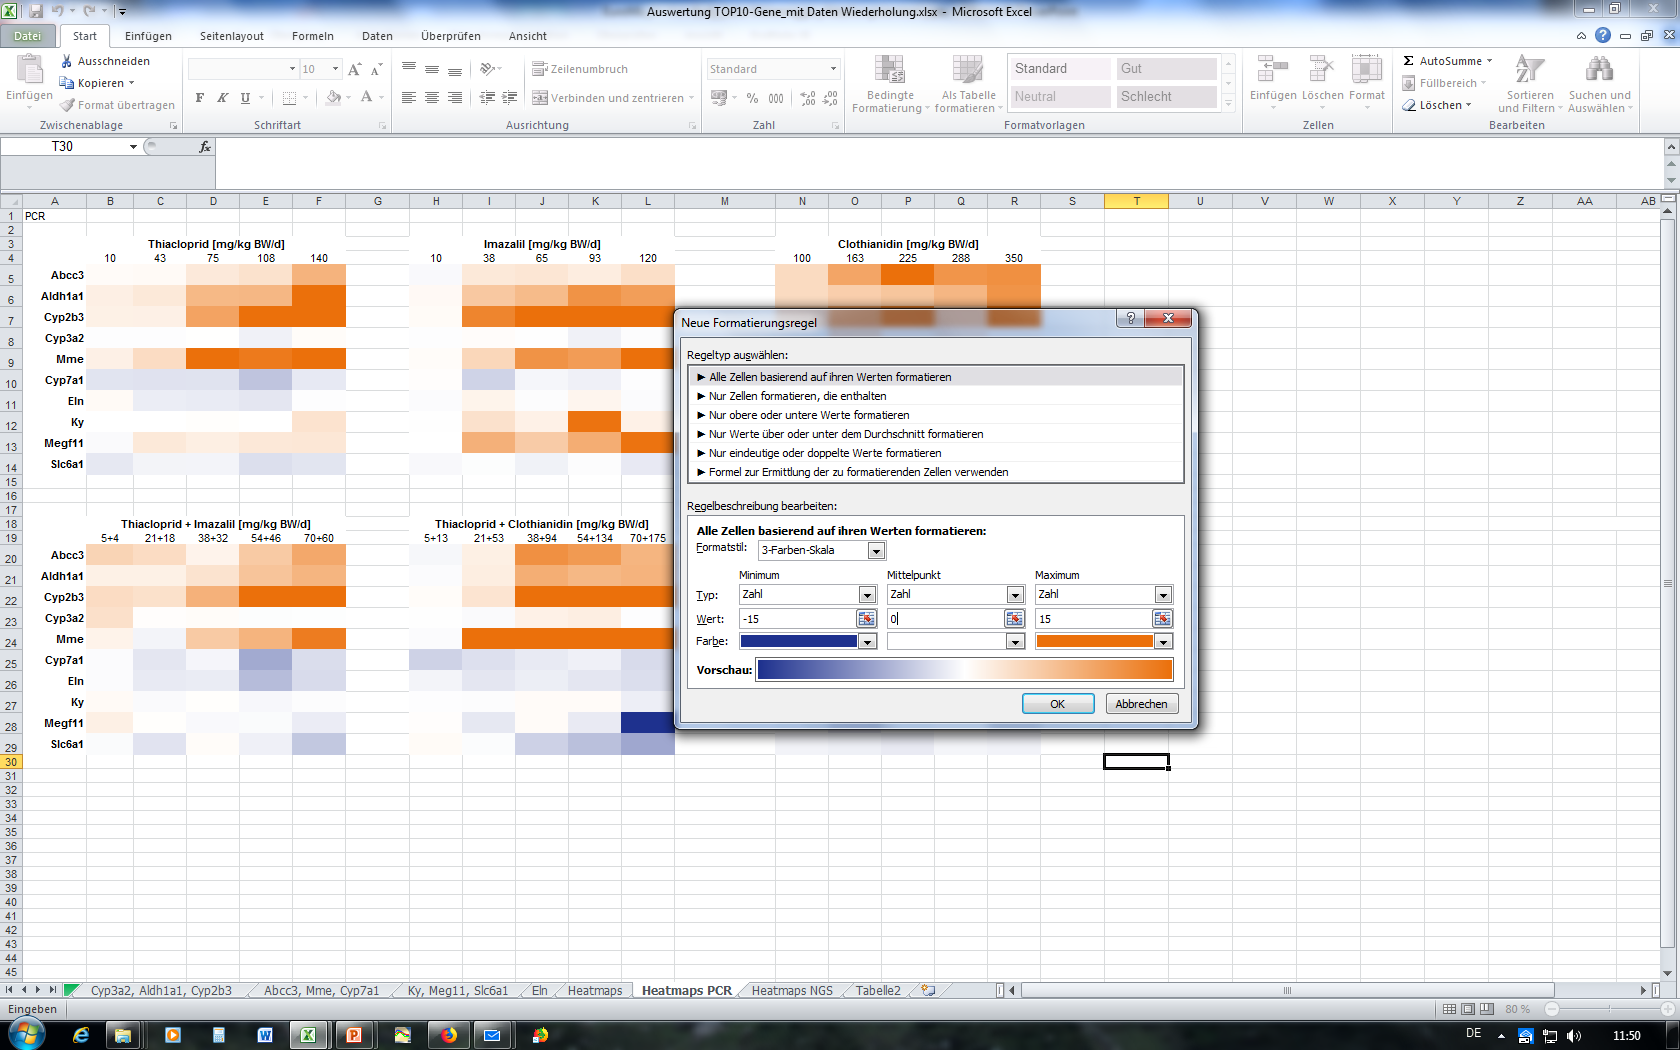

CTD

THI

Mix

Log dose equivalents [mg/kg BW]

Mme relative expression

IMZ

THI

Mix

Log dose equivalents [mg/kg BW]

CTD

IMZ

Mix

Log dose equivalents [mg/kg BW]

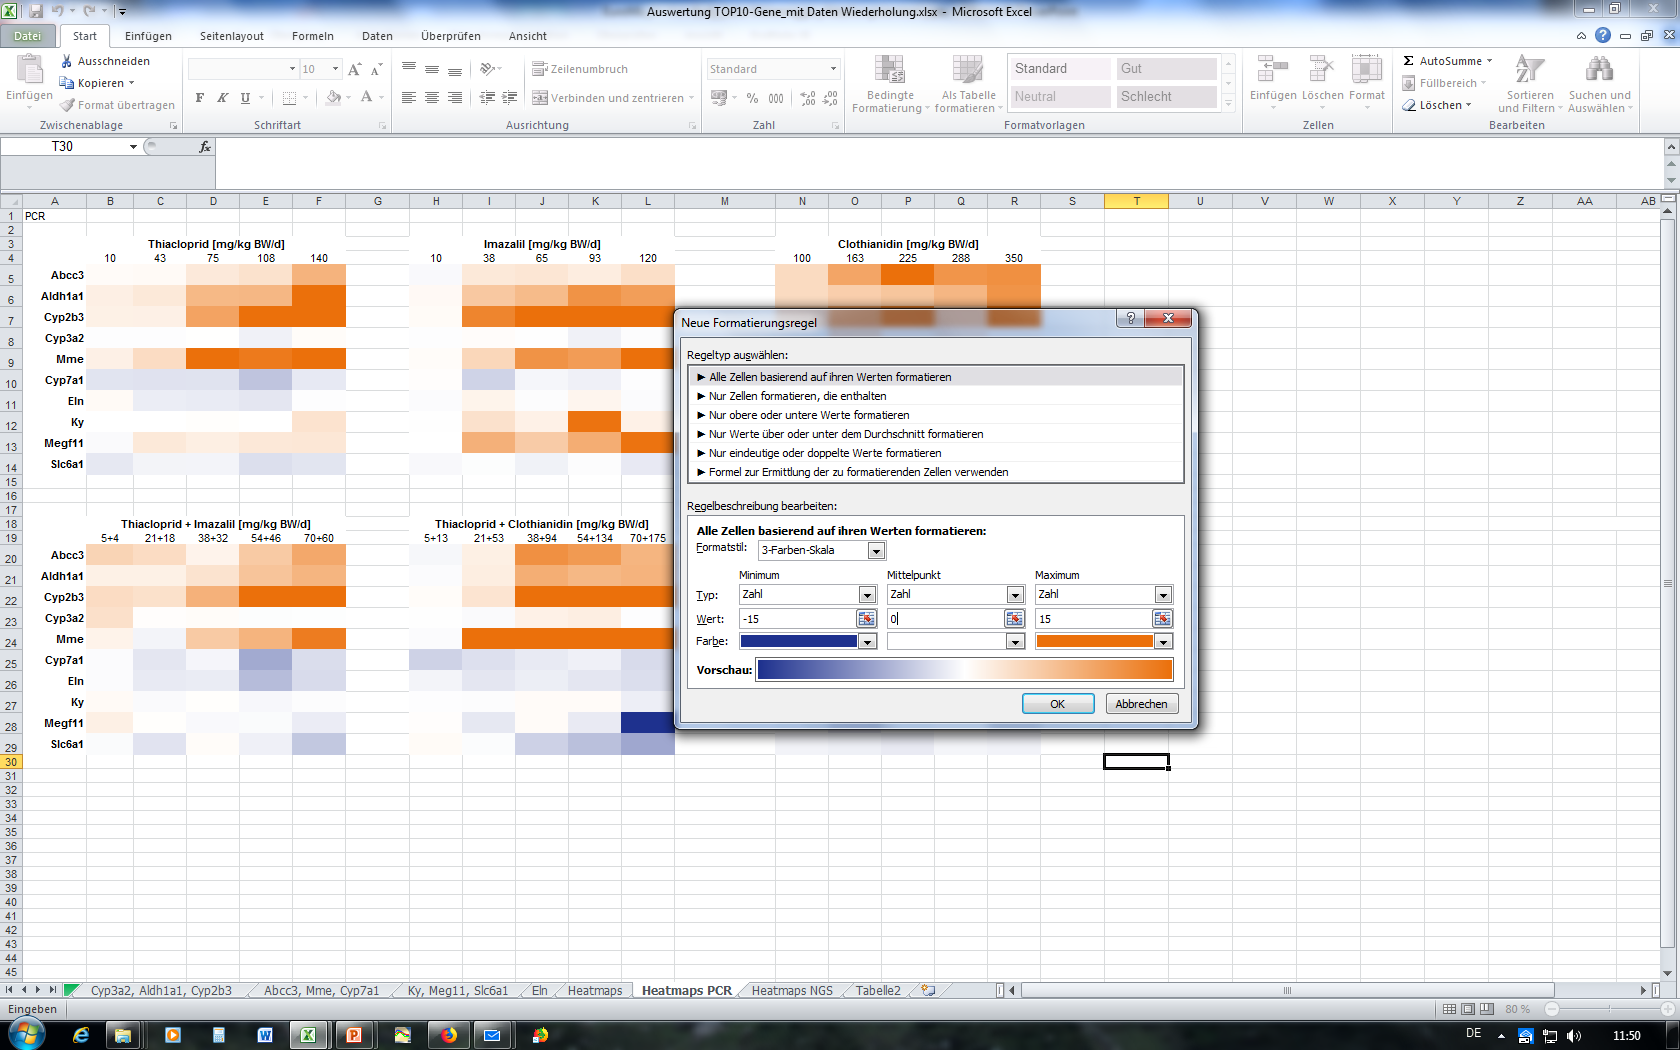

**Fig. S6 (continued)**

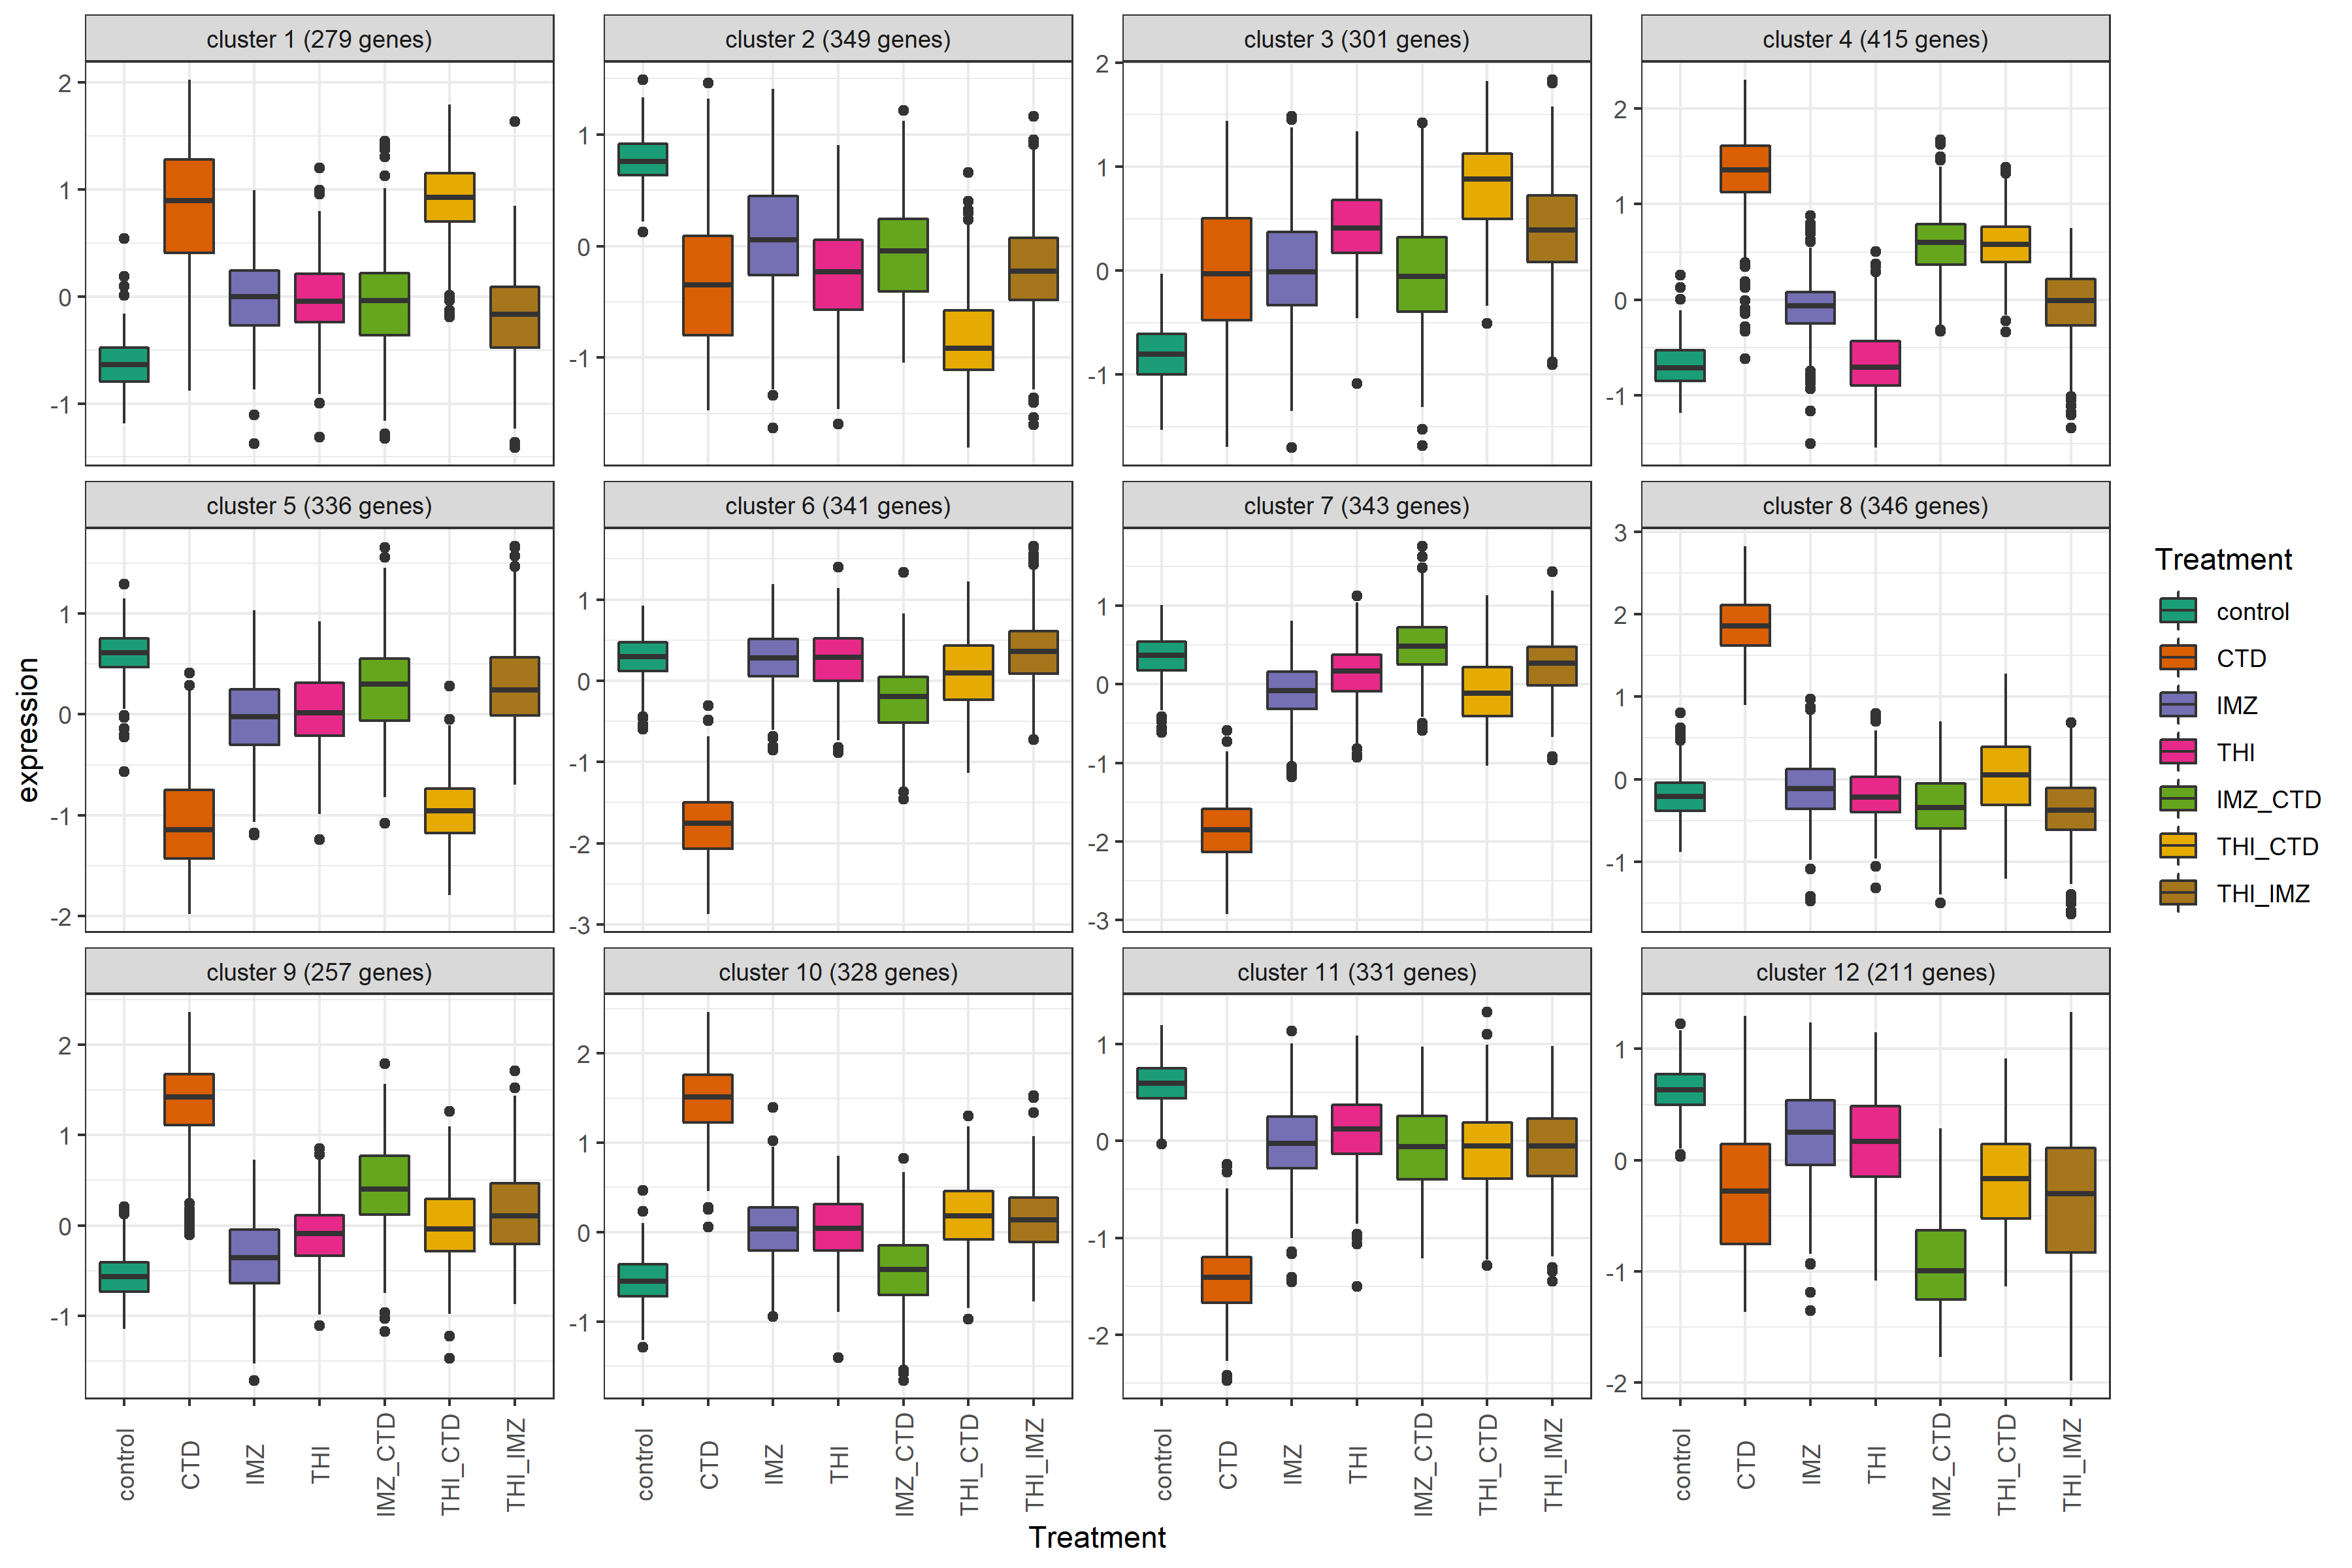

**Fig. S7** Boxplot of scaled gene expression per treatment per cluster. All 3837 DEGs were grouped by kmeans clustering into twelve clusters

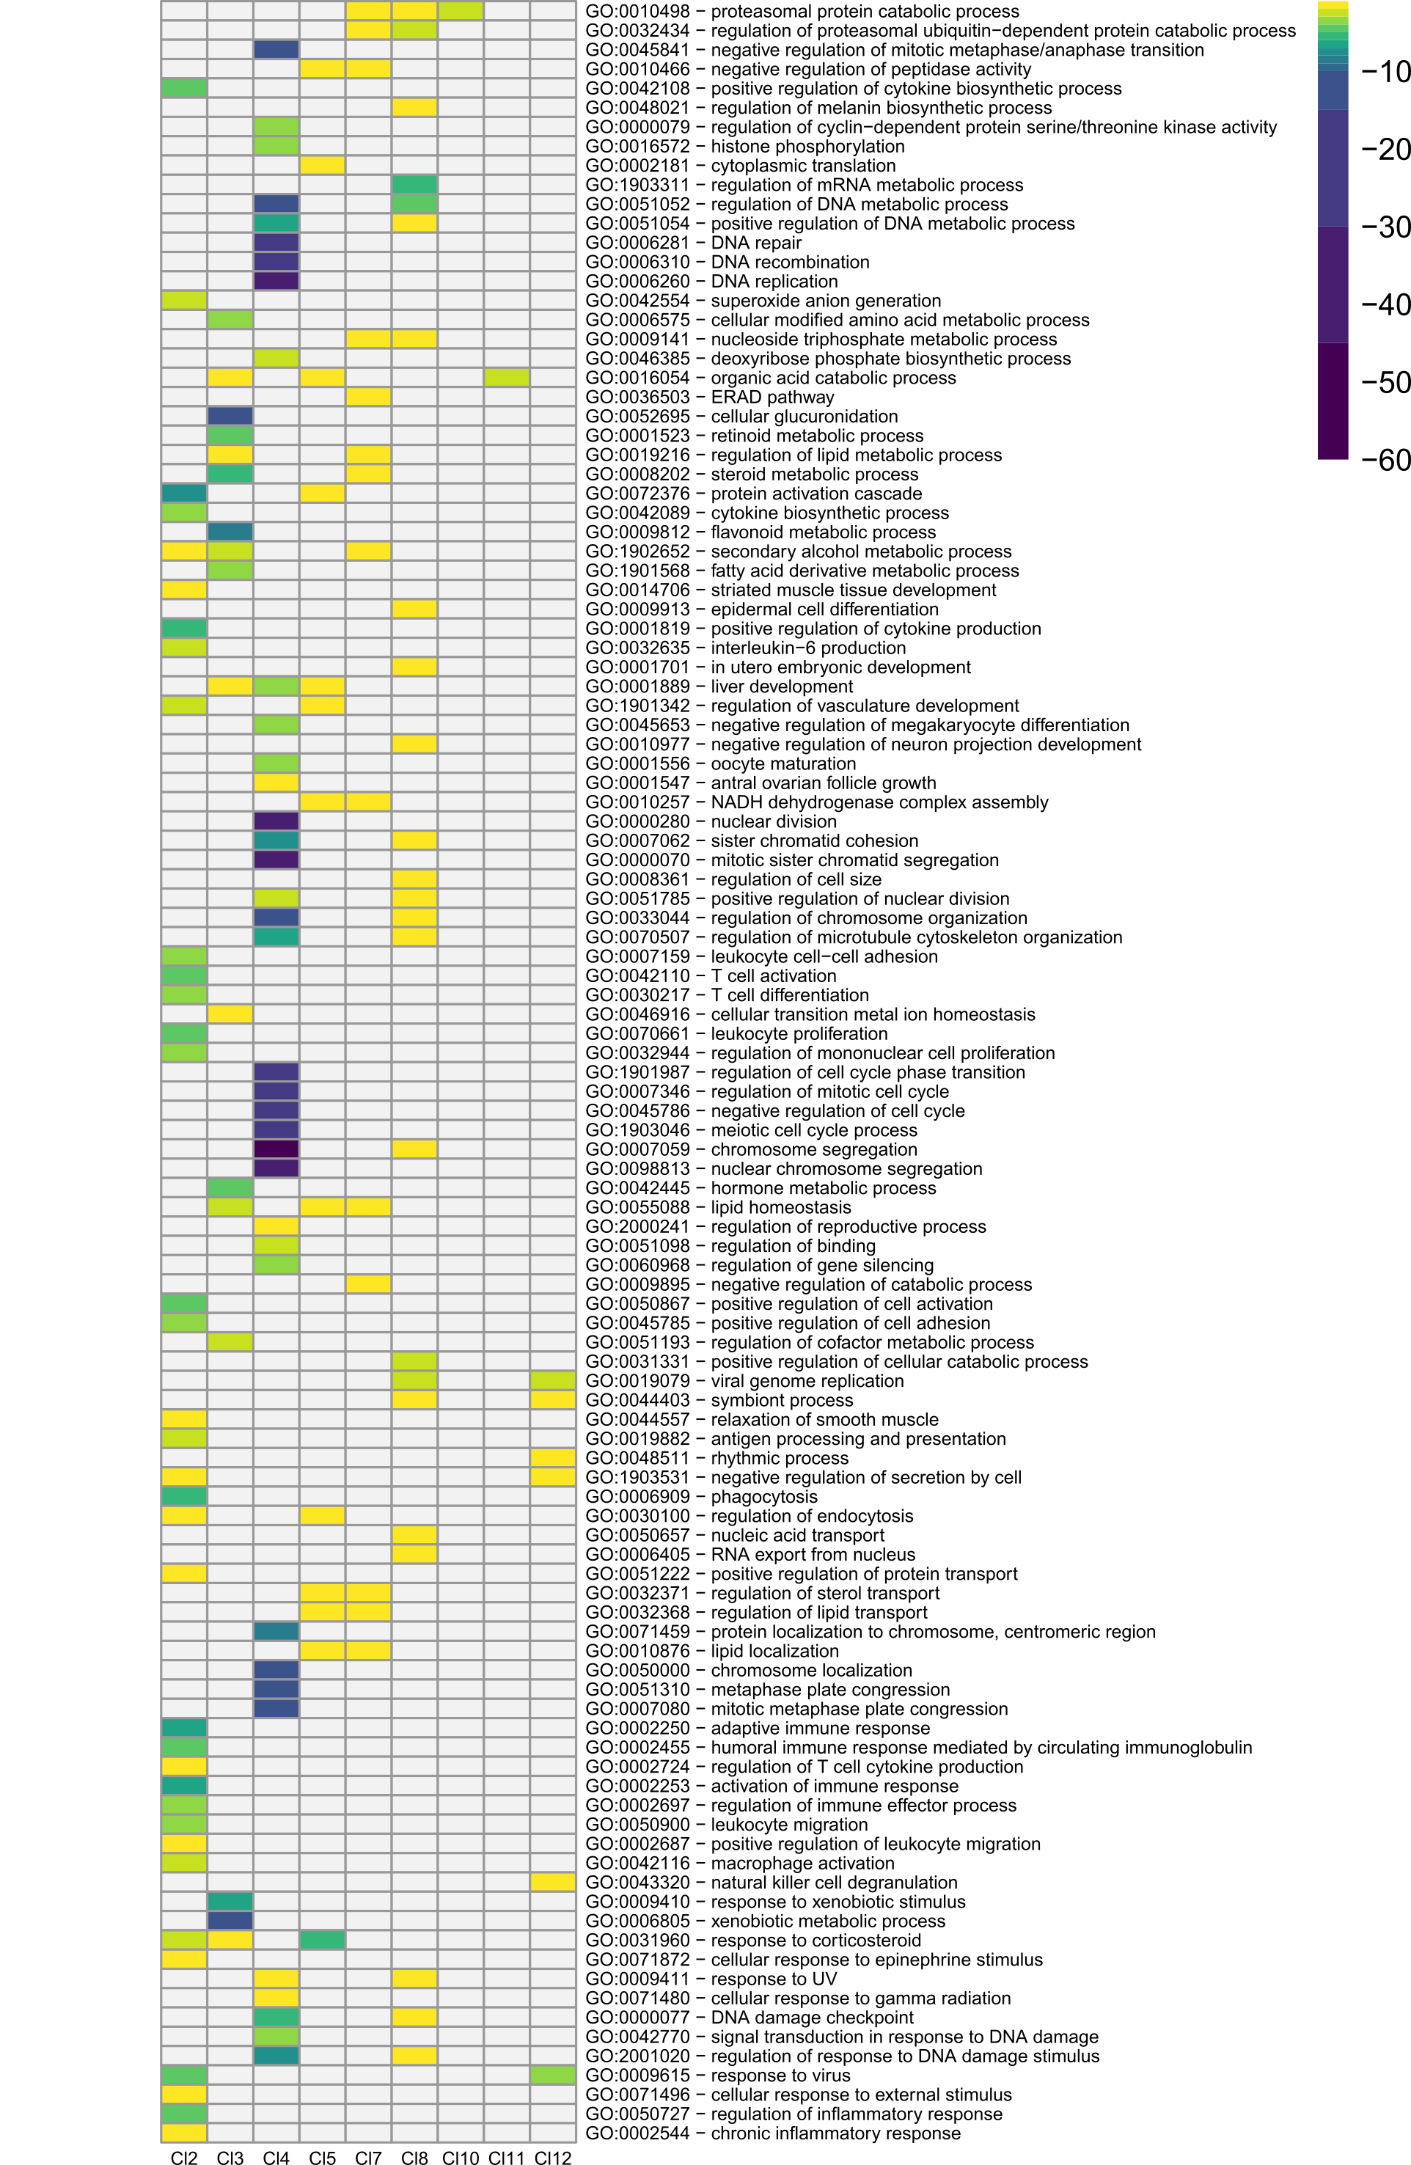

**Fig. S8** Comparison of GO enrichment within kmeans clusters. Heatmap shows selected GO terms with significant enrichment (adjusted p-value < 0.05) across clusters. Color indicates –log_10_(p-value). Cluster 1, 6 and 9 are not shown

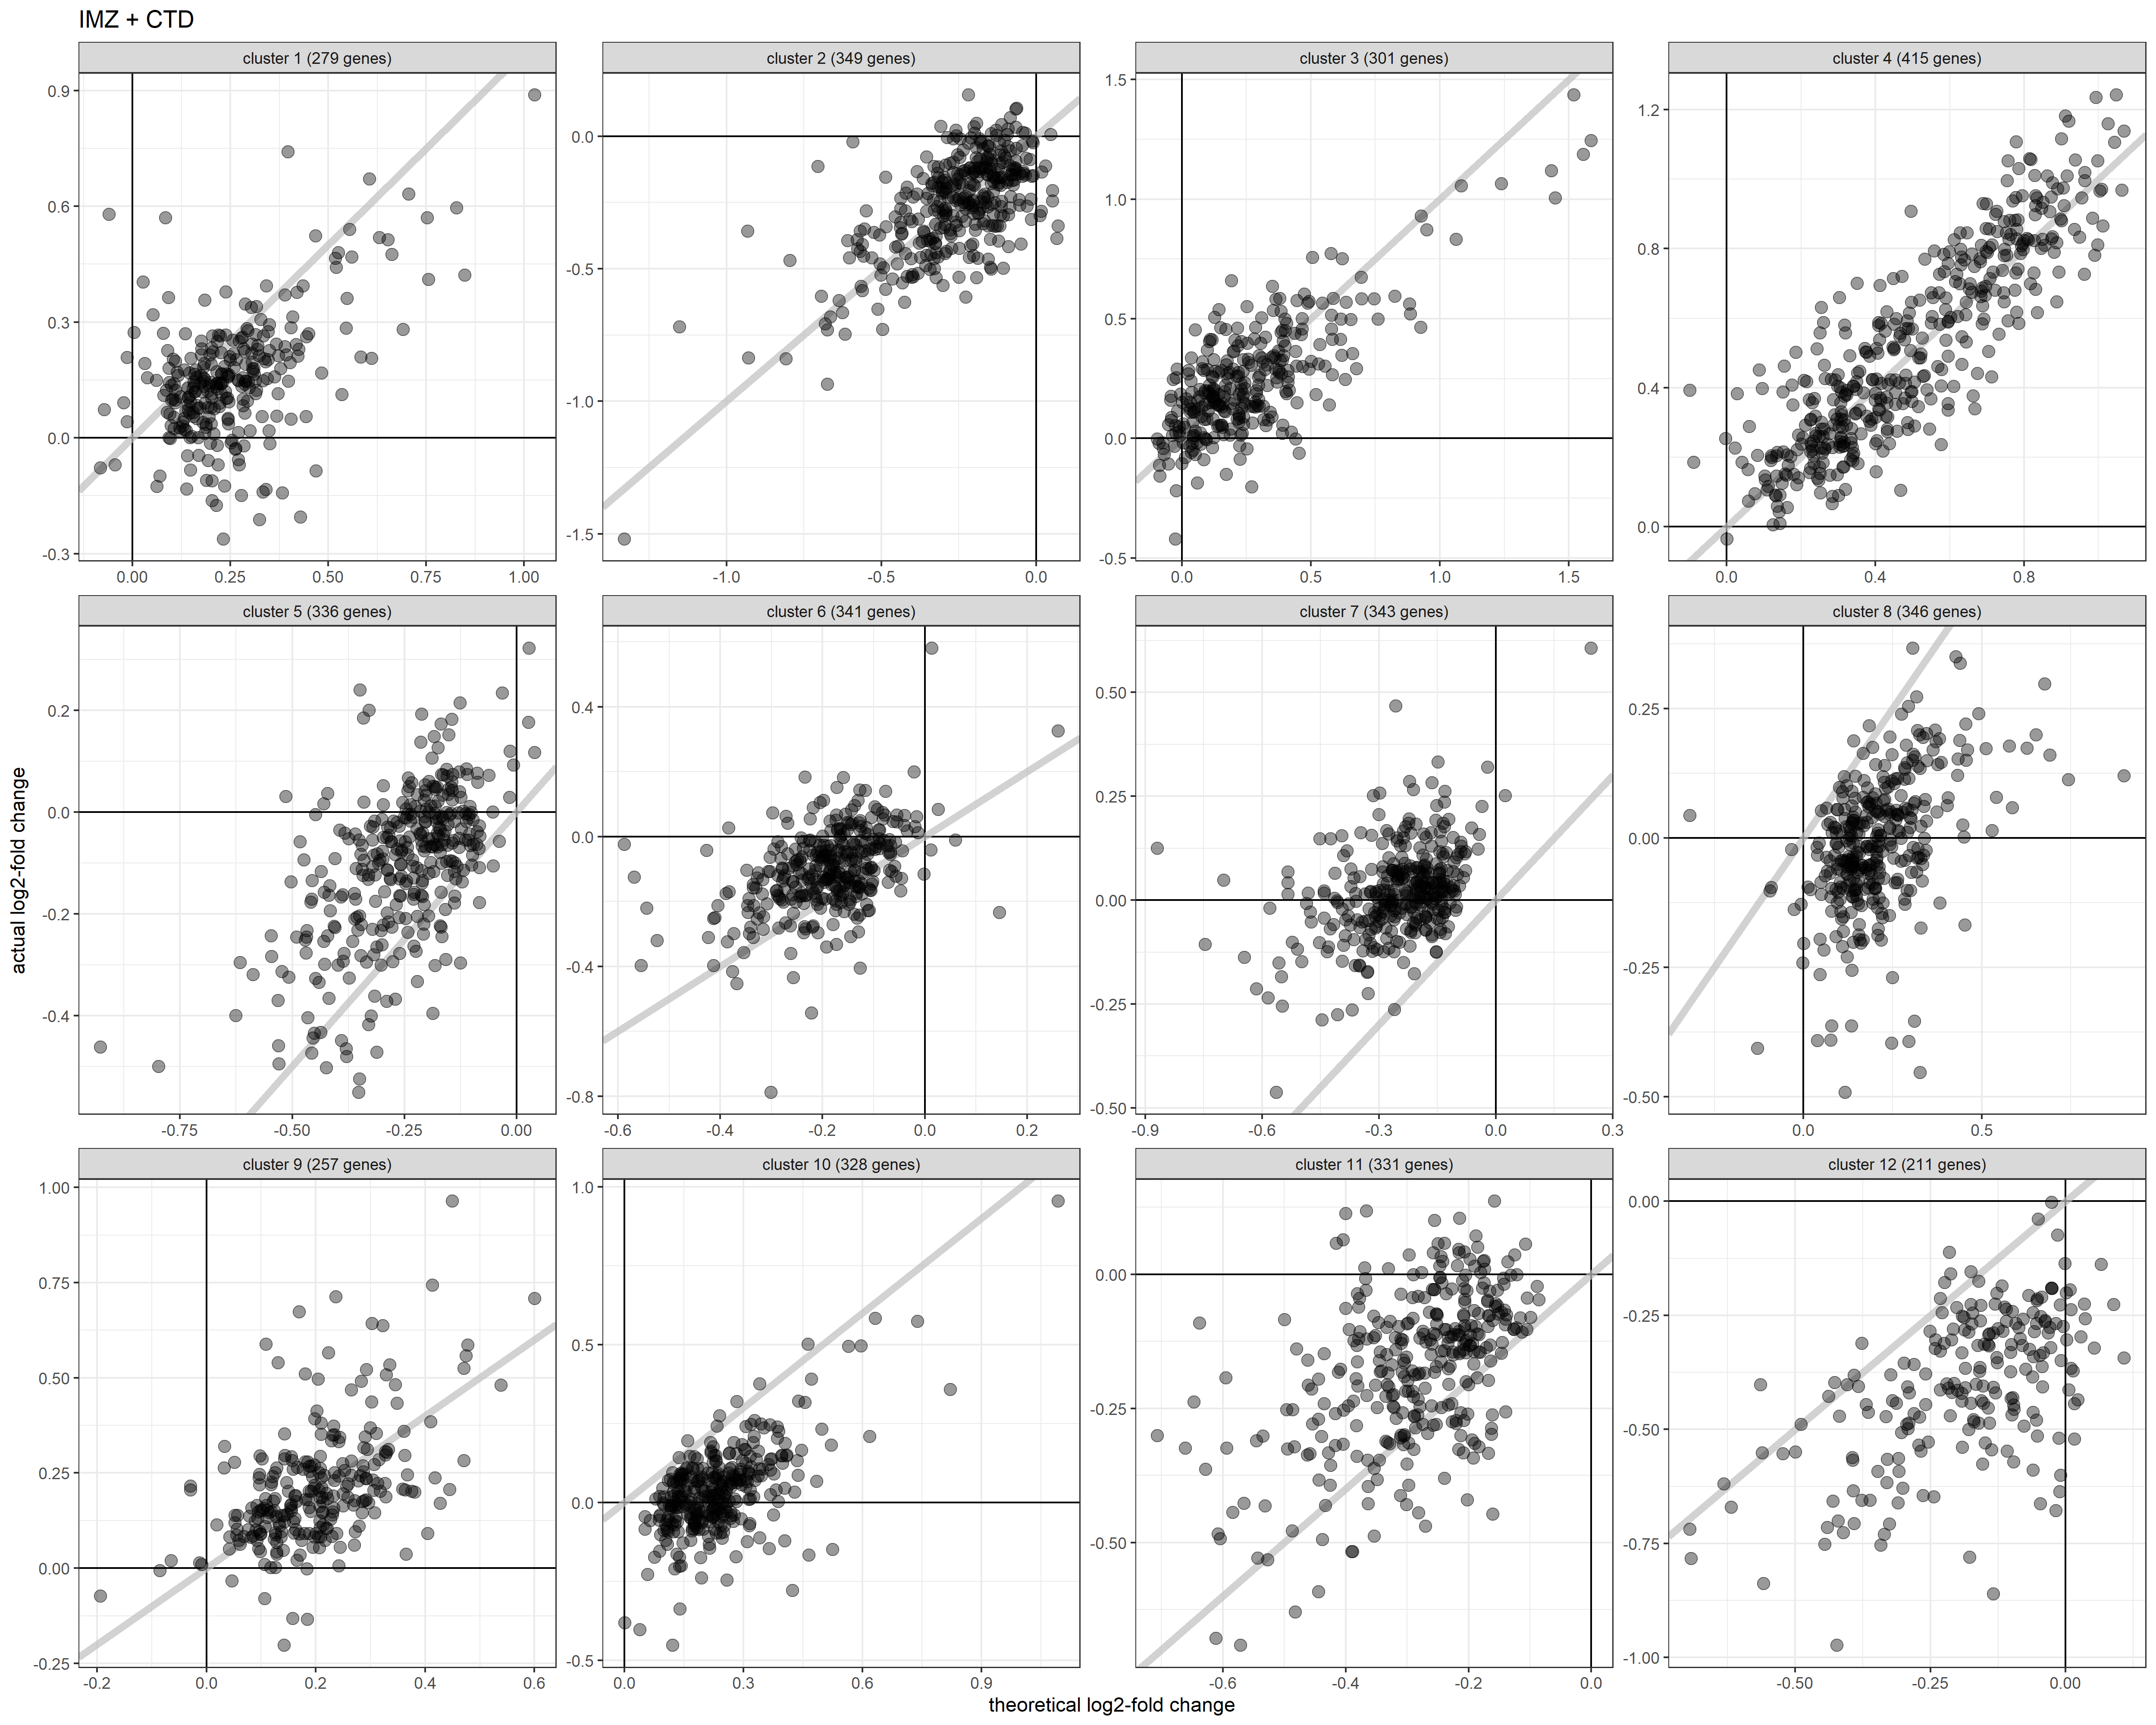

**Fig. S9** Scatterplot of actual versus theoretical log_2_-fold change for genes grouped by kmeans clustering for IMZ+CTD. Grey line indicates the theoretical additive response of mixture

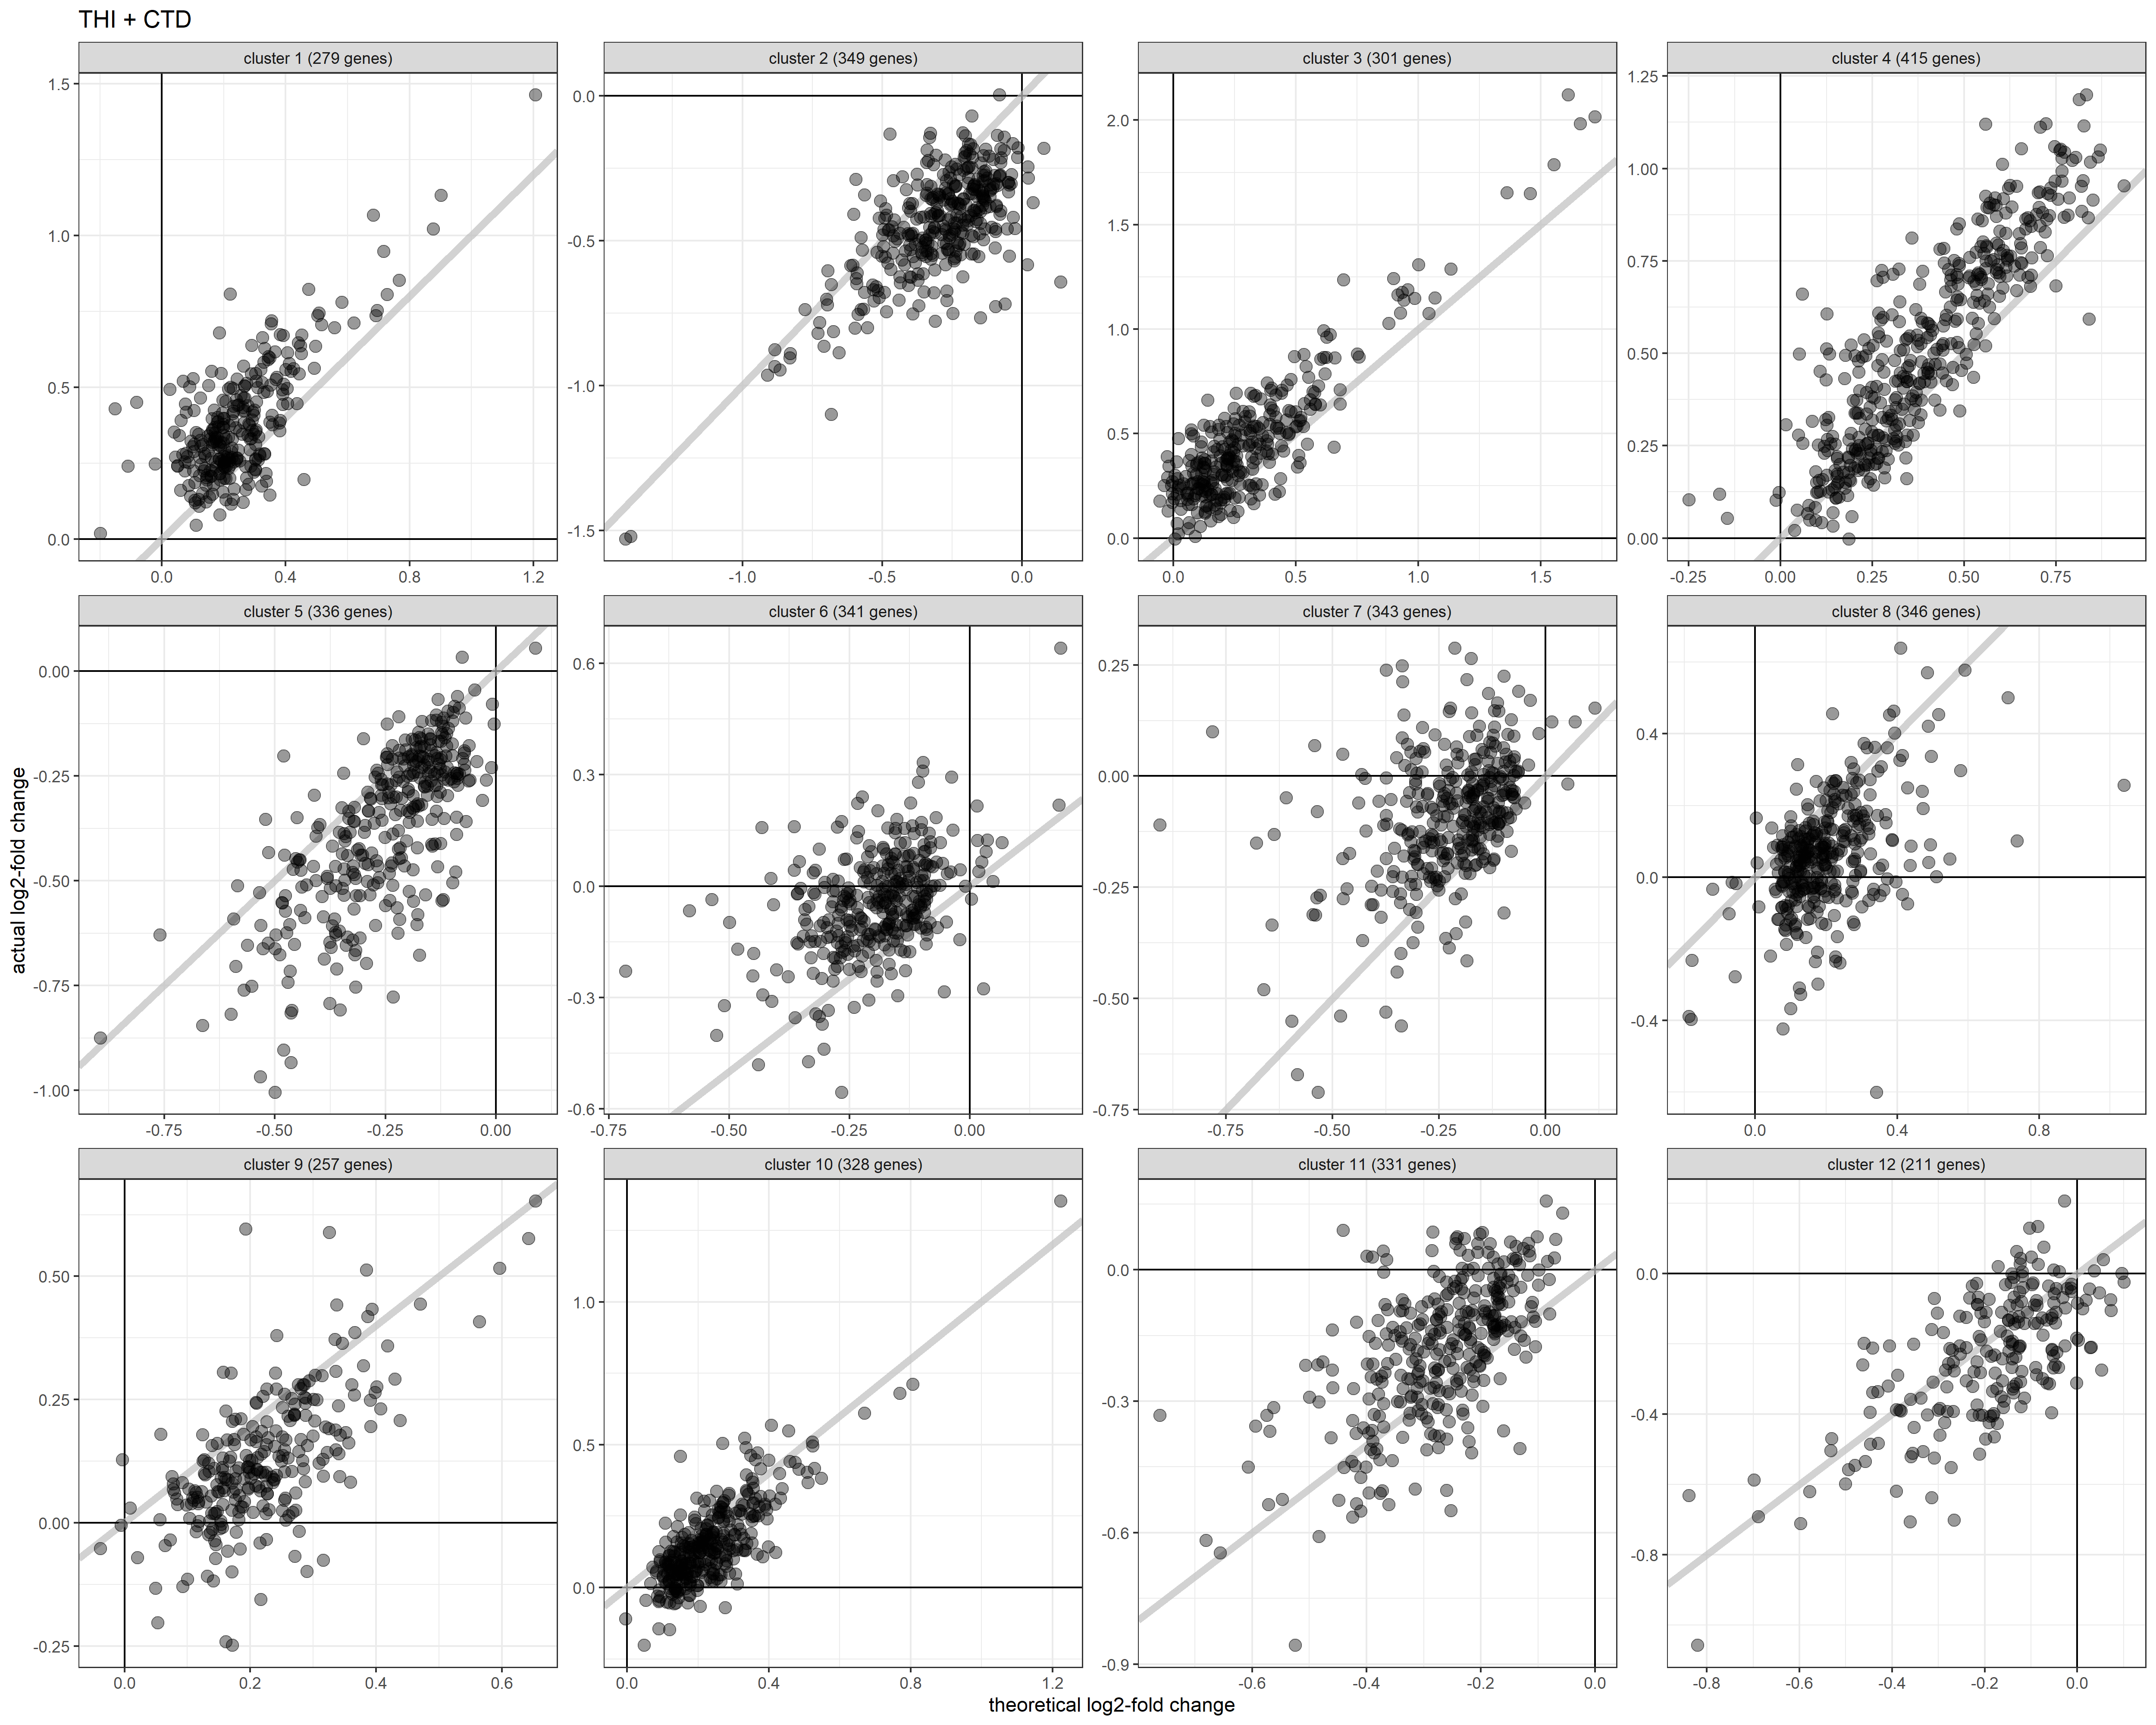

**Fig. S10** Scatterplot of actual versus theoretical log_2_-fold change for genes grouped by kmeans clustering for THI+CTD. Grey line indicates the theoretical additive response of mixture

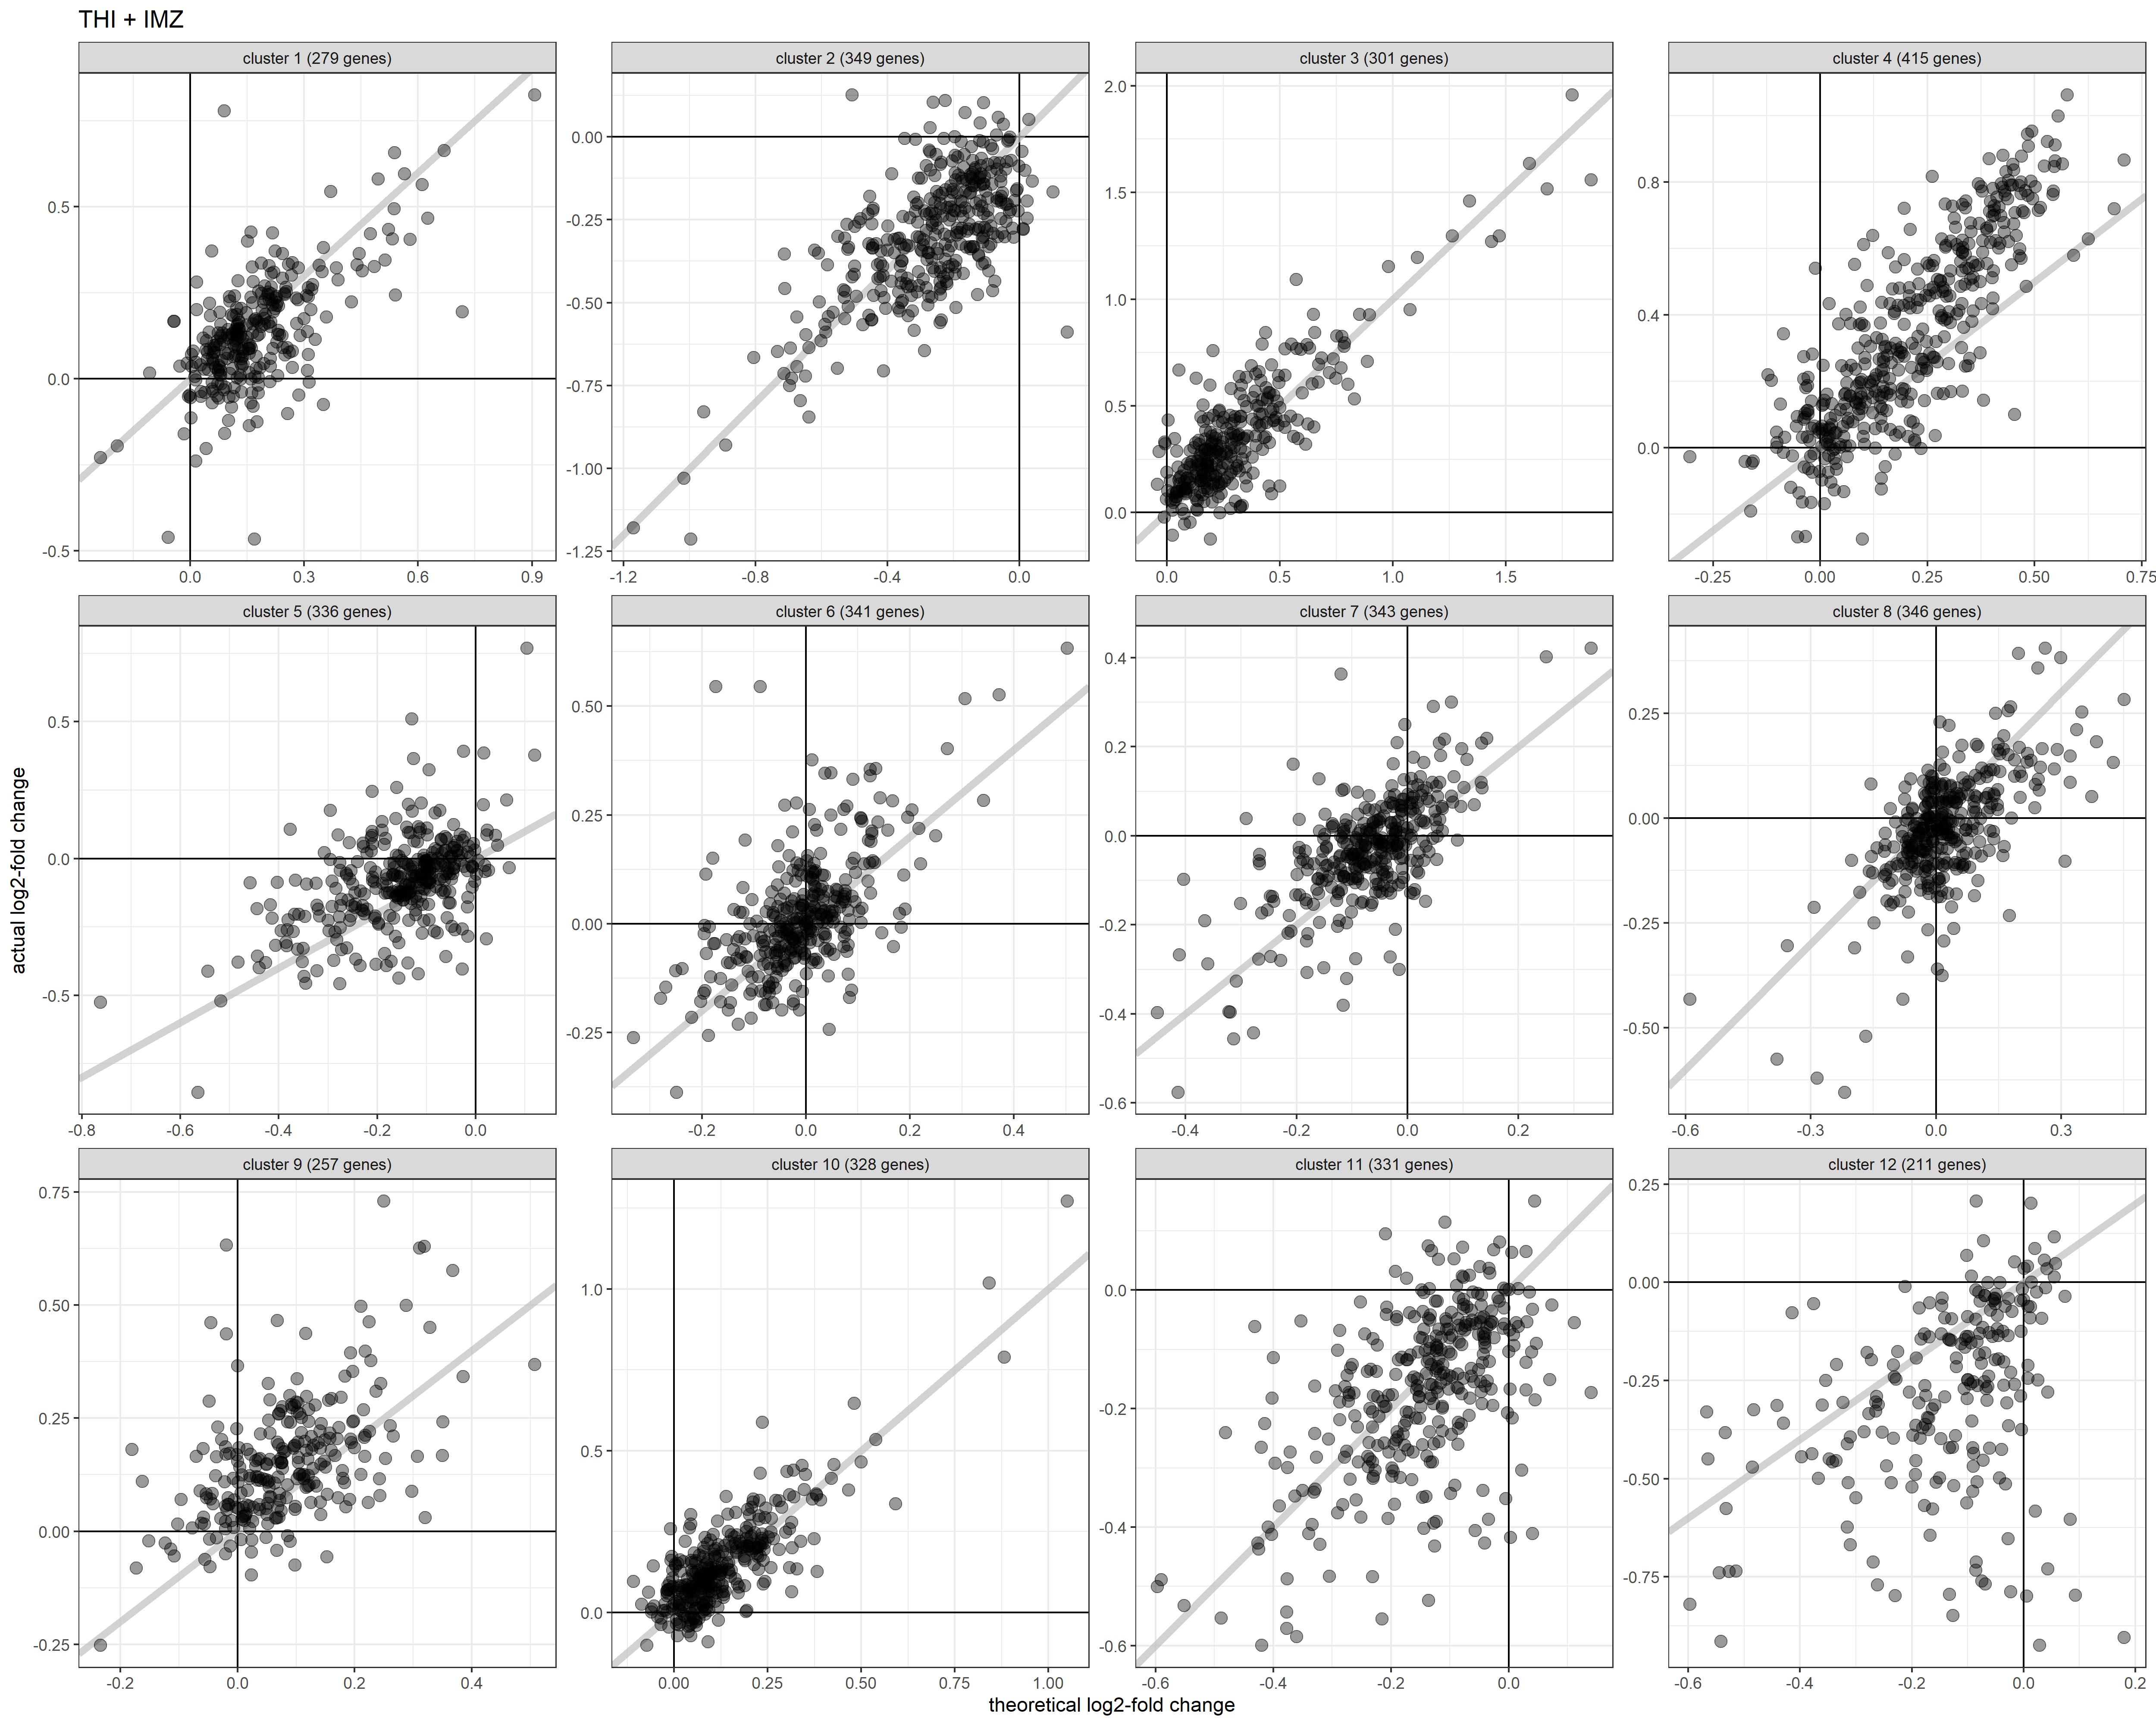

**Fig. S11** Scatterplot of actual versus theoretical log_2_-fold change for genes grouped by kmeans clustering for THI+IMZ. Grey line indicates the theoretical additive response of mixture

How the deposited data were processed for this re-analysis (not part of the article)

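The RNA-Seq samples were livers of 31 female rats treated for 28 days by gavage, with 8 vehicle controls, 3 rats on CTD and 4 rats on each of THI, IMZ, THI + IMZ, THI + CTD and IMZ + CTD at the high dose. The authors used a stranded total RNA kit, trimmed adapters with Skewer, mapped paired-end reads to Rnor_5.0 and counted reads per gene with STAR. The deposited count table holds their counts for 26312 Ensembl gene identifiers, as whole numbers without normalization. The second deposited table holds a signal, the counts of the 19904 genes with a sum of at least 2 counts, each divided by the DESeq2 size factor of its library. Both were checked against each other and against the library totals in the paper's Supplementary Table S1. Only the counts were used for tests. Each column was assigned to its group and replicate number from the sample labels. Symbols are those of the count table, and older symbols were looked up for genes the paper names in another form. Positions on chromosomes are not given, as a gene annotation for Rnor_5.0 was not used here. Results for some single genes are not reported here.

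Library totals ran from 31.8 M to 101 M counts with a median of 41 M. A log2 fold change of 1 added to simulated counts of the same depth and spread was recovered in 88% to 97% of the genes changed, and one of 2 in 97% to 100%. The pipeline was tested on simulated data in which 200 genes were changed per treatment. It recovered 93% to 98.5% of them with 3 to 12 false calls, 93.5% to 97.5% of genes set off the dose-weighted sum, and 100% of gene lists. In all these simulations the changed genes were drawn from well covered genes only, and genes varied independently of each other. The recovery therefore does not apply to genes with few counts or to lists of correlated genes. The intervals of single counts were not needed, since all values are group means with the spread among rats.

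Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes with a sum of at least 2 counts were kept, counts were normalized with TMM, and dispersions were estimated in 1 model with a mean for each of the 7 groups. The quasi-likelihood test (the older of its methods, the default of this version) was used for the 6 treatments against control. For each mixture a further contrast set its log2 fold change against the dose-weighted sum of its compounds, with weights of 0.5 for THI and IMZ and 0.47 for CTD. p-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. The SE is the log2 fold change divided by the square root of the F statistic. Principal components were computed on counts transformed by DESeq2 1.42.0, centered and pareto scaled. The separation of groups was tested by enumerating all regroupings of the rats. K-means used 12 centers, 50 starts and seed 1. Log2 CPM used a prior count of 2. Python with numpy, pandas and matplotlib prepared the tables and drew the plots.

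Gene lists written before the data were examined stood in for GO terms and IPA, whose tables were not used here. There were 28 lists, tested with camera of limma 3.58.1 (correlation 0.01) in 6 comparisons. They cover targets of CAR and PXR, NRF2, AHR, PPARA and p53, genes of cell division, DNA replication and DNA repair, clock output genes named by the paper, clock genes that peak with Dbp or with Arntl, and immune response genes. Further lists hold markers of Kupffer cells, T and NK cells, B and plasma cells, stellate cells and fibroblasts, sinusoidal endothelial cells, red blood cells, pancreas and hepatocytes, and genes of bile acid and cholesterol synthesis, lipogenesis and feeding, fasting and gluconeogenesis, and the acute phase. The remaining lists hold the genes named in Fig. 5, labeled in Fig. 8a, shown as circadian in Fig. 8c and given in Table 2. Of the 66 pairs past the threshold, 54 were also past fry and 27 past camera with an estimated correlation. The means of each list per rat were compared with control by an exact permutation test over all regroupings, in both directions, with Benjamini-Hochberg adjustment over all pairs of list and comparison.

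The genes named in the text are those the paper names, and per treatment the 2 genes with the largest and the 2 with the smallest log2 fold change among genes with a symbol, an adjusted p under 0.05, an average log2 CPM above 0, and all treated rats beyond all controls on the same side. This rule was fixed before the data were examined. It gave Cyp2b1 and Cyp2b2 in all treatments, Cyp7a1 and Ky in THI and THI + IMZ, Glb1l2 and Megf11 in IMZ, Nov and Ky in CTD, Scube1 and Nov in THI + CTD, and Megf11 and Usp2 in IMZ + CTD.

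The alternatives tried were the size factors of DESeq2, its Wald test without and with shrinkage of fold changes, the filter of edgeR by expression (filterByExpr) and no filter, a fit of only the groups compared, a block for the replicate number, counts thinned to the smallest library, exact dose ratios as weights, fry, camera with an estimated correlation, other scalings for the principal components, and another seed, 10 centers and log2 CPM for k-means. Each of the 31 rats was left out in turn. Chosen after the data had been seen were the newer quasi-likelihood method of edgeR, the share of uniquely mapped reads as a covariate, k-means on the DEGs of DESeq2 with shrinkage, and different controls to choose and to measure the genes found only in a mixture. The filtering target of DESeq2 was not set beforehand. It was first 0.05 and was then set to the default of 0.1 after results of both had been seen. Both are given in the closing section. IPA, PROAST and GO enrichment were not repeated, and the dose-response qRT-PCR of the lower doses was not analysed here.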

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

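Of the tests in this part, the immune cell lists for THI + IMZ were looked at only after the result was seen, and the rule by which the red blood cell list is judged for IMZ was made more cautious after a first output was seen.

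In 27 measures, each group of 4 to 10 rats was searched for a rat far from the others, which gave 162 groups. 13 groups had such a rat. At the rate of 1 in 20 of the rule used, 8.1 are found by chance, with a range of 3 to 14, so chance alone may give as many as 13. IMZ replicate 3 had 76.73% uniquely mapped reads, against 73% to 73.38% in the other IMZ rats. Control replicate 5 had 16.13% of its counts on Alb (others 12.14% to 13.88%) and 30.64% on the 10 most abundant genes (others 26.66% to 27.97%). On PC2, Control replicate 2 lay at -37 (others -4.1 to 20) and IMZ + CTD replicate 1 at 0.5 (others 12.6 to 14.6). In log2 CPM, Abcc3 was 4.66 in Control replicate 4 (others 2.81 to 3.46), Aldh1a1 was 8.17 in THI replicate 2 (others 8.77 to 8.84), and Megf11 was 3.02 in THI + IMZ replicate 2 (others 2.79 to 2.82). IMZ + CTD replicate 1 was low in Cyp3a23/3a1, at -2.13 (others -1.33 to -1.18), and in Mme, at 0.35 (others 2.77 to 3.17). The mean log2 CPM of the cell division list was 0.32 in THI + CTD replicate 4 (others 1.39 to 1.53), that of the clock output genes 3.93 in THI + CTD replicate 3 (others 3.63 to 3.66), and that of the genes labeled in Fig. 8a 3.18 in THI + CTD replicate 4 (others 3.29 to 3.29). No biological explanation was tested for single rats.

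Cyp2b1 was higher in all 6 treatments, and the paper's text does not name it. Its log2 fold changes were 9.02 for THI, 8.28 for IMZ, 7.13 for CTD, 8.41 for THI + IMZ, 8.78 for THI + CTD and 5.2 for IMZ + CTD. A technical explanation is that reads of its paralog Cyp2b2 were counted on it. Cyp2b1 would then be a constant share of Cyp2b2. The share was 8.5% ± 3.7 (SD, n = 8, 2% to 14.1%) in the controls, 79% ± 21.3 (n = 4) with THI, 47.6% ± 36.9 with IMZ, 52.2% ± 27.1 with THI + IMZ and 56.1% ± 21.9 with THI + CTD (n = 4 each), and lower with CTD, at 21.4% ± 18.2 (n = 3), and IMZ + CTD, at 21.6% ± 25.3 (n = 4). It was above all controls in 18 of the 23 treated rats and within their range in the rest. Reads of Cyp2b2 and an increase of Cyp2b1 itself therefore cannot be told apart for all rats, as the reads were not mapped again here. The induction of Cyp2b genes by activators of CAR, the biological explanation that the design gives through the treatments, stays open for both genes.

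The cell division genes were higher with IMZ, with a median log2 fold change of 1.25 over 30 genes, although none was a DEG over all genes (26 at an unadjusted p under 0.05). The mean of the list was beyond all 8 controls in 4 of 4 rats, with a difference of 1.12 (exact permutation test, p = 0.002, the smallest the design allows, adjusted p = 0.011). With camera at an estimated correlation it was not past the threshold (adjusted p = 0.0833). A single rat did not carry it, since leaving out each rat in turn gave a median of at least 0.99, without IMZ replicate 3. Nor did depth, since counts thinned to the smallest library gave 1.33. Precursors of red blood cells, which divide, may add to the signal. The red blood cell list had a median of 0.69 with IMZ and was above all controls in 2 of the 4 rats (exact permutation test, p = 0.046, adjusted p = 0.094), so they cannot be told apart from dividing liver cells here. Whether IMZ differs from THI in this list was not tested.

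With THI + IMZ the median of the cell division genes was 1.77. The paper reports cell division among the genes found only in this mixture. Leaving out THI + IMZ replicate 4 gave the smallest median, 0.89, and thinned counts gave 1.81, so both depth and a single rat are argued against as the whole cause, although replicate 4 carried a large part. The red blood cell list was above all controls in 0 of the 4 rats, with a difference of -0.06, which argues against red blood cell precursors. Lists of immune cells were not higher either. Their means differed from control by -0.25 for Kupffer cells (exact permutation test, p = 0.2), -0.06 for T and NK cells (exact permutation test, p = 0.81) and -0.51 for B and plasma cells (exact permutation test, adjusted p = 0.024), which gives no support to dividing immune cells. T and NK cells ran from -0.59 to 0.52 over the rats, so for them this is weak. A change by the treatment stays open.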

How the results depend on the processing

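Alternatives were set before the data were examined, apart from the filtering target of DESeq2 (0.05 at first, and the default of 0.1 after results of both had been seen), the newer quasi-likelihood method of edgeR, the share of uniquely mapped reads as a covariate and k-means on the DEGs of DESeq2, which were chosen after seeing the data. Unless stated otherwise, the cause of a change was not tested. For counts, a result is counted as changed when it moved by more than 1.5 times.

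The size factors of DESeq2 in place of TMM, no filter, thinned counts and the newer quasi-likelihood method changed none of these counts by more than that. The counts were those of DEGs, overlaps and genes off the dose-weighted sum. Exact dose ratios, which change only the weights of the sum, were run for 5 results, and all 5 stayed the same by this rule. Of the 158 named genes and lists, all kept their direction and their side of the threshold with the size factors of DESeq2. Of 118 named genes, 116 did without a filter, 116 with thinned counts and 115 with the newer method.

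With the Wald test of DESeq2, the DEGs numbered 199 for THI, 150 for IMZ, 435 for THI + IMZ, 1386 for THI + CTD and 567 for IMZ + CTD, and 46 genes were common to the single compounds and 150 to the mixtures. The share of CTD genes found in no other compound was 94.2%. The genes of neither compound numbered 311 for THI + IMZ, 540 for THI + CTD and 198 for IMZ + CTD, and 54, 174 and 603 genes were off the sum. With shrinkage (the prior) the DEGs were 227, 193, 481, 1427 and 647, the common genes 64 and 202, the share 91.9%, the genes of neither compound 315, 503 and 198, and those off the sum 53, 155 and 579. With the filtering target of 0.05 the DEGs were 202, 150, 432, 1386 and 595, the common genes 45 and 150, the share 94.2%, the genes of neither compound 309, 537 and 212, and those off the sum 54, 172 and 614. With shrinkage and this target they were 245, 208, 480, 1445 and 663, then 64 and 195, 91.3%, then 308, 513 and 206, and 53, 153 and 570. Of the edgeR genes, the Wald test found 107 of 108 for THI, all 50 for IMZ, 2478 of 2518 for CTD, all 235 for THI + IMZ, 863 of 873 for THI + CTD and 288 of 290 for IMZ + CTD.

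filterByExpr, which tests fewer genes, gave 391 genes off the sum for IMZ + CTD. A fit of only the groups compared, which holds fewer samples, gave 91 DEGs for IMZ, a CTD share of 95.3% and 94 and 113 genes of neither compound for THI + IMZ and IMZ + CTD. With the replicate block there were 45 DEGs for THI, 23 for IMZ, 1571 for CTD, 53 for THI + IMZ, 348 for THI + CTD and 80 for IMZ + CTD, 15 and 20 common genes, a share of 97.6%, 22, 106 and 18 genes of neither compound, a union of 1716 genes and 6 genes off the sum for THI + IMZ. Rats with the same number had a mean correlation of 0.035 over 78 pairs, ranging from -0.32 to 0.47, and those with different numbers one of -0.008 over 326 pairs, ranging from -0.46 to 0.5. The block is an alternative and was not used in the main analysis. Controls whose number no treated rat has drop out of the comparison with it, so its lower counts also come from fewer controls. With the covariate, THI + IMZ gave 120 DEGs, THI + CTD 137 and IMZ + CTD 8, with 7 common to the mixtures, 64, 67 and 0 of neither compound, and 1, 5 and 2 genes off the sum. The count of 0 is among the 8 DEGs of IMZ + CTD.

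Leaving out each rat in turn, which lowers the number of samples, gave from 67 (without THI replicate 1) to 120 (without Control replicate 4) DEGs for THI, 28 (IMZ replicate 3) to 61 (THI + IMZ replicate 4) for IMZ, 1470 (CTD replicate 1) to 2573 (THI + IMZ replicate 1) for CTD, 143 (THI + IMZ replicate 4) to 297 (Control replicate 2) for THI + IMZ, 450 (THI + CTD replicate 3) to 969 (Control replicate 4) for THI + CTD and 98 (IMZ + CTD replicate 3) to 366 (IMZ + CTD replicate 1) for IMZ + CTD. The genes common to the single compounds ran from 19 (Control replicate 3) to 32 (Control replicate 4), and those common to the mixtures from 34 (THI + IMZ replicate 4) to 108 (THI + IMZ replicate 1). The share of CTD ran from 95.7% (CTD replicate 1) to 97.7% (THI replicate 1), and the union from 2179 (CTD replicate 1) to 3080 (Control replicate 2). Genes of neither compound ran from 80 (THI + IMZ replicate 4) to 221 (Control replicate 2) for THI + IMZ, 115 (THI + CTD replicate 3) to 495 (CTD replicate 2) for THI + CTD and 22 (IMZ + CTD replicate 3) to 140 (CTD replicate 1) for IMZ + CTD. Genes off the sum ran from 1 (THI + IMZ replicate 2) to 9 (THI replicate 2), from 30 (THI + CTD replicate 1) to 75 (CTD replicate 2) and from 66 (IMZ + CTD replicate 4) to 285 (CTD replicate 3). The calls of Table 2 ran from 47 to 50, the gene lists past the threshold from 62 to 69 and the share of PC1 from 11.3% to 12.9%. The separation of each treatment from the controls kept an exact permutation p under 0.05 in all of these fits.

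PC1 carried 15.7% of the variance when values were centered only, 10.3% at unit variance, 23.7% for the 500 genes with the largest variance and 10.1% on log2 CPM. Camera with an estimated correlation put 27 list and treatment pairs past the threshold against 66. For k-means, cluster 2 held 371 genes when the DEGs of DESeq2 were clustered, and cluster 12 held 247 genes with 10 centers, in a cluster that was also matched to cluster 2. The median change of cluster 12 with IMZ + CTD minus its dose-weighted sum was -0.18 with another seed, -0.07 with 10 centers and -0.29 with the DEGs of DESeq2.

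The results that changed direction had small values in edgeR with all rats. With the replicate block, the cell division list in THI had a median of 0.08 and Cyp7a1 in IMZ a log2 fold change of 0.37. Leaving out rats, the cell division list in THI ran from -0.26 (without THI replicate 2) to 0.18 (without THI replicate 3), the immune response list in IMZ from -0.05 (without IMZ replicate 1) to 0.07 (without Control replicate 3) and in THI from -0.22 (without THI replicate 1) to 0.01 (without THI replicate 2), and Cyp7a1 in IMZ from -0.95 (without IMZ replicate 2) to 0.15 (without IMZ replicate 1). These clock gene results also changed direction. Per1 in IMZ was 0.23 with the replicate block and ran from -0.2 (without Control replicate 4) to 0.03 (without Control replicate 5), Cry2 in IMZ from -0.11 (without IMZ replicate 3) to 0.13 (without IMZ replicate 4), Cry1 in CTD from -0.05 (without CTD replicate 2) to 0.45 (without CTD replicate 3) and Dbp in CTD from -0.39 (without CTD replicate 2) to 0.12 (without CTD replicate 3). Over the fits with all rats, the 118 gene results gave 1416 values. Of these values, 1300 kept their direction and side of the threshold, 58 were weaker, 56 stronger and 2 reversed. Some of the 118 results were added after their values had been seen. These are results of Per1, Nr1d2, Dbp, Cry1 and Cry2 in single compounds and of Per1 in THI + IMZ. The 40 list results gave 200 values, of which 173 kept both, 25 were weaker, 1 was stronger and 1 reversed. Most weaker values came from the block (21), the covariate (20), camera with an estimated correlation (19) and the fit of only the groups compared (9), and most stronger ones from DESeq2, with 8 from the Wald test, 15 with shrinkage, and 8 and 16 with the target of 0.05.

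Cyp3a23/3a1 had at most 13 counts in a control library. Table 2 calls numbered 49, against 51 with the Wald test of DESeq2, 58 with shrinkage, 45 in the fit of only the groups compared, 40 with the block and 43 with the covariate.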

Differences from the paper's values

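The values of the paper are given as the paper's, beside those of edgeR without shrinkage. Both sets of counts are on the same scale. The fold changes in Table 2 are not, since shrunken DESeq2 fold changes computed from the same counts came within 0.66% of all 54 of the paper's values compared, and the edgeR values are not shrunken. Where DESeq2 is named, its filtering target was the default of 0.1, which was chosen after results with 0.05, the target run first, had also been seen, so neither target was set beforehand.

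For the number of DEGs, the paper reports 225 for THI (here 108), 194 for IMZ (here 50), 476 for THI + IMZ (here 235), 1421 for THI + CTD (here 873) and 641 for IMZ + CTD (here 290). For DEGs in common, it reports 64 for the 3 single compounds (here 27), 156 for THI and CTD (here 73), 150 for IMZ and CTD (here 35), 78 for THI and IMZ (here 34), 196 for the 3 mixtures (here 84), 390 for THI + CTD and IMZ + CTD (here 196), 287 for THI + IMZ and THI + CTD (here 139) and 223 for THI + IMZ and IMZ + CTD (here 89). For DEGs of a mixture and neither compound, it reports 195 for IMZ + CTD (here 67), 502 for THI + CTD (here 288) and 313 for THI + IMZ (here 164). Among the DEGs of the mixtures, it reports 352 shared solely with CTD for IMZ + CTD (here 203), 742 for THI + CTD (here 493) and 56 shared solely with THI for THI + IMZ (here 35). CTD is reported with 13 times the number of THI (here 23.3) and 15 times that of IMZ (here 50.4). The Wald test of DESeq2, with and without shrinkage, closed all of these gaps. filterByExpr and the fit of only the groups compared also closed those for the DEGs of THI + CTD, for its genes of neither compound and for those shared solely with CTD, filterByExpr that for the genes of IMZ + CTD shared solely with CTD, and the fit of only the groups compared that for the multiple of IMZ. Of the fits without 1 rat, 3 closed the gap for THI + CTD, 1, 4 and 1 those for the genes of neither compound of IMZ + CTD, THI + CTD and THI + IMZ, 12 that for THI + CTD and CTD, 3 that for the 56 genes and 2 that for the multiple of THI. The other alternatives set before the data were examined closed none of these. The target of 0.05 in DESeq2 gave counts close to those of the default.

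The paper reports 42 DEGs of THI + IMZ shared solely with IMZ, or 9%, and here there were 3, or 1.3%. The Wald test of DESeq2 with shrinkage closed both gaps, the fit of only the groups compared closed that in percent, and none of the other alternatives set before the data were examined closed them.

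Of the genes found only in a mixture, the paper places 53 of THI + IMZ in cluster 3 (here 31), 29 of IMZ + CTD in cluster 3 (here 13) and 95 of IMZ + CTD in cluster 12 (here 16). None of the alternatives set before the data were examined closed these gaps, while k-means on the DEGs of DESeq2 with shrinkage, chosen after seeing the values, gave 53, 34 and 98. Of THI + CTD it places 100 in cluster 1 (here 52), 125 in cluster 3 (here 76) and 86 in cluster 5 (here 23). With 10 centers the same cluster was matched to clusters 1 and 3, with 126 genes of THI + CTD, so it does not close their gaps separately, and cluster 5 held 70, which closed that gap. Another seed closed that for cluster 3, and the DEGs of DESeq2 with shrinkage, chosen after seeing the values, gave 102, 123 and 80. Cluster 2 holds about 350 genes in Supplementary Figure S7, read by eye, and 228 here. With 10 centers it was 247, but in a cluster matched to cluster 12 as well, and the DEGs of DESeq2 with shrinkage, chosen after seeing the values, gave 371.

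Fig. 2, read by eye, shows about 110 up-regulated and about 86 down-regulated genes for IMZ (here 38 and 12), about 120 and about 110 for THI (here 75 and 33), about 310 and about 160 for THI + IMZ (here 169 and 66), about 650 down-regulated genes for THI + CTD (here 341), and about 380 and about 270 for IMZ + CTD (here 200 and 90). All of these gaps were closed by the Wald test of DESeq2, with and without shrinkage, and filterByExpr closed those for up-regulated genes of THI and down-regulated genes of THI + CTD. Of the fits without 1 rat, 2 closed that for up-regulated genes of THI and 1 that for up-regulated genes of THI + IMZ. The other alternatives set before the data were examined closed none.

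For Table 2, 38 of the 54 fold changes compared differ, and the shrunken fold changes of DESeq2 closed the gap for all 38. Abcc3 has fold changes in the paper of 3.67 for THI (here 6.31), 3.28 for IMZ (here 5.32), 2.94 for CTD (here 4.51), 3.88 for THI + IMZ (here 6.88), 3.95 for THI + CTD (here 7.08) and 2.37 for IMZ + CTD (here 3.13). Aldh1a1 has 2.77 for THI (here 4.53), 2.31 for IMZ (here 3.36), 2.55 for CTD (here 4.04), 2.75 for THI + IMZ (here 4.47) and 3.14 for THI + CTD (here 5.55). Cyp2b2 has 3.29 for THI (here 55.7), 2.82 for IMZ (here 38.4), 2.82 for CTD (here 41), 3.11 for THI + IMZ (here 48.7), 3.45 for THI + CTD (here 62.1) and 2.01 for IMZ + CTD (here 12.6). Cyp3a23/3a1 has 2.60 for THI (here 7.78), 2.82 for IMZ (here 9.08), 2.41 for THI + IMZ (here 6.7), 2.47 for THI + CTD (here 7.05) and 1.78 for IMZ + CTD (here 3.21). Mme has 2.97 for THI (here 13.4), 2.59 for IMZ (here 9.6), 3.43 for CTD (here 20), 2.46 for THI + IMZ (here 8.41), 4.35 for THI + CTD (here 28.8) and 2.70 for IMZ + CTD (here 10.7). Decreases are given as positive folds. Cyp7a1 has 1.80 for THI (here 5.47) and 1.89 for THI + IMZ (here 7.47), and Eln has 1.97 for THI (here 2.53) and 2.08 for IMZ (here 2.79). Ky has 3.21 for CTD (here 9.6), 2.32 for THI + IMZ (here 3.44) and 2.89 for THI + CTD (here 5.53). Megf11 has 3.18 for CTD (here 4.24), 2.26 for THI + IMZ (here 2.55) and 2.87 for THI + CTD (here 3.49). The replicate block also closed the gaps for Abcc3 in IMZ + CTD and for Eln in THI and IMZ, and thinned counts and the fit of only the groups compared that for Megf11 in THI + CTD. Of the fits without 1 rat, some closed the gaps for Abcc3 in IMZ + CTD, Aldh1a1 in IMZ and CTD, Eln in THI and IMZ, Ky in THI + IMZ, and Megf11 in THI + IMZ and THI + CTD. None of the other alternatives set before the data were examined closed a gap.

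Some statements of the paper disagree with the values here. The paper describes up- and down-regulated genes as balanced for the single compounds, and here 69.4% of the DEGs of THI and 76% of those of IMZ were up-regulated, while the Wald test of DESeq2 gave 54.8% and 55.3%. The paper describes cluster 12 as decreased mainly by IMZ + CTD. Here the median of the matched cluster was -0.33 with IMZ + CTD and -0.50 with CTD, and its difference from the dose-weighted sum was 0. This match is the weakest, with a correlation of 0.69 between the group means and those read by eye from the paper's figure. With another seed the correlation was 0.9 and the difference -0.18, and for the DEGs of DESeq2 with shrinkage, chosen after seeing the values, 0.98 and -0.29, so the better matches are nearer to the paper's description. Of the genes the paper names as changed only by IMZ + CTD, Per1 was also a DEG of CTD (-0.96) and Nr1d2 was higher with CTD (0.56), while Cry1 (-0.59) and Cry2 (-0.44) were not DEGs of the mixture. Per1 was a DEG of CTD in all fits with all rats except those with the replicate block (-0.67) and the covariate (-1.04), and Nr1d2 in all except those without a filter, with only the groups compared (0.56 in both) and with the covariate (0.70). Without CTD replicate 1 the value of Nr1d2 in CTD was 0.30 and not past the threshold. The Wald test of DESeq2, with and without shrinkage, and the fit of only the groups compared put Cry1 and Cry2 past the threshold. The paper counts Tlr7 among the down-regulated genes, and here it was not past the threshold with CTD (-0.91) or THI + CTD (-0.81). Tlr7 was put past it for CTD by the Wald test of DESeq2, with and without shrinkage, and that with shrinkage and a filtering target of 0.05 for THI + CTD. The paper names CHK1 as a target of BRCA1 in the DNA repair network and states no change of its gene. Chek1 (0.37 with CTD, adjusted p = 0.27) was past the threshold in none of the fits with all rats, which contradicts no statement of the paper. Table 2 lists Cyp3a23/3a1 for CTD, where it was not past the threshold here (0.89), while DESeq2 with shrinkage put it past (0.67).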

Other observations

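The splits of the animals for DEGs and gene lists and for the sums of THI + IMZ and THI + CTD, the tests on PC2 and the random gene sets for the time of day, and those on depth and single rats for the genes off the sum in IMZ + CTD and for the DEGs of CTD were chosen only after the result was seen, as were the different controls for the genes found only in a mixture, and the rules by which the response to CTD and the time of day on PC2 are judged were made more cautious after a first output was seen.

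Other splits of the same rats were tested in fits of only the groups compared. For each of the 6 treatments, 1 of 100 splits, the real one, gave as many DEGs. The real splits gave 97 for THI, 91 for IMZ, 2037 for CTD, 165 for THI + IMZ, 966 for THI + CTD and 369 for IMZ + CTD, and the largest number in another split was 85, 3, 7, 11, 45 and 111. For the genes off the dose-weighted sum, 1 of 60 splits gave as many in each of the 3 mixtures, with 4 genes for THI + IMZ (at most 3 in another split), 45 for THI + CTD (at most 1) and 276 for IMZ + CTD (at most 43). The number of gene lists past camera was less distinct. As many were found in 14 of 100 splits for THI, 8 for IMZ, 14 for CTD, 1 for THI + IMZ, 7 for THI + CTD and 7 for IMZ + CTD, so a count of lists past camera is in most treatments not beyond what regrouping the rats gives, and single lists rest on their own permutation tests.

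Lists with no claim beside them had the following median log2 fold changes, in the order THI, IMZ, CTD, THI + IMZ, THI + CTD and IMZ + CTD. AHR targets had 0.31, 0.30, 0.39, 0.12, 0.27 and 0.30, PPARA targets 0.10, -0.07, 0.04, 0.13, 0.30 and -0.23, and p53 targets -0.09, 0.03, -0.13, -0.06, -0.23 and -0.19. Clock genes that peak with Arntl had -0.06, -0.16, -0.18, -0.11, -0.14 and -0.06. Markers of Kupffer cells had -0.05, 0.09, -0.22, -0.22, -0.42 and -0.25, of T and NK cells 0.28, 0.21, 0.48, -0.28, -0.66 and -0.29, and of B and plasma cells -1.19, 0.10, -0.69, -0.68, -1.51 and -1.03. Stellate cells and fibroblasts had -0.11, -0.23, 0.13, -0.20, -0.13 and -0.08, sinusoidal endothelial cells -0.14, -0.07, -0.18, -0.04, -0.23 and 0.02, red blood cells 0.51, 0.69, 2.18, 0.02, 1.30 and 0.25, pancreas 0, 0.83, -0.78, -0.03, -0.58 and 0.07, and hepatocytes -0.04, -0.16, -0.10, -0.02, -0.09 and 0.04. Bile acid and cholesterol synthesis had 0.02, 0.23, 0.01, 0.06, 0.16 and -0.20, lipogenesis and feeding 0.04, -0.44, -0.03, -0.38, 0.33 and -0.44, fasting and gluconeogenesis -0.30, -0.19, -0.53, -0.12, -0.80 and -0.30, and the acute phase -0.04, -0.11, -0.26, -0.04, -0.26 and -0.01. The genes of Table 2 had 0.42, 0.79, -0.12, 0.40, 0.61 and 0.31, and those named in Fig. 5 had 1.24, 1.40 and 0.61 in the mixtures. CAR and PXR targets had 0.82, 1.02 and 0.35 in the mixtures.

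PC2 varied mostly within groups. Over the 31 rats, with group means removed, it had a Pearson correlation of -0.76 with the mean of the clock genes that peak with Dbp (permutation p = 2e-05, adjusted p = 0.00066 over 33 relations) and a Spearman correlation of -0.75 (permutation p = 8e-05, adjusted p = 0.0026). Without the 2 most extreme rats the Pearson correlation was -0.76. With library depth the correlation was 0.15, with the share of the 10 most abundant genes -0.13 and with the share of uniquely mapped reads -0.03, which argues against these as the cause. With the clock genes that peak with Arntl it was 0.07. Livers taken at different times of day within a group are a candidate explanation, but the paper's text does not name the times, and this cannot be told apart from other differences between rats.

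The clock genes that peak with Dbp were lower in IMZ + CTD in 4 of 4 rats. Leaving out each IMZ + CTD rat gave a median of -1 or lower, and thinned counts gave -0.97, which argues against a single rat and against depth. If these livers had been taken at another time of day, the change might follow the axis along which clock genes vary among the other 27 rats. Its correlation with this axis over 17 clock genes was 0.73 in size (Spearman 0.6), the axis took 52.5% of the variance within groups, and 81.7% of 9916 random gene sets gave a weaker correlation, with a median of 0.43. This decides neither way. A different time of day and an effect of the mixture cannot be told apart here.

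Of the 230 genes off the dose-weighted sum in IMZ + CTD, 7 went beyond the sum in the same direction, 30 fell short of it and 193 had the opposite sign, and 73% were DEGs of CTD and 19 genes were DEGs of the mixture. Thinned counts left 226, and leaving out a CTD rat left at least 155, which argues against depth and against a single CTD rat as the whole cause. Leaving out IMZ + CTD replicate 4 left 66, so this rat carried a large part of the count. With the share of uniquely mapped reads as a covariate 2 of the 230 were left. This count cannot decide for or against a cause in the share. The share was lowest in CTD and highest in its mixtures, so it is confounded with the groups. The covariate widened the SE by 1.55 times and left the size of the changes at 1.06 times, all in the same direction. The count thus fell with a wider SE and not with smaller changes. The library quality of the CTD rats and their treatment therefore cannot be told apart.

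An effect of CTD that falls more than in proportion to its dose could also bring such genes about. As a part of the response to CTD alone, and after 0.5 of the score of the other compound was taken off, the response was 0.36 ± 0.12 (SD, n = 4, 0.19 to 0.47) in IMZ + CTD and 0.63 ± 0.16 (n = 4, 0.41 to 0.78) in THI + CTD, against a dose share of 0.47 in both. Without taking it off, the parts were 0.6 and 0.77, both above the dose share. The value in IMZ + CTD thus goes with this explanation only after the part of IMZ, whose score was 0.23 against 0.46 for CTD, is removed, and that in THI + CTD goes against it. The difference between the mixtures was 0.28 (exact permutation test over 70 splits, p = 0.057, smallest possible 0.029), so this cannot be told apart from differences between rats.

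Genes that were DEGs of a mixture and of neither compound may be changes in the compounds that stayed under the threshold. An unadjusted p under 0.05 in a compound was found for 68.3% of them for THI + IMZ, 64.9% for THI + CTD and 50.7% for IMZ + CTD, but the genes were chosen and measured against the same controls, which raises these shares. Genes were therefore chosen against 4 of the controls and measured against the other 4, in all 70 choices. The median share was then 55%, 51% and 34.7%, with ranges of 30.2% to 81.8%, 32.7% to 71.8% and 15% to 60%, where at most 10% are expected without effect. This is consistent with small changes in the single compounds for a part of these genes.

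Genes of a cluster that are chosen and measured on the same libraries could lie beyond the dose-weighted sum through the choice alone. Genes chosen on a part of the rats were lower than the sum in the other rats in 100 of 100 splits, by a median difference of -0.16, with 73.5% of the genes below the sum. The choice of genes is argued against as the whole cause, although the difference between -0.48 and the sum of 0.10 in the rats used for the choice was larger.

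The larger number of DEGs with CTD was not a matter of depth, a single rat or the share of uniquely mapped reads alone, as far as these could be tested. Thinned counts gave 2394 genes, the covariate 1833 and leaving out CTD replicate 1 1470, against 2518. With CTD the red blood cell list rose by a median of 2.18, the mean of the list being higher by 1.45 (exact permutation test, p = 0.0061), so a change in the cells of the tissue stays open as part of it.

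The fold changes of Table 2 are smaller than those of qRT-PCR. Shrinkage towards 0 is consistent with this, since without it the median ratio of the log2 fold changes to those of the paper's qRT-PCR was 0.86 and with it 0.46.

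Nov, Scube1 and Glb1l2 were named by the rule for the largest decreases. Thinned counts gave log2 fold changes of -3.79 for Nov in CTD, -4.44 for Scube1 in THI + CTD and -1.13 for Glb1l2 in IMZ, which argues against depth. No biological explanation was tested. Per1 was a DEG of THI (-1.45) as well, and Nr1d1 was not past the threshold in IMZ + CTD (2.07, adjusted p = 0.076) or THI + IMZ (1.73, adjusted p = 0.19), where it was 0.67 without THI + IMZ replicate 4. Per2 was lower in IMZ + CTD without passing the threshold (-1.54, adjusted p = 0.06).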
